# Dynamics of miRNA accumulation during *C. elegans* larval development

**DOI:** 10.1093/nar/gkae115

**Published:** 2024-02-21

**Authors:** Smita Nahar, Lucas J Morales Moya, Jana Brunner, Gert-Jan Hendriks, Benjamin Towbin, Yannick P Hauser, Giovanna Brancati, Dimos Gaidatzis, Helge Großhans

## Abstract

Temporally and spatially controlled accumulation underlies the functions of microRNAs (miRNAs) in various developmental processes. In *Caenorhabditis elegans*, this is exemplified by the temporal patterning miRNAs *lin-4* and *let-7*, but for most miRNAs, developmental expression patterns remain poorly resolved. Indeed, experimentally observed long half-lives may constrain possible dynamics. Here, we profile miRNA expression throughout *C. elegans* postembryonic development at high temporal resolution, which identifies dynamically expressed miRNAs. We use mathematical models to explore the underlying mechanisms. For *let-7*, we can explain, and experimentally confirm, a striking stepwise accumulation pattern through a combination of rhythmic transcription and stage-specific regulation of precursor processing by the RNA-binding protein LIN-28. By contrast, the dynamics of several other miRNAs cannot be explained by regulation of production rates alone. Specifically, we show that a combination of oscillatory transcription and rhythmic decay drive rhythmic accumulation of miR-235, orthologous to miR-92 in other animals. We demonstrate that decay of miR-235 and additional miRNAs depends on EBAX-1, previously implicated in target-directed miRNA degradation (TDMD). Taken together, our results provide insight into dynamic miRNA decay and establish a resource to studying both the developmental functions of, and the regulatory mechanisms acting on, miRNAs.

## Introduction

Successful development of a multicellular organism requires cells to adopt specific fates at the right time and in coordination with other cells. This necessitates dynamic, spatiotemporally well-controlled gene expression. In part, such dynamics may be achieved through post-transcriptional regulation by miRNAs, small non-coding RNAs that bind to partially complementary sites on mRNAs to promote transcript degradation or translational repression (1,2). Thus, the iconic *lin-4* and *let-7* miRNAs in *Caenorhabditis elegans* accumulate during the first (L1) or fourth (L4) larval stage to control transition to later larval and adult cell fates, respectively (3,4), by repressing their cognate targets (5,6).

Studies using GFP reporter genes driven by miRNA promoters revealed dynamic transcription of several additional miRNAs in *C. elegans* (7). However, as mature miRNA expression has thus far been examined at low temporal resolution, with sampling typically occurring once per larval stage (8–14), it is unclear to what extent this translates into dynamic accumulation of mature miRNAs. Specifically, long half-lives of mature miRNAs may buffer their levels against the effects of dynamic transcription. Thus, in a striking example from mouse, pri-miR-122 levels were shown to fluctuate in a ∼24-h (circadian) cycle in the liver due to rhythmic transcription, but a long half-life of mature miR-122 led to essentially invariant levels of miR-122 over the same cycle (15).

In *C. elegans*, where a larval stage takes ∼7–10 h and the entire generation time is <3 days (at 25°C), the median half-life of miRNAs was determined to be ∼21 h (16). This and other studies of *C. elegans* miRNA half-lives involved acute perturbations of miRNA production, either by blocking transcription (17) or pri-miRNA processing (16,18), making them susceptible to compensatory or indirect effects on miRNA degradation. Nonetheless, the reported half-lives are in a similar range to those observed by metabolic labeling in mouse and fly cells grown *in vitro* (19,20). Collectively, these results would thus imply limited miRNA dynamics during developmentally relevant timescales.

Since previous experiments to determine miRNA half-lives in *C. elegans* queried only two developmental stages (larval stage L1 and gravid adults), it remains possible that modulated miRNA stability may increase the dynamics of individual miRNAs at specific times. Indeed, miRNAs of the miR-35 family (i.e. miR-35∼42, henceforth *miR-35fam*) were shown to be rapidly cleared during the embryo-to-L1 transition (21). This process relies on EBAX-1/ZSWIM8, a substrate adapter of a Cullin-RING E3 ubiquitin ligase (CRL) complex previously shown to mediate miRNA degradation by inducing proteolytic decay of the protective AGO protein (22,23).

EBAX-1 may target miRNAs more broadly, and additional miRNAs were shown to be upregulated in *ebax-1* mutant relative to wild-type gravid adults (23). However, it is not understood whether destabilization by EBAX-1 is constitutive or developmentally regulated, and the mechanism by which EBAX-1 targets specific miRNAs has remained unclear. In mammals, extensive base pairing (involving both 5′ and 3′ ends) between a miRNA and a ‘trigger’ RNA mediates a conformational change in AGO that promotes AGO binding and/or ubiquitylation by CRL^ZSWIM8^, followed by miRNA degradation. Accordingly, this regulated miRNA decay process is being referred to as target-directed miRNA degradation (TDMD) (24,25). In *C. elegans*, no trigger RNAs have yet been defined, and the rules of targeting a miRNA to TDMD may differ from that in other animals. Thus, EBAX-1-mediated decay of miR-35 and its sister depends exclusively on an intact seed sequence (nucleotides 2∼8 from the miRNA 5′ end), suggesting that a more limited duplex formation with a trigger RNA suffice for decay of at least this family of miRNAs.

To investigate miRNA dynamics during *C. elegans* larval development, we performed small RNA sequencing on synchronized worm populations sampled hourly over 43 h, from the first larval (L1) to the young adult stage. By employing mathematical modeling, we sought to distinguish between miRNAs whose dynamics can be explained by regulated production alone versus those whose dynamics would require regulation of mature miRNA decay. Here, production encompasses all steps upstream of miRNA duplex formation, e.g. primary miRNA (pri-miRNA) transcription, pri-miRNA-to-pre-miRNA processing through Drosha/Pasha, and pre-miRNA processing by Dicer (Figure 1A). Our experimental data revealed an unanticipated complex pattern of *let-7* accumulation, with near stepwise increases during each larval stage, yet this was recapitulated by a dynamic production model. Indeed, we can explain these dynamics by a combination of rhythmic transcription and stage-specific regulation of *let-7* precursor processing by the RNA-binding protein LIN-28. In contrast, accumulation dynamics of several other miRNAs, including miR-235, miR-71, miR-788, could not be explained solely through modulation of biogenesis rates. Focusing on the rhythmically accumulating miR-235, we provide evidence that temporal modulation of its decay rate by EBAX-1 contributes to the generation of its dynamic patterns. Additional miRNAs are also destabilized by EBAX-1, albeit in different time windows, consistent with regulation of EBAX-1 through other mechanisms, possibly involving specific ‘trigger’ RNAs. Taken together, our study provides insights into how distinct combinations of regulated transcription, processing, and decay shape miRNA accumulation during development and offers a resource for dissecting the developmental functions and modes of regulation of miRNAs.

**Figure 1.**
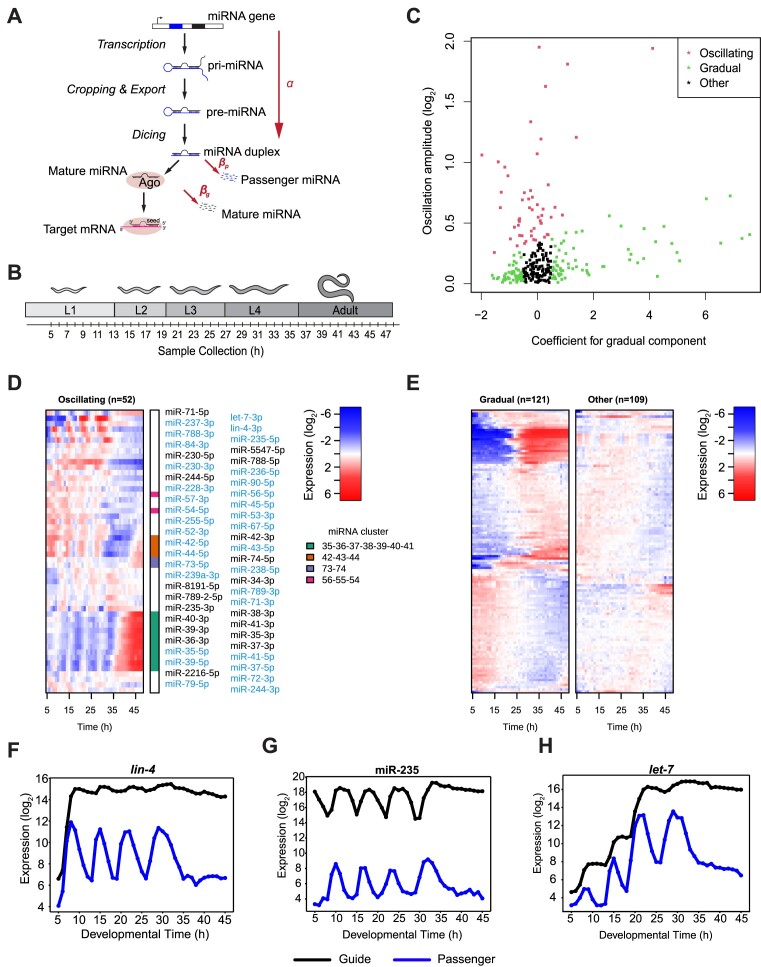
Temporal dynamics of miRNAs throughout larval development (**A**) Schematic depiction of miRNA production and decay. $\alpha$ and $\beta$ indicate the parameters used in the linear mathematical model to describe production (transcription and processing until miRNA duplex formation) and decay, respectively, as further described in the main text. (**B**) Schematic representation of the experimental design of the small-RNA time course. Cultures were sampled every hour from 5 to 48 h after plating synchronized L1 larvae on food, thus covering the course of larval development into early adulthood. (**C**) Scatter plot comparing the gradual coefficient (x-axis) and the amplitude (y-axis) from the cosine fit. Each dot represents a miRNA. The dots are colored according to three distinct groups of miRNAs: *oscillating* (red), *gradual* (green), and *other* (black). (**D**, **E**) Heatmaps for the three classes showing mean normalized and log_2_‐transformed expression levels of miRNAs over time. Each row corresponds to a specific miRNA, while each column represents a timepoint. The rows are sorted by 1D-tSNE in each panel separately. For the class of oscillating miRNAs, passenger strands are labelled in light blue, and the guide strands are labelled in black. The four miRNA clusters are color-coded in a separate column next to the heatmap. (**F–H**) Examples of individual traces of miRNAs whose passenger strands are all in the *oscillating* class but whose guide strands exhibit *oscillating* (miR-235; (G), *gradual* (*let-7*; (H)) or *other* (*lin-4*; (F)) behavior.

## Materials and methods

### C. elegans growth and maintenance

The *C. elegans* Bristol N2 isolate was used as the wild type. Transgenic strains were outcrossed at least twice to the wild-type strain. The following strains were employed in this study:

**Table:** 

Designation	Genotype	Source
HW1993	*xeSi312[eft-3p::luc::gfp::unc-54 3′UTR, unc-119(+)] IV*	This study
HW1939	*xeSi296[eft-3p::luc::gfp::unc-54 3′UTR] II*	(26)
HW2765	*mir-235(n4504) I; xeSi296[eft-3p::luc::gfp::unc-54 3′UTR, unc-119(+)] II*	*mir-235(n4504) I* from CGC, This study
HW2280	*xeSi408[mir-235p::pest-gfp-h2b::unc-54] II*	This study
HW2770	*xeSi480 [mir-71p::pest-gfp-h2b::unc-54] II*	This study
HW2643	*mir-235(xe181[seed_mutant]) I*	This study
HW2766	*mir-235(xe181[seed_mutant]) I; xeSi296[eft-3p::luc::gfp::unc-54 3′UTR, unc-119(+)] II*	This study
HW2706	*lin-28(xe192) I; xeSi312 [eft-3p::luc::gfp::unc-54 3′UTR, unc-119(+)] IV*	This study
HW2837	*let-7(xe488[tbb-1p]) X*	This study
HW3527	*ebax-1 (tm2321) IV*	(27)
HW3584	*xeSi296[eft-3p::luc::gfp::unc-54 3′UTR] II; ebax-1 (tm2321) IV*	This study
HW3564	*mir-235(xe372[eft-3p]) I*	This study
HW3629	*mir-235(xe372[eft-3p]) I; xeSi296[eft-3p::luc::gfp::unc-54 3′UTR] II*	This study

### Transgenic reporter strain generation

To create HW2280, we sought to amplify a ∼2.4 kb region upstream of the miR-235 hairpin (I: 6164693–6164715) from N2 genomic DNA using the Gateway BP Cleanse II Enzyme mix (Thermo Fisher Scientific; 11789020). The primer sequences used in the PCR reactions to clone it to pDONRP4P1 were as follows:

GB123:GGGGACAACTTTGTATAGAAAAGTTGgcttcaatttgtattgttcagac and GB124: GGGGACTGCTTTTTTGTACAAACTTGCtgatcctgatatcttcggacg. However, the resulting amplicon was reproducibly ∼1442 bp, as it lacked sequence between I: 6164371 and I: 6163476, annotated to contain tRNAs (T09B4.t1 and T09B4.t2). The promoter sequence was cloned into the destination vector pCFJ150 containing *pest-gfp-h2b* tag according to MultiSite Gateway Technology (Thermo Fisher Scientific). Transgenic worms were obtained by single-copy integration into the ttTi5605 locus on chromosome II as described previously (28). We assume that the missing region is misannotated in the Ce10 genome assembly because the cloned promoter shows activity in the same tissues previously reported (29) and because the resulting *gfp* mRNA dynamics recapitulate those of the endogenous pri-miRNA (Supplementary Figure S6A). The sequence of the amplicon (promoter) is as follows:

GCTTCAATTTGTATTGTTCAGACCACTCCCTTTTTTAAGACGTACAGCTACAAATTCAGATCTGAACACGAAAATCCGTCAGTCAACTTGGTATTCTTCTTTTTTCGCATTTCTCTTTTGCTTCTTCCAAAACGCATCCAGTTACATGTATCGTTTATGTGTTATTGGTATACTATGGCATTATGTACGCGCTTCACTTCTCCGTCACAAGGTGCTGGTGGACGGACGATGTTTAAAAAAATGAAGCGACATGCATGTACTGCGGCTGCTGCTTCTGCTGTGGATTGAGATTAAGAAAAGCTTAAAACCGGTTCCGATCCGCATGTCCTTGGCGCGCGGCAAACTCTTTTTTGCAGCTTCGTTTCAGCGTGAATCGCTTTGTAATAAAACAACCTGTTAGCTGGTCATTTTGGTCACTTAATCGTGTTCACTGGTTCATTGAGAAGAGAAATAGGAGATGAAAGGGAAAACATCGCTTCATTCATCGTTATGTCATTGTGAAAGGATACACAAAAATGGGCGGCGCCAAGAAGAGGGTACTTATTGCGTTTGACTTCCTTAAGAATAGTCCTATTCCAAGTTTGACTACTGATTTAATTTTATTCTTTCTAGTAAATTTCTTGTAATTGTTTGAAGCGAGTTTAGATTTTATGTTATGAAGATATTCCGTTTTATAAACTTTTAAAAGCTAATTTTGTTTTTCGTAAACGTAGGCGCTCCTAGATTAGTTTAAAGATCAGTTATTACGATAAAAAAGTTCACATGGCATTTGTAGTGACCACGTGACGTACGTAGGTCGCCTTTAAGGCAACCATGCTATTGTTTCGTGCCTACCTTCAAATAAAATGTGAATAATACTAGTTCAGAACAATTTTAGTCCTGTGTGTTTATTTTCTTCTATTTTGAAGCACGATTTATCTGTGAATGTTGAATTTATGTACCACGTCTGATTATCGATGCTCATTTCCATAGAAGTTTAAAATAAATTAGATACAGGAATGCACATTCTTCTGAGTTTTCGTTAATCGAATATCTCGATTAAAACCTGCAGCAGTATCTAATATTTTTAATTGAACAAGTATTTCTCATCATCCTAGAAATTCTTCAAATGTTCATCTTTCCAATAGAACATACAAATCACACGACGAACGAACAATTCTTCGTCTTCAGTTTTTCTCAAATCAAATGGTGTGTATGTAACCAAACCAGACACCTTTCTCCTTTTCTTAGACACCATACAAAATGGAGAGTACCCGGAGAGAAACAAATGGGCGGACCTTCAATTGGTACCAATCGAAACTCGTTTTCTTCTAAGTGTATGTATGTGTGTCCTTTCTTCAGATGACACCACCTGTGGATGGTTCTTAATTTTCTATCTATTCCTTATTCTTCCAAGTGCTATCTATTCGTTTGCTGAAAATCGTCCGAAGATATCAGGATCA.

To create the transcriptional reporter for *mir-71p* expressing *pest-gfp-h2b*, we amplified the approximately 2 kb upstream genomic region of miR-71 from genomic DNA using the following primers:

SN8: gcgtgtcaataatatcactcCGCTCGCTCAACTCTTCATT

and SN9: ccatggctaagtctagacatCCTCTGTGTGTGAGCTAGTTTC

Subsequently, we inserted this amplified region into NheI-digested pYPH0.14 using Gibson assembly (30). pYPH0.14 generated by *Not*I digestion of destination vector, pCFJ150 and addition of *Nhe*I::*pest-gfp-h2b* as described previously (26). The sequence of *mir-71* promoter is as follows:

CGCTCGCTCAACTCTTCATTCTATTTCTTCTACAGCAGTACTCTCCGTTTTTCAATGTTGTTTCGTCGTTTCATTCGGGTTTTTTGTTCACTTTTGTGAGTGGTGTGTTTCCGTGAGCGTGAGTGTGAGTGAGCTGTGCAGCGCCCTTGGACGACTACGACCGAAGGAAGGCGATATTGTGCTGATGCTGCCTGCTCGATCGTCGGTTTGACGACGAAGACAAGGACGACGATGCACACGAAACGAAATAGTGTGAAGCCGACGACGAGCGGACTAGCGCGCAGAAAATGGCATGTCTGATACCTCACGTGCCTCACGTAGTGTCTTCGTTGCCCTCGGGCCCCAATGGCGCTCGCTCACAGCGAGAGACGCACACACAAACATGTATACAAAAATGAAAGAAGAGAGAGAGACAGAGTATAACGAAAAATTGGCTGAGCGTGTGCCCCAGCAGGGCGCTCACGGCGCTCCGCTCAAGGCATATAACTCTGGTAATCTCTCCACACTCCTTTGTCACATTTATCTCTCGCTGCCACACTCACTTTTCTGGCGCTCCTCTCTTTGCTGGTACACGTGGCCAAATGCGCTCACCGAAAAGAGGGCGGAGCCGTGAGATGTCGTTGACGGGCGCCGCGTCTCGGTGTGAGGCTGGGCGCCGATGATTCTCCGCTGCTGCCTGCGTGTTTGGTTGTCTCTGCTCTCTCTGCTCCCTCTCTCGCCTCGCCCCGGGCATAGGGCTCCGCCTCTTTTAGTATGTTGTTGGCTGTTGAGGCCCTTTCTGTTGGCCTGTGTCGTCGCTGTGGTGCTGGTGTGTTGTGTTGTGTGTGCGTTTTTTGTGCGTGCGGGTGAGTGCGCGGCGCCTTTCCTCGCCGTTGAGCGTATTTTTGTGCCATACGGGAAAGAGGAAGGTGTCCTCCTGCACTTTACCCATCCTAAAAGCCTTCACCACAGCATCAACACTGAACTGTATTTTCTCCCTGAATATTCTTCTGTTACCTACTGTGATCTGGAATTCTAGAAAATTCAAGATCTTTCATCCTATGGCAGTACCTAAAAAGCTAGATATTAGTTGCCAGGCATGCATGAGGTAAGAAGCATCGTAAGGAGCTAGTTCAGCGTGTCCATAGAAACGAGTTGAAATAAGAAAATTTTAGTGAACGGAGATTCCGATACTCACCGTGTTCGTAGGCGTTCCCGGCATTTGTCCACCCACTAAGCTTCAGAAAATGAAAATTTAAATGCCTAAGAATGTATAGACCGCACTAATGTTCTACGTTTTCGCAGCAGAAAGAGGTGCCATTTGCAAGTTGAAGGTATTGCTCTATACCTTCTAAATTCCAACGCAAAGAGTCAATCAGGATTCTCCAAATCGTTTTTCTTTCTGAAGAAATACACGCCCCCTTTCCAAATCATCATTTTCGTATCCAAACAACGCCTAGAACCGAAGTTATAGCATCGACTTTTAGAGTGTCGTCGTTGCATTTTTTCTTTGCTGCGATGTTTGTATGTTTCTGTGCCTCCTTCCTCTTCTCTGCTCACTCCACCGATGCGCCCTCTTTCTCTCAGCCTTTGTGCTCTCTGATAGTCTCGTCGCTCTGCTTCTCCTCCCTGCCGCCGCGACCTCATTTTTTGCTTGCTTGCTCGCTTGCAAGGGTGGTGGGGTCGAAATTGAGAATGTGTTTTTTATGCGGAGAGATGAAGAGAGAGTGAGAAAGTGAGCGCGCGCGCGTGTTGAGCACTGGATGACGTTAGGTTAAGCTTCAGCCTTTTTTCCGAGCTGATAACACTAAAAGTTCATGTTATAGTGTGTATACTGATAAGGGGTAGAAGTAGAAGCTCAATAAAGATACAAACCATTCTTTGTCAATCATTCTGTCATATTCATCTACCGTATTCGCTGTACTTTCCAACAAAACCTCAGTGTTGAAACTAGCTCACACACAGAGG.

Transgenic animals for both *mir-235* and *mir-71* promoter fusion reporters were obtained by mos1- mediated single copy-insertion (MosCI) of the respective clones into the ttTi5605 locus (MosSCI site) on chromosome II (31). Both the strains were backcrossed thrice.

### Genome editing

Mutations in the endogenous *mir-235* locus were obtained by CRISPR-Cas9 to generate the *mir-235(xe181)* allele. For generation of sgRNA plasmids, we cloned the sgRNA sequences (mir-235sgRNA1 sense and antisense; mir-235sgRNA2 sense and antisense) into *Not*I-digested pIK198 plasmid (32). The sgRNA oligos and the HR repair template (miR-235 HR oligo 2) were obtained from IDT and are listed in Supplementary Table S2.

Wild-type worms were injected with a mix containing 50 ng/μl pIK155, 100 ng/μl of each pIK198 with a cloned sgRNA, 20 ng/ μl repair oligo for gene of interest (miR-235 HR oligo 2), co-CRISPR mix containing 100 ng/ml pIK208 and 20 ng/ml AF-ZF-827 (33) PAGE purified oligo (IDT). Single F1 roller progeny of injected wild-type worms were picked to individual plates and the F2 progeny screened for deletions using PCR assays with primers GB130, GB137 and GB138 (Supplementary Table S2). After DNA sequencing analysis to confirm the presence of the desired mutation, the alleles were outcrossed three times to the wild-type strain.

For generation of HW2837, the endogenous *let-7* promoter was replaced with the *tbb-1* promoter by CRISPR/Cas9-mediated editing using a previously published protocol (34). A 1 kb part of *let-7* promoter (1306–257 bp upstream of *pre-let-7*) was replaced by a 450 bp sequence upstream of the *tbb-1* start codon. The *tbb-1* promoter was amplified using two sets of primer pairs – a pair of short primers (JKc1 + JKc2) and a pair of primers carrying 120 bp overhangs complementary to the sequence flanking the integration site (JKc3 + JKc4) (Supplementary Table S2). The obtained PCR products were melted and reannealed to obtain an asymmetric DNA donor according to the following cycling conditions before adding it to the injection mixture: 95°C–2 min, 85°C–10 s, 75°C–10 s, 65°C–10 s, 55°C–1 min, 45°C–30 s, 35°C–10 s, 25°C–10 s, 4°C-forever and used as the homology-directed repair template. The endogenous *let-7* promoter was excised using two crRNAs (JKcr1 and JKcr2) and the F1 transformants were selected based on the expression of two co-injection plasmids, pRF4 *(rol-6 (su1006))* and pIK127 (*eft-3p::gfp::h2b::tbb-2 3′UTR)* (32). The injection mix was prepared freshly and was performed in N2 animals. First, 250 ng/μl of of Alt-R S.p. Cas9 Nuclease V3 (IDT, Cat # 1081058), 100 ng/μl of Alt-R® CRISPR-Cas9 tracrRNA (IDT, Cat # 1072532), 28 ng/μl each of JKcr1 and JKcr2 were incubated at 37°C for 10 min to form the RNP complex. Then a total of 4 μg of the hybridized asymmetric DNA donor and co-injection markers, piK127 (10 ng/μl) and pRF4(*rol-6(su1006)*) (40 ng/μl) were added to final volume of 20 μl filled up with water. 30 animals were injected and F1 transformants were screened and picked based on expression of GFP and roller phenotype. The F2 progenies were screened by PCR using JKg19, JKg23 and JKg5, JKg7 primer pairs (Supplementary Table S2) and outcrossed thrice.

To create HW2706, a 3.2 kb deletion encompassing the *lin-28* locus (deletion flanked by 5′-GTGCTACCG-3′ and 5′-ACCTACCTC-3′) was achieved by CRISPR/Cas9-mediated editing using the previously published *dpy-10(cn64)* co-conversion protocol (33). For generation of sgRNA plasmids, we cloned the sgRNA sequences (JKsg13 + 14) and (JKsg15 + 16) into *Not*I-digested pIK198 plasmid (32). The sgRNA oligos were obtained from IDT and are listed in Supplementary Table S2.

The injection was performed in wild-type animals which were injected with 10 ng/μl gBlock, 100 ng/μl sgRNA plasmids each, 20 ng/μl AF-ZF-827 (33), 50 ng/μl pIK155 and 100 ng/μl pIK208 (sgRNA targeting *dpy-10* in pIK198).

For generation of HW3564, the endogenous *mir-235* promoter was replaced by the *eft-3* promoter by CRISPR-Cas9 editing (35). The crRNAs (SN_cr1 and SN_cr2) designed to excise the *mir-235* promoter, were resuspended to the concentration of 0.4 μg/μl. The following *eft-3* promoter sequence:

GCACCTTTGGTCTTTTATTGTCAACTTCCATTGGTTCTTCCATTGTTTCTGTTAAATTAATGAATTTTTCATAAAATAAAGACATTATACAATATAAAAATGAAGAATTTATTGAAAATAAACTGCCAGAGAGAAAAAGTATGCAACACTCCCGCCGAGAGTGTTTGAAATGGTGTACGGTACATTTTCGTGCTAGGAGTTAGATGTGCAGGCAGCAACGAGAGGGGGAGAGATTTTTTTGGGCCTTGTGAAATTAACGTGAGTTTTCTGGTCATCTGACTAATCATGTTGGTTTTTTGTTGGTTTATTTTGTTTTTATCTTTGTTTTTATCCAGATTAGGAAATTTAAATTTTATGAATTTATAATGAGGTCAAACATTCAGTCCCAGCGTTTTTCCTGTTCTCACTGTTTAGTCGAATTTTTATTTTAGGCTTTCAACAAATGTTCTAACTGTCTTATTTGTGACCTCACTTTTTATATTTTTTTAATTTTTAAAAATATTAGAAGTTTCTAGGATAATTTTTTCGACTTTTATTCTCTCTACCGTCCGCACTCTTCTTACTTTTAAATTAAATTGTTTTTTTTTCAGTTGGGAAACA flanked by sequences of the *mir-235* endogenous genomic locus on the 5′ CAGTCAACTTGGT and 3′ CTTTGCTCATTG sides were synthesized as gBlocks® Gene Fragments (IDT) and was used as a template for homologous recombination (Supplementary Table S2). The gBlock was melted and re-annealed according to the following cycling conditions before adding it to the injection mixture: 95°C–2 min, 85°C–10 s, 75°C–10 s, 65°C–10 s, 55°C–1 min, 45°C–30 s, 35°C–10 s, 25°C–10 s, 4°C–forever. The injection was performed in N2 animals with the following injection mixture prepared freshly before the injection.

First, 250 ng/μl of of Alt-R S.p. Cas9 Nuclease V3 (IDT, Cat # 1081058), 100 ng/μl of Alt-R® CRISPR-Cas9 tracrRNA (IDT, Cat # 1072532), 28 ng/μl each of SN_cr1 and SN_cr2 were incubated at 37°C for 10 min to form the RNP complex. Then a total of 400 ng of the hybridized SN_gBlock2 (100 ng/μl) and co-injection markers, piK127 (10 ng/μl) and pRF4(*rol-6(su1006)*) (40 ng/μl) were added to final volume of 20 μl filled up with water. Thirty animals were injected and F1 transformants were screened and picked based on expression of GFP and appearance of roller phenotype. F2 progenies were genotyped by PCR using SN34, SN115 and SN116 primers (Supplementary Table S2) and outcrossed twice.

### Time course experiments

Several time course experiments (TC1-11) were performed in this study. The details for different time courses are given in Supplementary Table S3.

For TC1 to TC9, the following experimental method was used:

Gravid hermaphrodites of the respective worm strains were bleached to obtain eggs, which were then hatched in M9 buffer (in the absence of food) during an overnight incubation on a rotating wheel. The resulting arrested L1 larvae were transferred onto 2% Nematode Growth Medium (NGM) agar plates at a density of 2000 worms/plate with food (*E. coli*, OP50). The worms were grown at 25°C and were collected at an hourly interval from 18 to 30 h/31 h (for TC7); numbers of collected animals ranged from 2000 to 12,000 depending on the timepoints. After harvesting and three washes with M9 buffer, the worm pellet was resuspended in 1ml of Tri Reagent (Molecular Research Center; TR118) and snap-frozen in liquid nitrogen.

For TC10, synchronized L1 worms were grown on 2% NGM plates, seeded with *Escherichia coli* OP50 at 25°C. The worms were collected hourly from 12 until 34 h into M9 buffer. The worm pellet was resuspended in Tri Reagent (Molecular Research Center; TR118) and frozen in a 2 ml screw cap micro tube (Sarstedt; 72.693.005) containing ∼100 μl of 0.5 mm dia. Zirconia/Silica beads (BioSpec; 11079105z) in liquid nitrogen.

For TC11, synchronized L1’s of HW1993 (*xeSi312[eft-3p::luc::gfp::unc-54 3′UTR, unc-119(+)] IV*) and and HW2706 (*lin-28(xe192) I; xeSi312 [eft-3p::luc::gfp::unc-54 3′UTR, unc-119(+)] IV*) worms were grown in a liquid culture with E. coli OP50 bacteria (OD = 2.7 in S-Basal) at 25°C. Worms were collected hourly from 0 h until 40 h. A sample of worms was transferred from the liquid culture flask to a 15 ml conical tube, washed three times with M9 Buffer and finally the worm pellet was resuspended in Tri Reagent (Molecular Research Center; TR118) and frozen in liquid nitrogen.

### RNA isolation

For TC1-9 and TC11, the worms were lysed by five freeze/thaw cycles. For TC10, the worms were lysed at 4°C by bead beating in FastPrep-24™ grinder (SKU: 116004500) with 5 cycles of 8.0 m/s for 25 s followed by a pause of 120 s. Subsequently, worms were centrifuged at 16,000 g for 20 min at 4°C to remove debris and supernatant was transferred to a new tube. For TC1-TC3, TC5 and TC10, RNA was extracted and treated with DNAse I as described previously (36). For the other time courses (TC4, TC6-TC9, TC-11), RNA was isolated using Direct-zol™ RNA MicroPrep kit (Zymo Research; R2062) according to the manufacturer's protocol. On-column DNAse digestion was carried out for 15 min at room temperature. RNA was subsequently eluted in 15-30 μl of Ambion^TM^ nuclease free water (Thermo Fisher Scientific, AM9937).

### Small RNA sequencing

For different time courses, different sequencing libraries were prepared according to the manufacturer's instructions. The details of library preparation and sequencing instrument are listed in Supplementary Table S3. For TC11 (timepoints 0-23 h), three sequencing reactions were performed with different library preparations. First, sequencing libraries were generated using Illumina TruSeq Small RNA Library Prep Kit according to the manufacturer's instructions. The library was sequenced on Illumina HiSeq2500, as 51 cycles single-end reads. Since the reads obtained were not sufficient, the libraries were reprocessed using CleanTag Small RNA library preparation kit (Trilink Biotechnology) according to manufacturer's instructions. The library pool was size selected on a gel (140–160 bp) to enrich for the small RNA fraction. Subsequently, library was sequenced on NextSeq 500 as 76 cycle single-end reads, and then resequenced on NextSeq 500 as 51 cycle single-end reads to detect *let-7* passenger strand.

### Processing of the *C. elegans* small RNA-seq data

The following methodology was used to process data of TC1, TC6, TC7, TC9, TC11. The small RNA-seq fastq files were adapter trimmed (TGGAATTCTCGGGTGCCAAGG) at the 3′ end using the function preprocessReads() from the QuasR (37) package and mapped to the *C. elegans* genome (ce10) with the R package QuasR (37) using the alignment algorithm Bowtie (38). The command used to perform the alignments was ‘proj ←qAlign(’samples.txt‘,’BSgenome.Celegans.UCSC.ce10‘,maxHits = 100)’. For miRNA quantification, gene annotations from miRBase v22 were used and lifted over to ce10. We extended the genomic coordinates by ±3 bp (upstream and downstream) of the 5′ end of each miRNA and counted all the reads that started within those regions using the following command: ‘qCount(proj,matureMirsExt,orientation=’same’). To normalize for sequencing depth, each sample was divided by the total number of reads and multiplied by the average library size. Finally, the count table was log_2_-transformed after the addition of a pseudocount of 8 (log_2_(*x* + 8)) to minimize large changes in expression caused by low count numbers.

### Processing of the *C. briggsae* small RNA-seq data

The small RNA-seq data from *C. briggsae* (TC3) were processed the same way as the ones for *C. elegans*, using the *C. briggsae* genome assembly WS225 and miRNA gene annotation from MirgeneDB 2.0 (cb4) (39).

### RNA sequencing and processing

In TC7, for N2 and *ebax-1(tm2321)* mutants, mRNA was sequenced from samples collected from 18–30 h at 25°C as described above. Sequencing libraries were generated using Illumina TruSeq Stranded mRNA Library Prep Kit according to the manufacturer instructions. The RNA-seq samples were mapped to the *C. elegans* genome (ce10) with the R package QuasR (37) using the spliced alignment algorithm HISAT2 (40). The command used to perform the alignments was proj ←qAlign(‘samples.txt’,‘BSgenome.Celegans.UCSC.ce10’,splicedAlignment = TRUE,aligner=‘Rhisat2’). For gene quantification, gene annotation from WormBase was used (WS220). The command used to create the expression count table was qCount(proj,exons,orientation=‘opposite’, useRead=‘first’). To normalize for sequencing depth, each sample was divided by the total number of reads and multiplied by the average library size. Finally, the count table was log_2_ transformed after the addition of a pseudocount of 8 to minimize large changes in expression caused by low count numbers.

### Inference of pseudo-time for the *ebax-1(tm2321)* mutant and wild-type time course mRNA-seq data

During *C. elegans* larval development, >3700 genes oscillate at the mRNA level (26). For all those genes, we previously calculated their peak phases, and those peak phases cover the full spectrum between 0 and 360°. Based on that prior knowledge, we developed a simple yet effective method to visualize oscillations and timing in a given mRNA-seq time course experiment. The key idea is to define gene sets that show orthogonal expression over time (i.e. genes that differ by 90° in peak phase) and to quantify the expression of those genes in a new RNA-seq time course experiment. We first split the 3739 genes into 4 gene sets, gene set 1 containing genes with a peak phase of 0° ± 45° (effectively 315°–360° and 0°–45°) and gene sets 2, 3 and 4 containing genes with a peak phase of 90° ± 45°, 180° ± 45° and 270° ± 45°, respectively. Then we calculated the average gene expression levels for those 4 gene sets in the *ebax-1(tm2321)* and wild type mRNA-seq time course data (after mean normalizing each gene) and subtracted the two anti-phase pairs (*x* = geneset1-geneset3, *y* = geneset2-geneset4) to obtain two orthogonal timing readouts (*x*, *y*) for each RNA-seq sample. Visualized in a scatter plot, this resulted in robust circles for both wild type and *ebax-1(tm2321)* (Supplementary Figure S10A). We estimated the wrapped pseudo time of every data point (*x*, *y*) by calculating the respective polar coordinate angle. Finally, we unwrapped the angle values to obtain the final pseudo time for each sample.

### Differential expression analysis in the *ebax-1(tm2321)* versus wild type small RNA time course experiment

The pseudotime estimates from the mRNA-seq experiment allowed us to compare the developmental timing of the wild-type and the *ebax-1(tm2321)* time course experiments (TC7). It showed that *ebax-1(tm2321)* mutant animals had a 3-h delay but progressed through development at roughly the same speed as the wild type. We therefore selected the time points 18-28 h in the wild type and 21-31 h in the *ebax-1(tm2321* mutant for differential expression analysis (11 time points from each condition). We chose to use a linear model approach based on B-splines to determine statistically the differentially expressed genes. First, we calculated a cubic B-spline basis with 6 components that were evaluated at the eleven time points (from the wt perspective) using the R function ‘bs(c(18:28,28:28),6)’ from the splines package. Then we defined the design matrix containing a total of 14 predictors, namely an intercept term, the 6 spline components, a group variable distinguishing *ebax-1(tm2321)* from wild type, and 6 interaction terms between the group variable and all the spline components (model.matrix(∼bspline*Group)). Using the functions lmFit(), eBayes() and topTable() from the R package limma, we tested which miRNAs were significantly impacted by strain (by comparing the full linear model described above to one omitting the strain and interaction terms). We chose an adjusted p-value of 0.01 as our threshold for differential expression.

### RT-qPCR of miRNAs

10–20 ng of total RNA was reverse transcribed using TaqMan MicroRNA Reverse Transcription Kit (Applied Biosystems; 4366596) and the following TaqMan MicroRNA Assays:

**Table:** 

miRNA name (miRBase ID)	TaqMan microRNA assay ID
cel-miR-235-3p	001370
cel-miR-235-5p	464338_mat
cel-miR-71-5p	242106_mat
cel-miR-71-3p	242651_mat
cel-let-7-5p	000377
cel-let-7-3p	477630_mat
cel-miR-788	462309_mat
cel-miR-788*	465056_mat
cel-miR-247-3p	004491_mat
cel-miR-247-5p	244154_mat
cel-miR-1-3p	000385
sn2841 (reference gene)	001759

The reverse transcription reaction was incubated at 16°C for 30 min, 42°C for 30 min and 85°C for 5 min. The resulting 1.3 μl cDNA was used as template for qPCR to quantify miRNAs of interest. qPCR was performed on either on Step one Realtime PCR (Applied Biosystems) or Roche® LightCycler® 480 machine depending on the number of reactions. The reaction contained TaqMan 2x Universal PCR Master Mix, no Amp Erase (Applied Biosystems; 4324018) and the above-listed TaqMan MicroRNA Assays. The PCR conditions were initiated with 2 min at 50°C, 10 min incubation at 95°C, followed by 40 cycles of 95°C for 15 s and 60°C for 60 s.

Average Ct values were obtained from three technical replicates for miRNA and the reference, sn2841 RNA. Delta Ct (dCt) was calculated by subtracting Ct values of sn2841 from target miRNA Ct values. Normalized expression was plotted as dCt*-(1) against all timepoints. To depict the mean normalized miRNA levels, we subtracted the average dCt value (calculated across all timepoints) from each individual timepoint value and then multiplied the result by -1. The following formula was used: -ddCt = - (dCt – dCt_mean_). All the RT-qPCR plots were generated in R using the *ggplot2* package.

### RT-qPCR of mRNAs

800 ng of total RNA was reverse transcribed to cDNA using ImProm-II™ Reverse Transcription System (Promega; A3800) with random primers according to the manufacturer's protocol. cDNA was diluted 1:10 to detect *lin-42, pri-mir-235, pri-mir-71, SL1-pri-let-7* and 1:1000 or 1:2000 to detect *actin* from either pair of primers listed below. (For SL1-pri-let-7, the JKq17 and JKq18 primer pair was used.) RT-qPCRs were performed using either the SYBR Green PCR master mix (Applied Biosystems, 4309155) or the PowerUp™ SYBR™ Green Master Mix (Applied Biosystems; A25776) on either Step one Realtime PCR (Applied Biosystems) or Roche® LightCycler® 480 machine, depending on the number of samples. Data were normalized to *actin* expression levels.

**Table:** 

Transcript name	Primer > (fwd and rev)	Forward sequence	Reverse sequence
lin-42c	Lin-42c_L1 and Lin-42c-R1	TCTTGTTCACGTGACCTTC	GGCTCCGTCTGGCATAGTAA
gfp	SN10 and SN11	CTTGTTGAATTAGATGGTGATGTT	ACAAGTGTTGGCCATGGA
pri-mir-235	SN22 and SN23	GACACCATACAAAATGGAGAGTACC	TCATCTGAAGAAAGGACACACATAC
pri-mir-71	SN24 and SN25	TCCGAGCTGATAACACTAAAAGTTC	AGCGAATACGGTAGATGAATATGAC
SL1-pri-let-7	JKq1 and JKq3	GGTTTAATTACCCAAGTTTGAGGC	CGCAGCTTCGAAGAGTTCTG
act	Act-1fwd and Act-1rev	GTTGCCCAGAGGCTATGTTC	CAAGAGCGGTGATTTCCTTC
act	JKq17_act-1 F2 and JKq18_act-1 R2	GTCGGAAGACCACGTCATCAA	AGGGTAAGGATACCTCTCTTGGA

### Confocal imaging

To assess the spatial expression of *mir-235*, we utilized mixed-stage HW2280 worms (*xeSi408[mir-235p::pest-gfp-h2b::unc-54] II*) grown at 25°C. For confocal microscopy analysis, L4 hermaphrodites were selected and mounted on a 2% (w/v) agarose pad and immobilized using a drop of 10 mM levamisole (Fluca Analytical, 31742). Imaging of the worms was performed using an Axio Imager M2 upright microscope equipped with a Yokogawa CSU W1 Dual camera T2 spinning disk confocal scanning unit controlled by Visiview 3.1.0.3 software. Both DIC and fluorescent images were captured using a 40×/1.3 oil immersion objective, with exposure times of 10 and 300 ms, respectively. Subsequently, the acquired images were processed using ImageJ (Fiji) software after selecting representative regions.

### Time-lapse imaging

We used a transcriptional reporter of *mir-235* (HW2280: *xeSi408[mir-235p::pest-gfp-h2b::unc-54] II*) driving destabilized GFP to investigate the dynamic expression pattern with time-lapse imaging. The sample preparation for single worm imaging was done as previously described (26). Briefly, chambers were made of 4.5% agarose in S-Basal medium and OP50 bacteria was distributed onto the chambers by scraping it off from agar plates containing OP50. Single eggs were then placed on the chambers and flipped into glass coverslip surrounded by silicone insulator. Low melting agarose (3.5%) was used to seal the edges of the chamber and subsequently mounted on a glass slide for imaging. We imaged using 2× sCMOS camera model (T2) with an Axio Imager M2 (upright microsocope) equipped with a CSU_W1 Yokogawa spinning disk with a 20x air objective (NA = 0.8). The 488 nm laser was set to 70%, with 10 ms exposure and a binning of 2. The brightfield and fluorescent images were taken in parallel with 2 μm step size and 23 images per z-stack for a total duration of 60h with 10 min time intervals. The single worm imaging data was analysed as previously described using documented workflows (41). To account for worm size growth during development, the GFP intensities were normalized to area.

### Luciferase assay

Luciferase assays were performed as described before (26). In brief, we used HW1939, transgenic worms which express luciferase gene constitutively and ubiquitously. The transgene was crossed to *mir-235(n4504)* and *mir-235(seed_mut)* respectively. Gravid adults of each strain were bleached, and single eggs were placed in individual wells of a flat-bottom, 384 well-plate (Berthold Technologies, 32505). Each well contained 90 μl of S-Basal mixed with food (*E. coli* OP50 of O.D_600_= 0.9) and 100 μM Firefly D-Luciferin, substrate-Luciferin (p.j.k., #102111). The plates were sealed with Breathe Easier sealing membrane (Diversified Biotech, BERM-2000) and luminescence was measured using a luminometer (Berthold Technologies, Centro XS3 LB 960), every 10 min for 0.5 s for 72 h in 20°C incubator. Ingestion of luciferin during feeding results in an increase in bioluminescence with a precipitous drop in signal during molting due to absence of food intake of the worm. The duration of molts, larval stages and intermolts are thus annotated as described before (26) with the help of Luciferase Assay Analyzer tool, ‘PyLuc’ developed in-house by L. Morales Moya. Statistics were calculated using the Mann-Whitney U-test of the scipy.stats.mannwhitneyu package and from statannotations.

### Mathematical simulations

Equations were integrated using the explicit Euler forward method, i.e.

\begin{equation*}{\hat{x}}_{n + 1} = {\hat{x}}_n + {\mathrm{\Delta }}t\ f\left( {{{\hat{x}}}_n,{t}_n} \right),\end{equation*}

where ${t}_n$ and ${\hat{x}}_n$ are the discretized values for time and gene expression, respectively, $f( {{{\hat{x}}}_n,{t}_n} )$ is the differential equation, ${\mathrm{\Delta }}t$ is the time step. Note that the integration was always performed using the values in linear scale. Parameters were ${\beta }_g$, $\mu$ and ${\hat{x}}_0$.

To avoid numerical instabilities arising from the integration of real data, the time series for the passenger strand were linearly interpolated to increase the sampling rate 100 times. The solution was later down-sampled back to the original sampling rate.

To obtain the parameter set for which the solution the resembles the actual data, the error between the solution and the guide was minimized, i.e.

\begin{equation*}{E}_k = \ \mathop {\min }\limits_{{\beta }_g,\mu ,\ {{\hat{x}}}_0} \sum {\left( {{x}_n - {{\hat{x}}}_n} \right)}^2\end{equation*}

The minimization was performed in two steps: first, a grid search was performed over a plausible parameter range. These values were later refined using a minimization algorithm with such values as initial estimates, using the python function *minimize* from the package *scipy* (1.5.2). Appendix 1 contains a full derivation of the model and describes its testing against synthetic data.

## Results

### Dynamic changes in miRNA expression profiles during larval development

To investigate miRNAs dynamics occurring at short timescales during *C. elegans* larval development, we sampled a synchronously growing worm population frequently and over an extended period to sequence small RNAs. We plated synchronized populations of L1 larvae on food, grew them at 25°C, and collected samples hourly between 5 h and 48 h after plating, i.e. all the way to adulthood (Figure 1B). We mapped the reads to miRNAs using annotations from miRBase v.22 (42) and designated them as ‘5p’ and ‘3p’, respectively, depending on the strand of the pre-miRNA from which they derived. For 130 pre-miRNAs, we were able to detect expression of both 5p and 3p strands, whereas for the remaining 22 pre-miRNAs, we detected only one strand. In the following, we will use the term guide strand (or miR) to refer to the more abundant or exclusively detected strand; and ‘passenger’ strand (or miR*) to refer to the less abundant strand (based on mean expression levels over the whole time-course).

During the same period of *C. elegans* development, a substantial part of mRNA dynamics can be captured by two broad patterns, oscillating and gradually changing (26,36). Visual inspection of miRNA expression revealed similar patterns (Supplementary Figure S1A), prompting us to emulate the previous mRNA-seq analysis by fitting miRNA expression patterns using a linear model (36). For the fit, we only used timepoints within the oscillatory window (8–35 h after plating). The model contained two oscillatory components (cos and sin) with a fixed period of 7 h, and a linear component to capture gradual changes in the expression over time. We thus obtained the amplitude, the peak phase, and the gradual coefficient for each miRNA. The gradual component was used to capture the miRNAs that increased or decreased steadily during development. We then plotted the amplitude versus the coefficient for the gradual component to identify *oscillating* (red dots) and *gradual* (green) miRNAs (Figure 1C). Based on empirically chosen cut-offs, out of 282 miRNAs detected (including both passenger and guide strands), we assigned 52 to the *oscillating* class (18.4%) and 121 (42.9%) to the *gradual* class (Figure 1D, E); this latter class included miRNAs with both increasing or decreasing levels over time. Among the *gradual* miRNA, we specifically noticed a sizeable group of miRNAs that showed an increase in expression in a particular time window, ∼25 h after plating (Supplementary Figure S1B,C). Among the *oscillating* miRNAs, 33/52 (63%) were passenger strands (labeled in blue in Figure 1D), although these constituted only 130/282 (46%) of all detected miRNAs. As explained in more detail below, this enrichment seems consistent with the fact that passenger strands are less stable than the guide strands (17). Finally, 109 miRNAs (38.6%) belonged to neither class; these were classified as *other* (Figure 1C, black dots). We note that as we analyze RNA from whole animals, we may fail to observe dynamics that are specific to a subset of cells in which a given miRNA is expressed, so that we may underestimate the overall extent of dynamics. Moreover, these data cannot distinguish concentration changes occurring synchronously across all cells that express a given miRNAs from those that result from an increase or decrease in the number of cells that express a certain miRNA.

We observed similar dynamics for miRNAs transcribed from physically adjacent miRNA genes, so-called clusters (Figure 1D, Supplementary Figure S1). For instance, among the eight members of *miR35fam*, expression patterns are most similar among the seven clustered members, miR-35∼41, whereas the pattern of the eighth member, miR-42, is more like that of its co-clustered miRNAs, miR-43 and miR-44. Notably, all eight *miR-35fam* members exhibited rhythmically changing levels in larvae, and generally accumulated to substantial levels despite accelerated decay of the abundant embryonic *miR-35fam* pool during transition to the L1 stage (21). These observations suggest that, in addition to their well-known function in embryos (43,44), *miR-35fam* miRNAs may have a post-embryonic function.

We also noticed a striking deviation from the general principle of shared dynamics among clustered miRNAs. Specifically, although miR-359 and miR-785-3p are separated by <400 nt and thought to be co-transcribed (29), miR-785-3p is expressed at largely invariant levels throughout the time course, whereas miR-359 is only present at relatively low levels during the first ∼25 h and then, around the time of the third molt, increases steeply (Supplementary Figure S2). Although not further investigated by us, this suggests that the two miRNAs are not co-transcribed and/or that miR-359 is subject to specific post-transcriptional regulation.

We examined the patterns of guide strand accumulation for miRNAs whose passenger strands we had classified as *oscillating*. This revealed strikingly different behaviors for different miRNAs. For *lin-4*, levels of passenger and guide strand were low at the first sampled time point, 5 h after plating, consistent with transcriptional silencing prior to this point (29,45–48), but then increased rapidly (Figure 1F). However, whereas lin-4* exhibited high-amplitude oscillations, the relative amplitude was much reduced, i.e. oscillations damped, for the much more abundant *lin-4* guide strand whose levels remained quite stable after reaching a first peak by 9 h. This difference appears intuitively consistent with differences in stability of the two species, where increased stability of the guide strand will at the same time increase average levels and decrease amplitude (Supplementary Figure S3A,B). Accordingly, we were surprised that for miR-235, both strands exhibited similar relative amplitudes of oscillations, although guide strand levels were three orders of magnitude above that of the passenger strand (Figure 1G). Equally surprisingly, the two strands exhibited large phase-differences in their accumulation patterns. We revisit the issue of how these miR-235 dynamics are generated below.

Finally, whereas the let-7* levels oscillated, the *let-7* guide displayed a near stepwise increment in accumulation until reaching a plateau by ∼30 h, i.e. at the early L4 stage (Figure 1H). Based on detection by Northern blotting, accumulation of *let-7* had previously been reported to initiate at the L3 stage (4,8,9,46,49). However, consistent with rhythmic *let-7* transcription during each larval stage (7,49), the greater sensitivity and dynamic range of small RNA sequencing that we employ here reveals that mature *let-7* begins to accumulate already during the first larval stage. Taken together, we find that for oscillating passenger strands, their matching guide strands can exhibit diverse behaviors. Since the biogenesis of guide and passenger strand from a given locus is intertwined, i.e. transcription, pri-miRNA and pre-miRNA processing are shared production events, these findings suggest an important contribution of events downstream of production in shaping miRNA fates.

### The dynamics of miRNAs can be captured by a mathematical model invoking time-varying production rates

To investigate the origin of the miRNA dynamics that we had observed, we employed mathematical modeling, utilizing ordinary differential equations (ODEs). The observed abundance of miRNAs is generally determined by their production and decay rates, where the latter is defined as the combination of both degradation and dilution rates. Hence, a simple model can be formulated to elucidate the change in miRNA levels, as described by the following equation, i.e.

(1) \begin{equation*}\frac{{dX}}{{dt}} = \alpha \left( t \right) - \beta X,\ \end{equation*}

where $dX/dt$ is the rate of change in miRNA, $X$ is the concentration of the miRNA, $\alpha ( t )$ is the production rate and $\beta$ is the decay rate. We note that this model is agnostic as to whether changes happen at the cellular or organismal level, e.g. whether we observe increased miRNA abundance over time because all cells that previously expressed a miRNA now express more of it, or because more cells start to express it.

Since both passenger ($p$) and guide ($g$) come from the same transcript, the model assumes the same production rate, $\alpha ( t )$, for both strands. Note that ‘production’ in this context encompasses transcription as well as the subsequent processing steps up to the point of the guide:passenger duplex formation (Figure 1A). However, differential dynamics could emerge from different decay rates ${\beta }_p$ and ${\beta }_g$, respectively. Biologically, this may for instance be imposed through protection of the guide strand from nucleases by binding to AGO (Figure 1A).

Hence, the equation becomes as follows:

(2) \begin{equation*}\left\{ {\begin{array}{@{}*{1}{c}@{}} {\frac{{dp}}{{dt}} = \alpha \left( t \right) - {\beta }_pp}\\ {\frac{{dg}}{{dt}} = \alpha \left( t \right) - {\beta }_gg} \end{array},\ } \right.\end{equation*}

where ${\beta }_n$ are the respective decay rates. If the degradation rate for the passenger strand is sufficiently large with respect to the frequency, the passenger levels can adapt rapidly enough to the changes due to the oscillations to approximate the production rate as $\alpha ( t ) = \ {\beta }_pp$ (see Appendix), and thus both equations can be combined into a single one, i.e.

(3) \begin{equation*}\frac{{dg\left( t \right)}}{{dt}} = {\beta }_p \cdot p{\mathrm{\ }}\left( t \right) - {\beta }_g \cdot g\left( t \right)\end{equation*}

However, measured passenger and guide levels might depart from real values due to technical biases. We assumed these biases to be proportional to the levels of each strand, causing differential amplification based on the number of molecules and thus preferentially affecting the more abundant strand. To reflect this assumption, we multiplied passenger levels by a constant $k$ in Eq. (3). As $k$ and ${\beta }_p$ are both constants, they were combined into a single parameter $\mu$, which we named scaling factor. Thus, the final equation is given by

(4) \begin{equation*}\frac{{dg\left( t \right)}}{{dt}} = \mu \cdot p\ \left( t \right) - {\beta }_g \cdot g\left( t \right)\end{equation*}

We modelled the levels of the guide strand by integrating numerically Equation (4) for a set of parameter values using the forward Euler method. The optimal set of parameters, $\mu$ and ${\beta }_g$, were obtained by minimizing the difference between estimated and real values of the guide strand. We explored the limitations of this approach using synthetic data, which showed that it performs well for passenger strand half-life at or below ∼5 min and at least 5 times lower than the guide strand half-life (Appendix), a requirement likely met in most cases (19). We note that the model explicitly assumes that decay rates are constant over time. As such, and as explored further below, an inability to obtain a good model fit for a given miRNA may hint at regulated decay.

### A combination of rhythmic transcription and regulated processing generates a near-stepwise accumulation pattern of *let-7*

We applied the model to the sequencing data that we had obtained (Supplementary Table S1, Supplementary Figure S3C). We note that the model is agnostic as to whether changes in abundance occur across all or only a subset of cells. For instance, an increase in abundance of a miRNA over time may reflect an increased expression in all cells of a larvae, or the initiation of production in cells that did not previously increase it. Strikingly, the model effectively captured the very distinct behaviors of *lin-4* and *let-7* (Figure 2A and B). Although not ruling out additional regulatory mechanisms, this result suggested that that their unique dynamic patterns could be explained through differences in their production rates. Indeed, although *let-7* had a longer inferred half-life than *lin-4* (8.7 h versus 6.3 h), swapping their decay rates did not qualitatively alter their respective patterns of accumulation (Supplementary Figure S4A, B).

**Figure 2.**
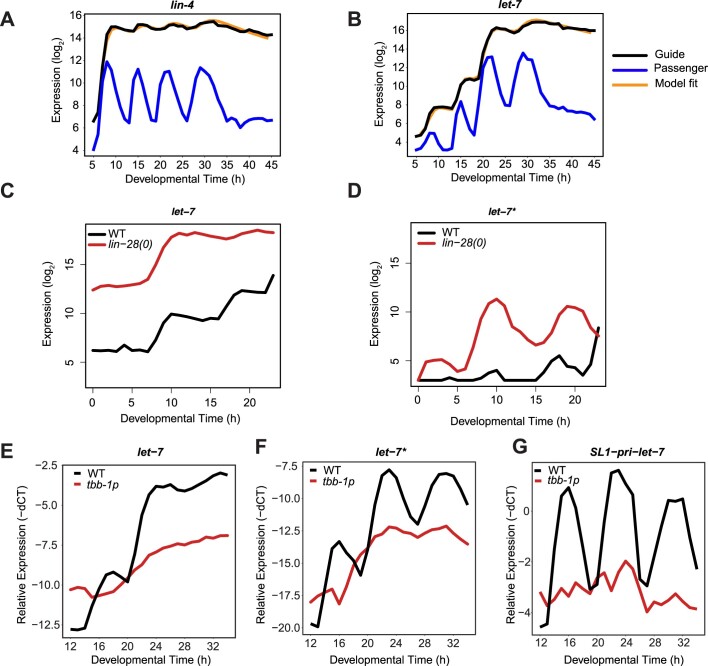
Mathematical modelling to predict dynamics of guide miRNAs. (A, B) The dynamics of *lin-4* (**A**) and *let-7* (**B**) can be explained by the linear model (Eq. 4). *Black*: guide strand, *blue*: passenger strand and *orange*: best fit for guide. (C, D) The dynamics of *let-7* (**C**) and let-7* (**D**) in wild-type (WT) and *lin-28(0)* animals quantified by small-RNA sequencing. Synchronized L1 larvae were placed in liquid culture with food at 25°C and sampled at the indicated times. Animals developed more slowly in this than in the separate experiment in (A, B), involving growth on plates. (**E–G**) The dynamics of *let-7* (E) and let-7* (F) and *SL1-pri-let-7* (the trans-spliced primary miRNA) in WT and *tbb-1p::let-7* worms quantified by RT-qPCR. Synchronized L1 larvae were plated on food at 25°C and sampled hourly at the indicated times after plating roughly covering end of L1 through mid L4. Reactions of RT-qPCR were performed in technical triplicates, the values were averaged and normalized to the reference gene. TaqMan assays were employed for assessing the small nucleolar RNAs sn2841 as a normalization factor, while β-actin served as the reference gene in the case of SL-1-pri-let-7. The –dCT values were calculated as follows: –dCT = –(miRNA/mRNA CT values – reference CT values).

We hypothesized that the unique behavior of *let-7* may instead result from a combination of rhythmic transcription and post-transcriptional control of pri-miRNA or pre-miRNA processing. As the RNA-binding protein LIN-28 was previously shown to regulate these processing events for *let-7* (49,50), we tested the effect of loss of LIN-28 on *let-7* dynamics. Consistent with a role of LIN-28 in repressing mature miRNA accumulation upstream of strand separation, we observed elevated levels of both *let-7* guide strand and *let-7* passenger strand (denoted let-7* in the following) (Figure 2C and D). Moreover, although we continued to observe rhythmic peaking of let-7* strand levels at ∼9 and ∼18 h, *let-7* guide strand levels reached a precocious plateau by ∼9 h, with no subsequent step at the time of the next let-7* peak. In other words, loss of LIN-28 leads to an accumulation of *let-7* specifically in the L1 stage, when LIN-28 is also most abundant (51) (We note that expression starts at elevated baseline relative to wild-type animals. We attribute this to *let-7* promoter activity in embryos (29) and a role of LIN-28 in preventing mature *let-7* accumulation even in embryos.)

In a complementary experiment, we replaced the endogenous *let-7* promoter with a constitutive *tbb-1* promoter. In this scenario, we no longer observed pri-*let-7* or let-7* oscillations (Figure 2F and G). Regulation by LIN-28 appeared to remain intact, as both *let-7* and let-7* levels increased during the second larval stage after 16 h (Figure 2F and G), when LIN-28 is downregulated (51). Furthermore, our approach found that despite the different dynamics between conditions, the inferred guide degradation rate was the same (Supplementary Figure S4C, D). Collectively, these data support a model where a combination of rhythmic transcription and regulated processing through LIN-28 generate the striking pattern of *let-7* accumulation.

### Modelling predicts additional regulation beyond production for guide miRNAs

Time-variable decay rates are thus not a necessity to generate complex patterns of miRNA dynamics, and we observed a good model fit for many miRNAs (Figure 3A, Supplementary Table S1). However, we identified several examples where a model with time-invariant decay rates was unable to accurately predict the dynamics of miRNAs. The expression patterns of these miRNAs were validated by RT-qPCR in independent time-courses, excluding detection biases (Supplementary Figure S5). Specifically, miR-788 and miR-247 displayed rapid declines after 30 h, not explained by the initial model (Figure 3B and C). For miR-71, the model failed to explain the observed combination of larger relative amplitudes and higher levels of the guide relative to the passenger strand (Figure 3D). miR-235 exhibited repeated rapid declines in levels, resulting in a large relative amplitude, and the shape of its expression pattern deviated greatly from that of the passenger strand. This combination of features, which we examine in more detail below, could not be predicted by the model (Figure 3E). Hence, these miRNAs appeared subject to additional regulatory steps, downstream of Dicer.

**Figure 3.**
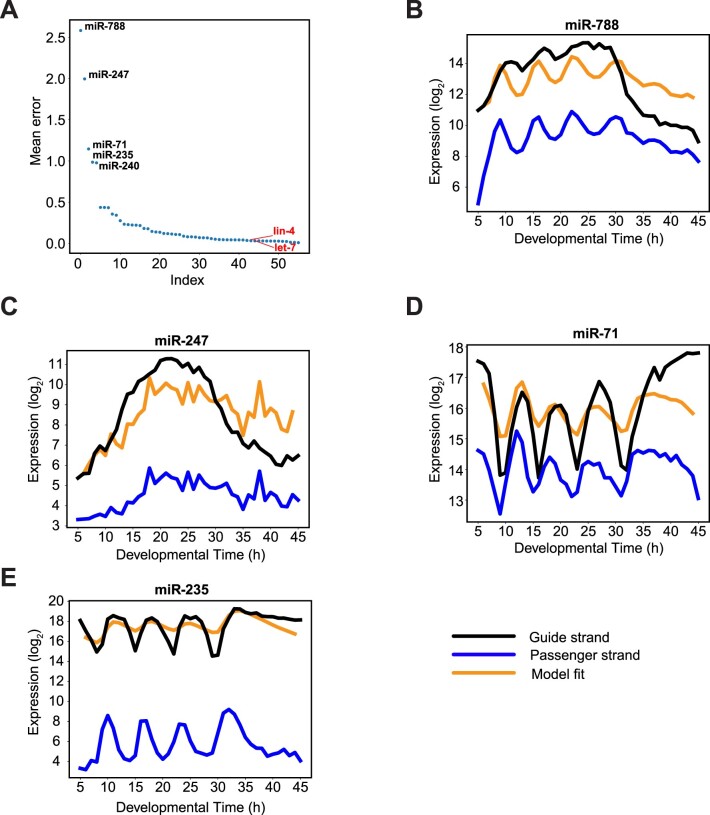
Regulation of guide miRNA accumulation after the dicing step predicted by mathematical modelling. (**A**) Least squared error for each miRNA whose expression was modelled. miRNAs exhibiting the five largest errors (i.e. poorest model fit) as well as *lin-4* and *let-7* are labeled. (**B–E**) Experimental and modelled dynamics for the indicated miRNAs with poor model fit: *Black*: guide strand, *blue*: passenger strand and *orange*: best fit for guide.

### miR-235 is transcribed from a rhythmically active promoter

Given its particularly unusual dynamics, we sought to explore the mechanisms that contribute to rhythmic accumulation of miR-235 in more detail. Oscillating mRNA levels are driven by rhythmic transcription (41) and, using RT-qPCR for quantification, we confirmed that pri-miR-235 and miR-235* exhibited rhythmic accumulation with similar relative amplitudes and phases (Figure 4A). To examine *mir-235* promoter activity more directly, we fused a ∼1.4 kb of genomic region upstream of pre-miR-235 to DNA encoding destabilized, nuclear-localized green fluorescent protein (*pest-gfp-h2b*) and the *unc-54_3′UTR_*, considered devoid of regulatory sequences (Figure 4B). This type of reporter, integrated into chromosome II by Mos1-mediated single copy integration (31), allows detection of dynamic promoter activity (41). The promoter was active in skin, specifically in seam cells, hypodermis, Pn.p cells and vulva, as well as in unidentified head neurons and the tail (Figure 4B). With this reporter, we could assess how accurately the transgene's promoter activity reflected the levels of endogenous primary and passenger miRNA. Thus, we plated synchronized larvae on food at 25°C and sampled hourly from 18–30 h. We observed that the *gfp* mRNA recapitulates the primary miRNA levels with highly similar periods, amplitudes, and peak phases (Supplementary Figure S6A), implying that oscillations in pri-miRNA levels are caused by rhythmic promoter activity. Moreover, the dynamics of the miR-235* (passenger strands) recapitulated well the observed dynamics of their corresponding pri-miRNAs and *gfp* mRNA, corroborating the use of passenger strands as proxies for transcription (pri-miR-235 levels) in our models. We also confirmed for a second rhythmically accumulating miRNA, miR-71, that passenger strand dynamics effectively recapitulated those of the cognate pri-miRNA, or *gfp* mRNA transcribed from the putative *mir-71* promoter (Supplementary Figure S6B).

**Figure 4.**
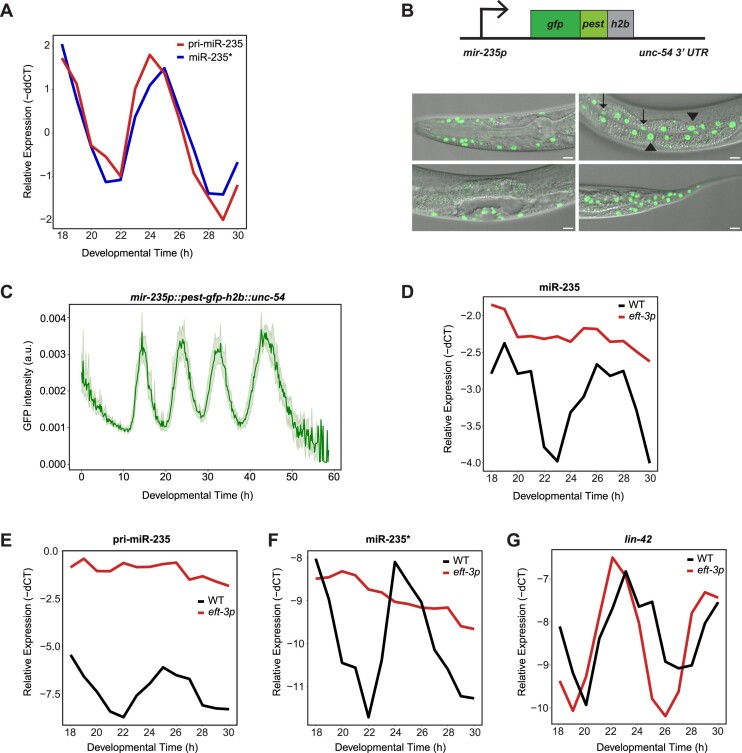
Rhythmic *mir-235* promoter activity promotes rhythmic miR-235 guide strand accumulation. (**A**) Quantification of endogenous pri-miR-235 and miR-235* levels by RT-qPCR. Synchronized L1 wild-type larvae were plated on food at 25°C and sampled at the indicated times after plating. (**B**) *Top:* Schematic of *mir-235* transcriptional reporter. *Bottom:* Confocal micrographs of *mir-235p::gfp::pest::h2b::unc-54* L4 larvae reveals expression of *mir-235* in head, seam, hypodermis, vulva, Pn.p cells and tail. Strain HW2280 (xeSi408[*mir-235p::pest-gfp-h2b::unc-54] II*) was generated by MosSCI. (**C**) Quantification of GFP levels of the reporter by time-lapse live imaging throughout larval development, starting from hatch (left panel). Green line indicates average GFP intensities with ± 95% confidence interval (light green shading, *n* = 23). (**D–G**) RT-qPCR quantification of the indicated RNA species in animals carrying an endogenous substitution of the *mir-235* promoter by a constitutive *eft-3* promoter (*mir-235(xe372[eft-3p]) I*). Synchronized L1 larvae were plated on food at 25°C and sampled at the indicated times after plating.

We next used time-lapse imaging to examine the temporal *mir-235* promoter activity in individual worms that we tracked over the entire period of larval development. We observed rhythmic GFP accumulation, with four oscillatory peaks corresponding to the four larval stages (Figure 4C).

To determine the functional relevance of rhythmic *mir-235* promoter activity for rhythmic miRNA accumulation, we replaced the *mir-235* promoter, in the endogenous locus, with a constitutive *eft-3* promoter. We confirmed by RT-qPCR that this manipulation abrogated rhythmic transcription of pri-miR-235 as both the pri-miRNA and the miR-235* passenger strand accumulated constitutively and, relative to wild-type animals, at elevated levels in the *eft-3p::mir-235* strain (Figure 4E, F). The amplitude of miR-235 guide strand accumulation was greatly decreased (Figure 4D). This was not a result of a general loss of developmental and/or gene expression synchrony as confirmed by direct measurements of developmental progression (Supplementary Figure S6C) and the observation of sustained rhythmic accumulation of a control mRNA, *lin-42*, in the *eft-3p::mir-235* strain (Figure 4G). We conclude that the rhythmic transcription from the miR-235 promoter is necessary for rhythmic miR-235 guide strand accumulation.

### Oscillatory expression of miR-235 is conserved in *C. briggsae*

Although rhythmic *mir-235* promoter activity appears necessary for high-amplitude rhythmic accumulation of miR-235, the mathematical model and the observations of *lin-4* and *let-7* (which also undergo rhythmic transcription but exhibit different guide strand dynamics from miR-235 (Figure 1D)), indicate that it is not sufficient to explain the dynamics. Thus, to investigate features further contributing to the unusual miR-235 dynamics, we exploited evolutionary conservation. In *C. elegans*, miR-235 is the sole orthologue of the mammalian miR-92 family, whereas in *C. briggsae*, two paralogous miRNAs, termed Cbr_miR-92-o67 (Cbr_miR-235b) and Cbr_miR-92-o68 (Cbr_miR-235a) exist (Figure 5A). Although Cbr_miR-92-o68 and Cel_miR-235 share an identical sequence across nearly the entire guide strand, with only three nucleotides difference, Cbr_miR-92-o67 is more dissimilar from either, particularly outside the seed region. To determine whether either or both of the *C. briggsae* miRNAs also accumulated rhythmically, we performed a short time course experiment covering *C. briggsae* development hourly between 18 and 33 h of larval development at 25°C. Strikingly, we observed similar rhythmic expression profile for both paralogs of the miR-235 guide (Cbr_miR-92-o67_3p and Cbr_miR-92-o68_3p). 

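Small RNAs were sequenced from wild-type *C. briggsae* (strain AF16), a nematode related to *C. elegans*, at each of 16 hours from 18 to 33 h after synchronized L1 larvae were plated on food at 25°C. The course holds 1 library per hour and no replicates, so an interval given for a single hour covers counting error only. The deposited counts cover 372 mature miRNA arms under MirGeneDB names, in which Cbr_miR-92-o67_3p is written Cbr-Mir-92-o67_3p and most passenger strands carry an asterisk. The authors trimmed the 3′ adapter, mapped the reads with QuasR and Bowtie, and counted reads that started within 3 bp of an annotated 5′ end. Multi-mapping reads were kept, so near-identical arms can share reads. The Methods name the *C. briggsae* assembly and its MirGeneDB annotation for this step, whereas the submitters' processing notes name ce10. The total count per library ranged from 9588599 at 32 h to 15866144 at 19 h, with a median of 12305010. Counts were divided by the library total and multiplied by the mean total, as the authors did, and are given as normalized counts. On this scale each value is a share of its library, in which the 10 most abundant arms took a median of 62.5% of the counts. Rhythmic accumulation was tested with edgeR's quasi-likelihood test on the counts, with a linear term and with cosine and sine terms at the 7 h period that the paper uses for *C. elegans*. The test covered the 311 arms with at least 10 counts in at least 8 libraries, and its residual spread is that of the 16 libraries about the fitted curve. Periods from 4 to 12 h were also scanned for the 4 arms of Figure 5B on log2(normalized count + 8).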

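Both guide strands had low points at 20 h and 26 h and a peak between them at 23 h. Cbr_miR-92-o67_3p was lowest at 20 h with 148460 normalized counts and at 26 h with 110779, and reached 408678 between them at 23 h. The 23 h value was 2.75-fold above that at 20 h (95% interval 2.74 to 2.77 from the counts) and 3.69-fold above that at 26 h (95% interval 3.67 to 3.71). The strand then stood at 642156 normalized counts at 30 h and at 630647 at 33 h, without a further low point. Cbr_miR-92-o68_3p was less abundant and stood at 23237 normalized counts at 20 h and 13338 at 26 h against 48640 at 23 h and 61171 at 29 h. The 23 h value of this arm was 2.09-fold above that at 20 h (95% interval 2.06 to 2.12) and 3.65-fold above that at 26 h (95% interval 3.58 to 3.71). Over the 16 hours the guides correlated with a Pearson r of 0.96 and a Spearman rho of 0.95 (permutation test, 2-sided, p = 1e-05 for both, the smallest that 100000 permutations can give; adjusted p = 4e-05 over 4 pairs of arms). Without the 20 h and 26 h libraries r was 0.94 and rho 0.93 (n = 14), and neighbouring hours are not independent, which makes these p-values too small. In a fit at a shared period the peak of Cbr_miR-92-o68_3p followed that of Cbr_miR-92-o67_3p by 0.06 h (95% bootstrap interval -0.17 to 0.31 h). From 25 to 26 h the log2 change was -1.27 for Cbr_miR-92-o67_3p and -1.12 for Cbr_miR-92-o68_3p, beyond that of all 122 other guide strands with a mean count of at least 100, whose median was -0.06. From 19 to 20 h it was -0.98 and -0.95 against a median of 0.07, and Cbr-Mir-29-P1_3p, singled out after its value was seen, was the only one of the 122 with as low a value (-1.15). These intervals were set on the low points of the miR-92 guides, known from Figure 5B, so an extreme place there is partly built in. With each guide strand taken at its own steepest hour, Cbr_miR-92-o67_3p and Cbr_miR-92-o68_3p rank at number 4 and number 8 of 124. At the 7 h period the fitted amplitude was 0.56 on the log2 scale for Cbr_miR-92-o67_3p (standard error 0.19, adjusted p = 0.19 from edgeR over 311 arms) and 0.43 for Cbr_miR-92-o68_3p (standard error 0.16, adjusted p = 0.25). Adjusted over the list alone, here the 4 arms of Figure 5B, p was 0.049 and 0.060. The period that fitted best was 5.8 h for both guides, with a permutation p of 0.056 and 0.090 (n = 16), and p was 0.34 and 0.46 against simulated autoregressive noise (n = 16). That noise took its correlation between neighbouring hours (0.48 and 0.47) from the detrended guides themselves, with any rhythm still in them. A true rhythm therefore raises its own p in this comparison, which cannot tell it from smooth noise. With a quadratic in place of a linear trend, adjusted p at 7 h was 0.0041 and 0.018 from edgeR. The linear term of Cbr_miR-92-o67_3p rose by 0.078 per h on the log2 scale (standard error 0.028, adjusted p = 0.013 from edgeR), and that of Cbr_miR-92-o68_3p was 0.041 per h (standard error 0.024, adjusted p = 0.12).

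**Figure D1:**
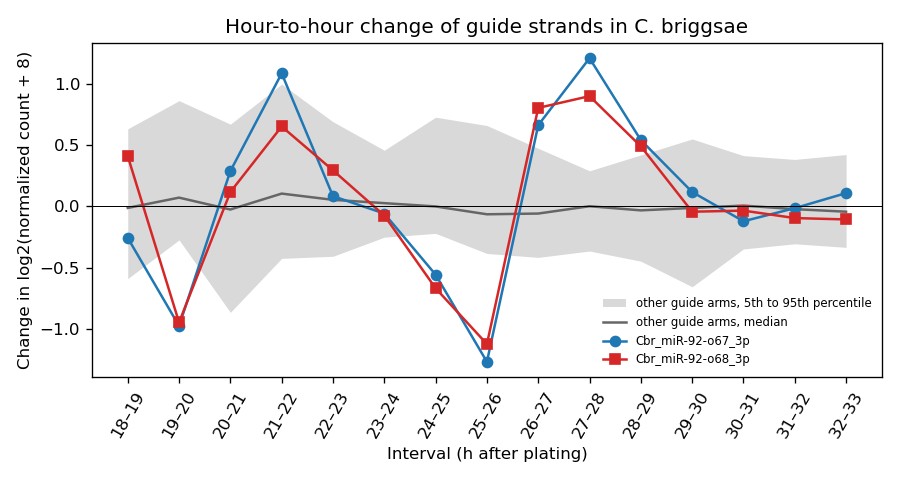
Hour-to-hour change in log2(normalized count + 8) (vertical axis) for each interval in h after plating (horizontal axis). Points joined by lines are the *C. briggsae* miR-92 guide strands, the grey line and band are the median and the 5th to 95th percentile of 122 other guide strands. Both guides lie below the band from 19 to 20 h and from 24 to 26 h, and from 25 to 26 h Cbr_miR-92-o67_3p changed by -1.27.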

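The passenger strand Cbr_miR-92-o67_5p was present at 12 to 322 counts per library and changed more than its guide. It stood at 46 normalized counts at 20 h, 269 at 22 h, 22 at 25 h, 288 at 28 h and 16 at 32 h. The 22 h value was 12-fold above that at 25 h (95% interval 7.81 to 19.5 from the counts), and the 28 h value was 12.9-fold above it (95% interval 8.33 to 20.9). The arm was called rhythmic at 7 h, with an amplitude of 1.54 on the log2 scale (standard error 0.25, adjusted p = 0.012 from edgeR). Its best period was 6.5 h (permutation p = 0.0030, and p = 0.035 against simulated autoregressive noise, n = 16). The peaks of this passenger strand, at 22 h and 28 h, came before the highest values of its guide at 23 h and 30 h. In a fit at their shared period of 6.4 h the guide peak followed the passenger peak by 1.35 h (95% bootstrap interval 0.57 to 2.01 h), or 21% of the period. The bootstrap treats neighbouring hours as independent, so this interval is likely too narrow. The levels of Cbr_miR-92-o67_5p and its guide correlated with r = -0.16 (permutation p = 0.56) and rho = -0.13 (permutation p = 0.64, n = 16, adjusted p = 0.56 and 0.64 over 4 pairs). Without the 20 h and 26 h libraries r was -0.38 (permutation p = 0.18, n = 14). With the linear trend of both strands removed r was 0.01 (permutation p = 0.98) and rho 0.15 (permutation p = 0.59, n = 16). The other passenger strand, Cbr_miR-92-o68_5p, rose with time by 0.067 per h on the log2 scale (standard error 0.016, adjusted p = 0.0026 from edgeR). It stood at 120 normalized counts at 18 h, 258 at 22 h, 175 at 26 h, 388 at 28 h and 203 at 33 h. The 28 h value was 2.21-fold above that at 26 h (95% interval 1.85 to 2.65). Its amplitude at 7 h was 0.40 (standard error 0.10), with an adjusted p of 0.071 over the 311 arms and of 0.011 adjusted over the list alone, the 4 arms of Figure 5B, from edgeR. The best period of this arm was 6.4 h (permutation p = 0.030, and p = 0.17 against autoregressive noise, n = 16). For Cbr_miR-92-o67_5p adjusted p was 0.071 at a period of 8 h and 0.075 when only 18 to 29 h entered the fit with edgeR. For Cbr_miR-92-o68_5p it was 0.038 at 6.5 h, 0.020 with TMM factors, 0.024 with median-of-ratios size factors and 0.013 with DESeq2.

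**Figure D2:**
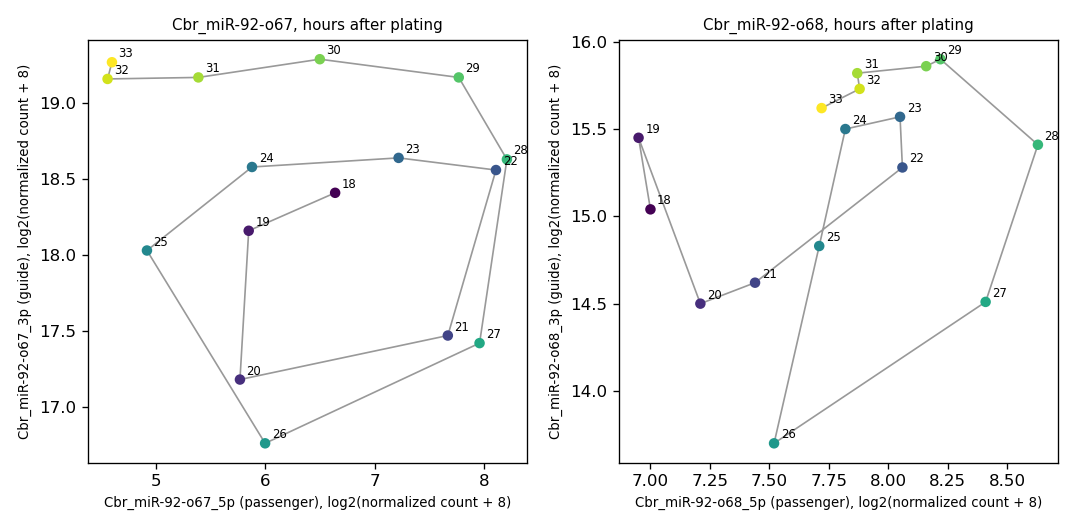
Guide strand (vertical axis) against passenger strand (horizontal axis) of each *C. briggsae* miR-92 paralogue, both as log2(normalized count + 8). Each point is 1 library, labelled with its hour after plating and joined to the next hour. For Cbr_miR-92-o67 the points run through a loop in which the guide is lowest at 20 h and 26 h and the passenger is highest at 22 h and 28 h.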

As in *C. elegans*, the Cbr_miR-92-o67_5p passenger strand oscillated nearly in antiphase to its guide strand, and the Cbr_miR-92-o68_5p passenger strand lacked any obvious rhythmic accumulation pattern altogether (Figure 5B). We take these findings to imply a potentially conserved mechanism of miRNA regulation post-production that may depend on the extended seed sequence (nt 1–9) and/or seed-distal region (nt 16–19), shared among the three miRNAs.

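From 19 to 20 h and from 25 to 26 h the guide strands lost counts without a parallel loss in their passenger strands, whereas from 24 to 25 h Cbr_miR-92-o67_3p and its passenger strand were both lower. From 24 to 25 h Cbr_miR-92-o67_3p went from 392648 to 266972 normalized counts and Cbr_miR-92-o67_5p from 51 to 22, while Cbr_miR-92-o68_3p went from 46204 to 29079 and Cbr_miR-92-o68_5p from 219 to 201. From 25 to 26 h Cbr_miR-92-o67_3p went from 266972 to 110779 normalized counts, 2.41-fold lower (95% interval 2.39 to 2.43 from the counts), whereas Cbr_miR-92-o67_5p went from 22 to 56, 2.5-fold higher (95% interval 1.51 to 4.29). Over the same hour Cbr_miR-92-o68_3p went from 29079 to 13338 normalized counts, 2.18-fold lower (95% interval 2.14 to 2.22), and Cbr_miR-92-o68_5p from 201 to 175, a ratio of 1.15 whose interval of 0.934 to 1.41 includes no change. From 19 to 20 h the guides were 1.97-fold and 1.93-fold lower, Cbr_miR-92-o67_5p went from 50 to 46 normalized counts and Cbr_miR-92-o68_5p from 116 to 140, both with intervals that include no change. With production set to 0, the step from 25 to 26 h corresponds to a decay rate of 0.88 per h for Cbr_miR-92-o67_3p (95% interval 0.873 to 0.887), a half-life of 47 min, and of 0.779 per h for Cbr_miR-92-o68_3p (95% interval 0.759 to 0.8), a half-life of 53 min. Among 124 guide strands with a mean count of at least 100 these steepest hourly falls rank at number 4 and number 8. Each rests on 1 library per hour. The steps from 19 to 20 h and from 25 to 26 h were picked on the guides' low points. Before them Cbr_miR-92-o67_5p had already fallen, from 91 normalized counts at 18 h to 50 at 19 h and from 269 at 22 h to 22 at 25 h. A guide that follows its passenger with a delay, 1.35 h in the fit, can fall without a parallel loss at constant decay. These steps alone therefore do not separate constant from changing decay. From the profiles of these guide and passenger strands (Fig. 5B), the paper proposes a potentially conserved regulation after miRNA production. In its reading this may depend on the extended seed, on the seed-distal region or on both, which the *C. briggsae* paralogues share with miR-235.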

**Figure 5.**
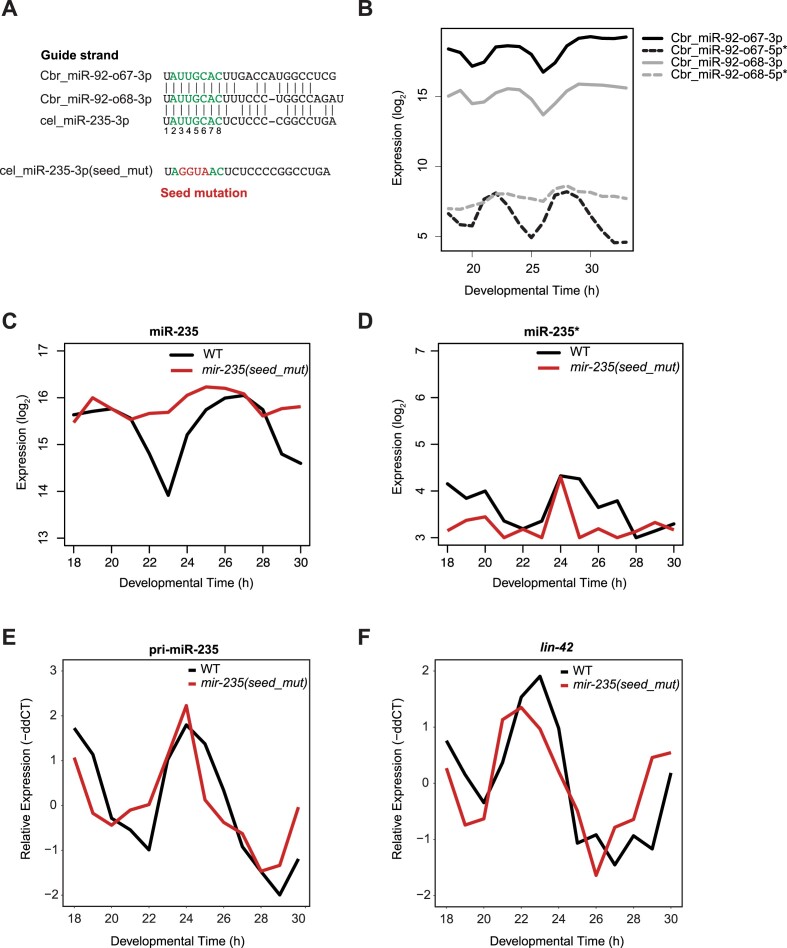
The seed sequence of miR-235 promotes oscillations (**A**) Sequence alignment of miR-235 in *C. elegans* and its orthologues in *C. briggsae*. The seed region is shown in green (nt 2–8). Seed mutation introduced into cel-miR-235–3p are shown in red. (**B**) log_2_ transformed expression of miR-235 paralogs in *C. briggsae*. Synchronized L1 larvae were plated on food at 25°C and sampled at the indicated times after plating to sequence small RNAs. (**C**, **D**) log_2_ transformed expression of miR-235 (**C**) and miR-235* (**D**) in N2 (black) and *mir-235(seed_mut)* (red) quantified by small-RNA sequencing. (**E**, **F**) Mean-normalized expression of pri-miR-235 (E) and *lin-42* (F) quantified by RT-qPCR. Reactions of RT-qPCR were performed in technical triplicates, the values were averaged and normalized to the reference gene. TaqMan assays for the small nucleolar RNAs sn2841 was used as the normalization control for miR-235 and miR-235*. The reference gene used for pri-miR-235 and *lin-42* was β-actin. The following equation was used to quantitate the relative expression: –ddCT = –(dCT – dCT_mean_). dCT was calculated as follows: dCT = (miRNA CT values – reference CT values)

### Oscillations and stability of miR-235 are seed-dependent

To test our inference that the seed of miR-235 contributed to its dynamic accumulation, we mutated four nucleotides in the seed region of endogenous *C. elegans* miR-235 by genome editing (Figure 5A). We also introduced complementary mutations in the miR-235* to maintain the hairpin structure of the precursor for processing.

Like *mir-235(n4504)* deletion mutants, the *mir-235(xe181[seed_mutant])* animals appeared overtly wild-type with only minor variations in developmental tempo (Supplementary Figure S7). Hence, we could grow synchronous cultures of wild-type and *mir-235(seed_mut)* animals to examine miR-235 dynamics by small-RNA sequencing. A time course that covered 18 h through 30 h after plating revealed a striking change in the dynamics of the mutant miRNA: oscillations were damped, and it appeared that specifically the steep decline beginning at ∼21 h in the wild-type strain failed to occur in the mutant strain (Figure 5C). By contrast, both miR-235* and pri-miR-235 continued to accumulate rhythmically, with large amplitudes, in the mutant animals (Figure 5D, E, Supplementary Figure S8). Thus, these findings support a role of the seed sequence in generating miR-235 dynamics and specifically suggest that they increase miRNA decay during certain periods of development.

### EBAX-1 regulates miR-235 dynamics in larval development

Given this tentative evidence for regulated miR-235 degradation, we wondered whether EBAX-1 was involved in this process. To test this, we synchronized populations of wild-type and *ebax-1(tm2321)* mutant animals by hatching embryos in the absence of food and sampled every hour from 18 h through 30 h after plating them on food. Extracted RNA was then subjected to small RNA sequencing. Since we had found that wild-type and *ebax-1(tm2321)* mutant animals differed in developmental tempo (Supplementary Figure S9), we also performed mRNA expression profiling to determine the developmental pseudo time of each sample *in silico* (see Methods, Supplementary Figure S10A). This analysis revealed a 3 h delay in the *ebax-1(tm2321)* mutants relative to the wild type (Supplementary Figure S10B). We thus shifted the *ebax-1(tm2321)* experimental time by -3 h for correct alignment in time. Consistent with our hypothesis of EBAX-1-mediated degradation, we noticed a remarkable accumulation of the miR-235 guide (cel-miR-235-3p), accompanied by a reduction in oscillation amplitude, in the mutant relative to wild-type animals (Figure 6A). Specifically, we observed a consistently high level of miR-235 in the mutant animals at times when its concentration would decrease in wild-type animals, suggesting rhythmic episodes of degradation. Consistent with this notion, we found that we could qualitatively recapitulate the wild-type miR-235 accumulation dynamics in a model that combined rhythmic production with rhythmic degradation (Figure 6B, Appendix). Moreover, elimination of rhythmic degradation from this model correctly predicted elevated guide strand levels that exhibited greatly damped oscillations (Figure 6B).

**Figure 6.**
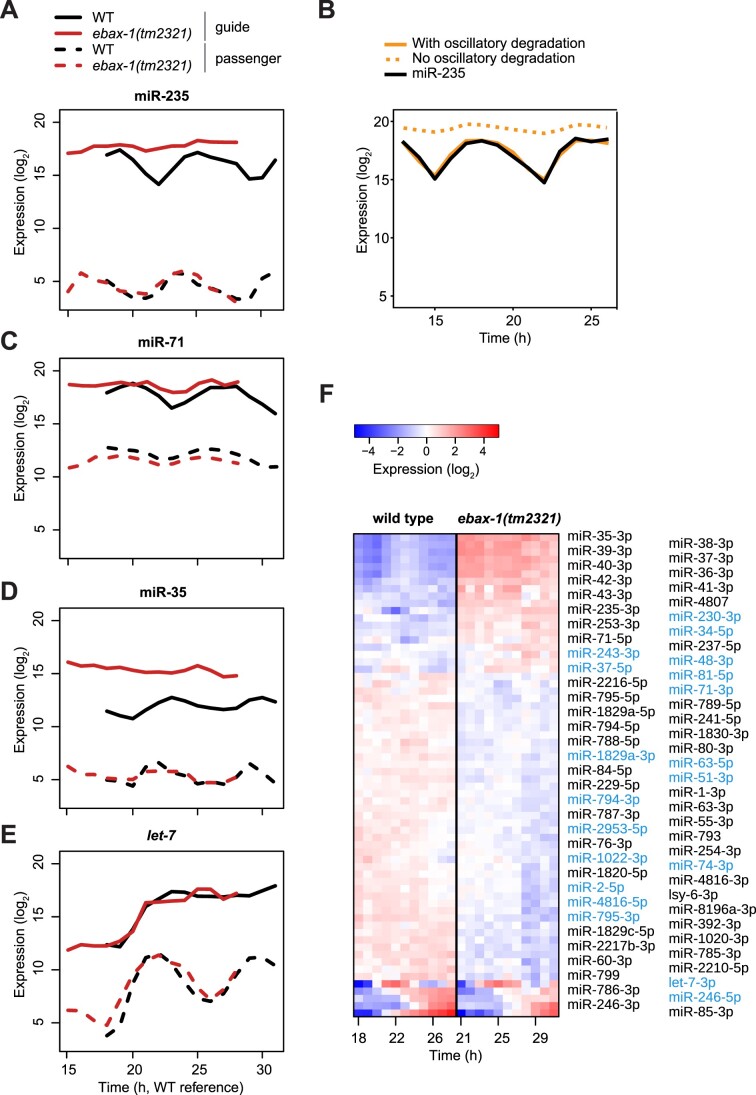
EBAX-1 dependent miRNA changes (**A**) Expression of *mir-235* in WT and *ebax-1(tm2321)* samples determined by small-RNA sequencing. Synchronized L1 larvae were plated on food at 25°C and sampled hourly between 18 and 30 h after plating. The x-axis represents pseudo time obtained from the RNA-seq experiment of the same samples (see Materials and methods). The y-axis represents log_2_ expression levels. (**B**) Mathematical modelling of miR-235 levels between 13 and 26 h in WT using a non-linear function (see Appendix). Measured data are indicated in solid black, the predicted levels in solid orange. The effect of EBAX-1 loss was modelled (dashed orange) by setting of the oscillatory degradation to zero, retaining only basal degradation. (**C**–**E**) Expression of the indicated miRNAs as in (A). (**F**) Heatmap of miRNAs differentially expressed between WT and *ebax-1(tm2321)* (see Methods). Each row corresponds to a miRNA, with passenger strands labelled in *light blue* and guide labelled in *black*. The columns represent the time points of 18–28 h in WT and 21–31 h in *ebax-1(tm2321)*, which roughly match in developmental time (see Supplementary Figure S10B)

We found that the rhythmically accumulating miR-71 also displayed sensitivity to EBAX-1 regulation (Figure 6C), consistent with our inability to model its dynamics when assuming constant degradation (Figure 3A). Similar to the situation of miR-235, miR-71 guide strand levels were elevated, and its accumulation amplitude greatly reduced in *ebax-1(0)* mutant animals. Additionally, we observed increased levels of miR-35 family miRNAs upon EBAX-1 loss, revealing that this regulatory interaction extends beyond embryo-to-larva transition (21). Although EBAX-1-mediated miRNA decay appears thus relatively widespread in larvae, not all dynamically produced miRNAs were sensitive to EBAX-1 loss. For instance, *let-7* guide levels remained largely unaffected by loss of EBAX-1 (Figure 6E), consistent with a predominance of regulation at the level of production.

To assess the effects of EBAX-1 loss globally, we performed differential expression analysis (see Methods) considering only the developmental time interval that was covered by both N2 and *ebax-1(tm2321)* mutant (Supplementary Figure S10B). In addition to the upregulation observed for miRNAs whose degradation EBAX-1 mediates, this revealed a set of miRNAs whose levels decreased in *ebax-1(tm2321)* mutant relative to wild-type animals (Figure 6F). Although we have not explored this further, we suspect that this reflects indirect effects, resulting possibly from a change in the pool of available AGO proteins due to inappropriate accumulation of the EBAX-1-sensitive miRNAs, or from dysregulation of the targets of certain EBAX-1-sensitive miRNAs.

### EBAX-1 promotes decay of miR-788 and miR-247 in late larval development

Finally, we were intrigued by the fact that miR-788 and miR-247 showed rapid declines in their levels during the L4 stage, ∼30 h after plating on food (Figure 3B, C, Supplementary Figure S5D,E). Indeed, although we failed to recapitulate their dynamics using the simple model with time-invariant decay rates when we modelled their behavior over the entire time course, the model fit much better when we sought to fit dynamics only up to 30 h (Figure 7A). To examine whether the striking decrease in their levels beyond that point were caused by EBAX-1 activity, we sampled and sequenced another time course covering this late episode of development, ranging from 25 to 42 h after plating (late L3 through young adulthood). Similarly to the first sequencing time course, we again observed a ∼3 h-delay as revealed by simultaneous staging of animals at different timepoints and scoring for vulva morphology (Supplementary Figure S11A). Thus, we shifted the *ebax-1(tm2321)* experimental time by 3 h for correct alignment in time. We observed a striking stabilization of both miRNAs (Figure 7B, C), but not the passenger strand in the *ebax-1(tm2321)* mutant (Supplementary Figure S11B). Additionally, the experiment reproduced the effects of EBAX-1 loss on the oscillatory accumulation of miR-235 and miR-71, now at a later developmental stage again and without affecting the passenger strands (Supplementary Figure S11C and D). Finally, it appears that the levels of *miR-35fam* miRNAs in wild-type animals begin to approach those observed in *ebax-1(tm2321)* mutant animals upon transition to adulthood (occurring at ∼36 h after plating wild-type animals), suggesting that EBAX-1-mediated degradation of these miRNAs is reduced or altogether ceases at this time (Figure7D). Other dynamically expressed miRNAs, such as the rhythmically expressed passenger strand of *lin-4* (Figure 7E) and *let-7* (Supplementary Figure S11E), showed negligible change upon loss of EBAX-1.

**Figure 7.**
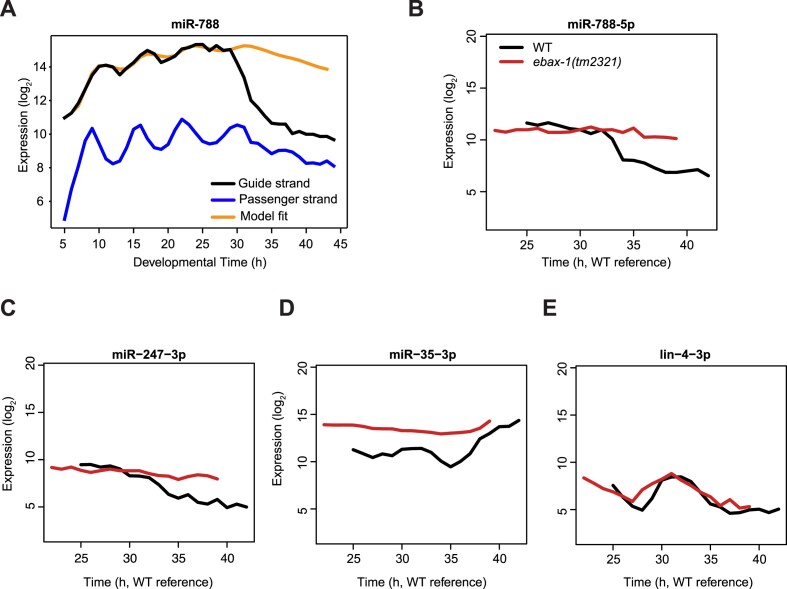
EBAX-1 dependent miRNA changes (**A**) miR-788 dynamics over time and the predicted data fitting up to 30 h. *Black*: guide strand, *blue*: passenger strand and *orange*: best fit for guide (from 5 h to 30 h). (**B–E**) Expression of miRNAs from small-RNA sequencing in WT and *ebax-1(tm2321)* samples. After being plated on food at 25°C, synchronized L1 larvae were sampled every hour from 25 to 42 h. Pseudo time from the RNA-seq experiment on the same samples is represented by the x-axis. The log_2_ expression levels are plotted on the y-axis.

Taken together, EBAX-1 is required for rhythmic episodes of miR-235 and miR-71 declines, decay of miR-788 and miR-247 during the L4 stage, and destabilization of *miR-35fam* throughout much or all of larval development. The fact that each of these miRNA reveals different temporal trajectories and responses to EBAX-1 loss is consistent with the notion that specific TDMD triggers, yet to be identified, control EBAX-1 activity in a miRNA-specific manner.

## Discussion

### Many miRNAs exhibit dynamic accumulation patterns during *C. elegans* larval development

Previous perturbation studies in L1-stage larvae and adult *C. elegans* revealed for most miRNAs long half-lives that exceeded the duration of a larval stage (16–18). Such long half-lives would be expected to curtail miRNA dynamics, delaying both downregulation and, upon increased production, settling into a new, higher steady-state level. Nonetheless, our data of miRNA expression during postembryonic development at unprecedented temporal resolution reveal numerous miRNAs with highly dynamic patterns of accumulation. We propose that several mechanisms help to reconcile these observations. First, as larval development is coupled to exponential biomass growth (52), miRNA decay during this period will be a combination of enzymatic degradation and dilution. The perturbations used to measure miRNA half-lives in previous studies are likely to disrupt body growth along with development, potentially reducing or eliminating the dilution component. Second, the applied perturbations may trigger secondary, compensatory effects, e.g. a general transcriptional block may limit the production of miRNA decay factors. Third, and particularly intriguing, miRNA decay rates may exhibit variations during development, providing a mechanism to effect more rapid changes in miRNA expression programs. This is a scenario that we demonstrate here for a subset of miRNAs.

### Exploring the dynamics of miRNAs through mathematical modelling

Temporally highly resolved sequencing data enabled us to formulate simple ODE based linear models to understand the source of distinctive patterns of miRNA expression. We used the expression levels of passenger strands as a proxy for production and predicted the levels of guide miRNAs. Strikingly, this simple model was sufficient to accurately capture the dynamics of many miRNAs, even for cases involving complex mechanisms of regulation, and thus accumulation patterns, as *let-7*, where we found that a combination of rhythmic transcription and early-stage post-transcriptional regulation by LIN-28 results in a near-stepwise pattern of accumulation across larval stages.

Although the ability to capture the observed behavior by the simple model does not rule out more complex modes of regulation, failure to do so implies the existence of additional modes of regulation not considered in the model. Hence, such failures were of particular interest to us. The most notable examples in our study were miR-247, miR-788, miR-71 and miR-235, all of which we show here to undergo periods of controlled degradation.

### Dynamic miRNA degradation in *C. elegans*

TDMD acts as a two-component system of miRNA decay, involving a trigger RNA and a general decay factor, represented by EBAX-1 (or its orthologues ZSWIM8 in mammals or Dora in flies). The trigger RNA thus plays a key role in identifying the decay substrate. Moreover, through its own expression dynamics, it can additionally constrain the domain of turnover activity in space and time (53,54). Yet, in most cases of ZSWIM8-, and all cases of EBAX-1-mediated decay, the triggers are unknown, and temporal regulation has remained unexplored. Thus, even in the well-studied case of *miR-35fam* decay at the embryo-to-larva transition (21), current data cannot distinguish between a constitutive role of EBAX-1 in destabilizing *miR-35fam*, which would render it more susceptible to transcriptional modulation, and a specific pulse of decay. Our data suggest that EBAX-1 destabilizes *miR-35fam* miRNAs constitutively throughout larval development, but the effect appears lessened or absent in adults.

Contrasting with *miR-35fam*, the four other miRNAs that we show to be regulated by EBAX-1, namely miR-235, miR-71, miR-788 and miR-247, all exhibit little if any constitutive elevation in *ebax-1* mutant larvae, and instead appear stabilized during a specific window of time, when their levels would normally decrease. Thus, the temporal pattern of EBAX-1 sensitive miRNAs differs among individual miRNAs. The question arises: How does EBAX-1 bring about distinct miRNA regulation? As *ebax-1* mRNA levels change rhythmically (26,36) a hypothetic rhythmic accumulation of EBAX-1 might contribute to the patterns of miR-235 and miR-71. However, these miRNAs reach troughs at different times, which is not easily reconciled with this model. Hence, we propose that activation of EBAX-1, possibly through rhythmic trigger RNA accumulation, could be the key to achieving dynamic degradation of these miRNAs. Similarly, the expression of distinct trigger RNAs during the L4 stage may activate EBAX-1 for degradation of miR-788 and miR-247.

### The features of TDMD triggers in *C. elegans*

In mammals as well as flies, TDMD/ZSWIM8-mediated miRNA decay requires extensive complementarity between the miRNA and the trigger RNA, such that both the miRNA seed and its 3′ end are duplexed (22,23,55,56). By contrast, mutagenesis of the EBAX-1 target miR-35 showed that only its seed sequence, but not its 3′ end sequence is required for EBAX-1-dependent decay and thus, presumably, trigger RNA binding (21).

Our data support that EBAX-1-mediated miRNA decay involves the seed sequence since mutation of the miR-235 seed prevented the miRNA’s rhythmic decrease (without substantially altering miR* and pri-miRNA dynamics). We have not explored whether sequences outside the seed are essential but note that nucleotides 16–19 are identical among all rhythmically accumulating miR-235 homologues in *C. elegans* and *C. briggsae*. Although it thus remains to be seen whether this sequence could contribute to decay, we highlight that even the two *C. briggsae* paralogues differ in their three 3′-terminal nucleotides, whose pairing to a TDMD trigger is crucial for efficient TDMD in mammals (25). Hence, it appears that the features of nematode TDMD triggers may indeed more generally deviate from those of their mammalian counterparts. Limited complementarity (relative to the situation in flies and mammals) may also provide an additional obstacle to computationally predicting potential TDMD triggers, possibly explaining why no such triggers have yet been identified in *C. elegans*. Indeed, and as noted previously (21), evidence for EBAX-1-mediated decay as a TDMD-mechanism is purely by analogy to the mammalian and fly system, and it remains possible that triggers in addition to or even distinct from RNAs are required to induce miRNA decay in worms.

### TDMD may control miR-92 family expression and rhythmic accumulation across animals

Considering the apparent differences in TDMD between *C. elegans* and other animals, it is striking that oscillatory accumulation of miR-235 is not limited to *C. elegans* and *C. briggsae*. This dynamic pattern extends to the orthologous miR-92a in *Drosophila*, which accumulates in specific neurons with a circadian, ∼24 h period to modulate neuronal excitability by suppressing SIRT2 in a rhythmic manner (57). While it is not currently understood whether rhythmic degradation contributes to this behavior, it is worth noting that miR-92a was identified as a putative Dora/ZSWIM8 target in *Drosophila* embryos (55). Moreover, miR-92a and miR-92b were found to be regulated by ZSWIM8 in mouse neurons, contact-inhibited murine embryonic fibroblasts, and mouse embryos (23,55,56). Hence, it will be of interest to understand whether miR-92 also accumulates rhythmically in specific mammalian cells, and whether the apparent similarities in expression dynamics and regulatory mechanisms reflect functional conservation or convergence.

### Temporally resolved miRNA expression data as a resource to understanding miRNA function

Beyond providing insight into the mechanisms that generate dynamic miRNA accumulation, and specifically the roles of miRNA decay, the extensive miRNA profiling dataset presented in this study may provide cues to the physiological functions of miRNAs. Thus, the rapid increase of *lin-4* during the L1 stage is understood to be the mechanism that drives transition from the first to the second larval stage by initiating repression of the *lin-14* mRNA (3,5). Our data reveal numerous other miRNAs whose levels increase dramatically during specific time windows, notably during the late L3 stage, around 25 h after plating synchronized L1 stage larvae. Examples include miR-357∼miR-358; miR-240∼miR-786; miR-359 and miR-85. This identifies a possible window of activity of these miRNAs. Intriguingly, previous promoter analysis (29) suggested expression of all of these miRNAs in spermatheca and/or uterus, among other cells, although not all miRNAs expressed in these tissues accumulate dynamically (including miR-785, which is in a cluster with miR-359 but exhibits constitutively high levels during development) (Supplementary Figure S2). Considering that the time of upregulation coincides with the occurrence of major morphogenetic events in the uterus and the initiation of spermatogenesis, our data thus implicate these miRNAs in these processes. We point out that the exact same samples for which we performed here small RNA sequencing were previously subjected to mRNA sequencing [TC2 in (26)]. The availability of temporally highly resolved, paired miRNA and mRNA data offers a powerful resource to explore these and other possible developmental functions, and mechanisms of regulation, of miRNAs in future studies.

## Supplementary Material

gkae115_Supplemental_files

## Data Availability

All RNA-seq data are accessible at NCBI’s Gene Expression Omnibus (58) under SuperSeries accession number GSE245904. The submission includes tables with raw and normalized expression values.

# Supplementary material for: Dynamics of miRNA accumulation during C. elegans larval development
**Source:** Nucleic Acids Res. 2024 Feb 21;52(9):5336–55. doi: 10.1093/nar/gkae115
**Supplement:** gkae115_Supplemental_files

**Appendix**

The proposed computational approach, also known as the quasi-steady state [QSS] approach, was tested on its performance concerning the following factors: 1) How unstable does the passenger strand have to be to provide a good proxy for the input function (i.e., what is the minimal acceptable degradation rate). 2.) By how much does the degradation rate of the passenger strand have to exceed that of the guide strand to permit correct identification of the parameter values. 3) How well defined are the error landscapes for different values of parameters. Additionally, we performed an alternative modelling approach on *lin-4* to see how well the assumptions hold on the real data. Finally, we explored a model including time-variant degradation rates.

*Test on synthetic datasets*

The QSS approach was tested using a synthetic signal with a non-integer period similar to experimental measurements and sampled at intervals of one hour from 0 h to 44 h, i.e.

$\alpha\left( t \right)=2+\cos\left( \frac{2\pi}{6.8}t \right), t\in\left[ 0, 44 \right] (S1)$

First, we tested the quasi-steady state assumption for the estimation of the input function. For sufficiently large $\beta_{p}$, the input can be approximated as $\alpha\left( t \right)\approx\beta_{p}p$. To test this assumption, the passenger strand model was solved analytically, i.e.

$\frac{dp(t)}{dt}=\alpha\left( t \right)-\beta_{p}p\left( t \right), (S2)$

and the difference between the input and the passenger dynamics for a cycle was computed as

where $T$ and $A$ are the input period and maximum amplitude, respectively. For the input signal shown in equation S1, the error is given by
$E\left( \beta_{p} \right)=\frac{1}{1+\left( \frac{\beta_{p}}{\omega} \right)^{2}}=\frac{1}{1+\left( \frac{6.8}{2\pi}\beta_{p} \right)^{2}} (S4)$

We found that the assumption of $\alpha\left( t \right)\approx\beta_{p}p$ generally holds for half-lives under 12 minutes (Appendix Figure 1A), and the difference between the input function and the scaled passenger strand levels decreased to below 1% for values of passenger degradation rates of 10 h^-1^ or higher (corresponding to a half-life of ≤ 4 min).

Secondly, we tested by how much the passenger strand degradation rate has to exceed that of the guide stand to permit correct identification of the parameter values. To study the relationship between parameters, the passenger degradation rate was redefined in terms of the guide degradation rate such that $\beta_{p}=\gamma\beta_{g}$, i.e.

$\left\{ \begin{aligned} \frac{dp}{dt}=\alpha\left( t \right)-\gamma\beta_{g}p \\ \frac{dg}{dt}=\alpha\left( t \right) - \beta_{g}g \end{aligned} , \left( S5 \right) \right.$

Under the quasi-steady state approach, in which $\alpha\left( t \right)\approx\beta_{p}p$, the model simplifies as

$\frac{dg\left( t \right)}{dt}=\beta_{g}\left( \gamma\cdot p \left( t \right)-g\left( t \right) \right) \left( S6 \right)$

We compared the guide degradation rates obtained with the QSS approach for a synthetic dataset with a known value for $\beta_{g}$, for different values of the proportionality parameter $\gamma$. We found that the QSS approach can retrieve the correct value for the guide degradation rate for relatively small values of $\gamma$; i.e., even when the passenger was only five times more unstable than the passenger, we obtained accurate results (Appendix Figure 1B).

Finally, we explored parameter certainty: shallow valleys indicate a large parameter uncertainty while deep wells express a large confidence. While both the proportionality and the initial condition showed a similar shape for many parameter sets, the error function for the guide degradation rate changed qualitatively for different values. For the sake of simplicity, we chose a large value of proportionality ($\gamma=100$) and varied $\beta_{g}$.

For a large range of values of guide strand decay rates (between 0.05 and 5 h^-1^, corresponding to a range of half-lives from 13.9 hours to 8.31 minutes), minima can be recovered with a reasonable degree of confidence. However, for low (high) degradation rates the error function becomes shallow towards lower (higher) values, preventing a precise determination of the parameter value but still enabling an estimate of the highest (lowest) value.

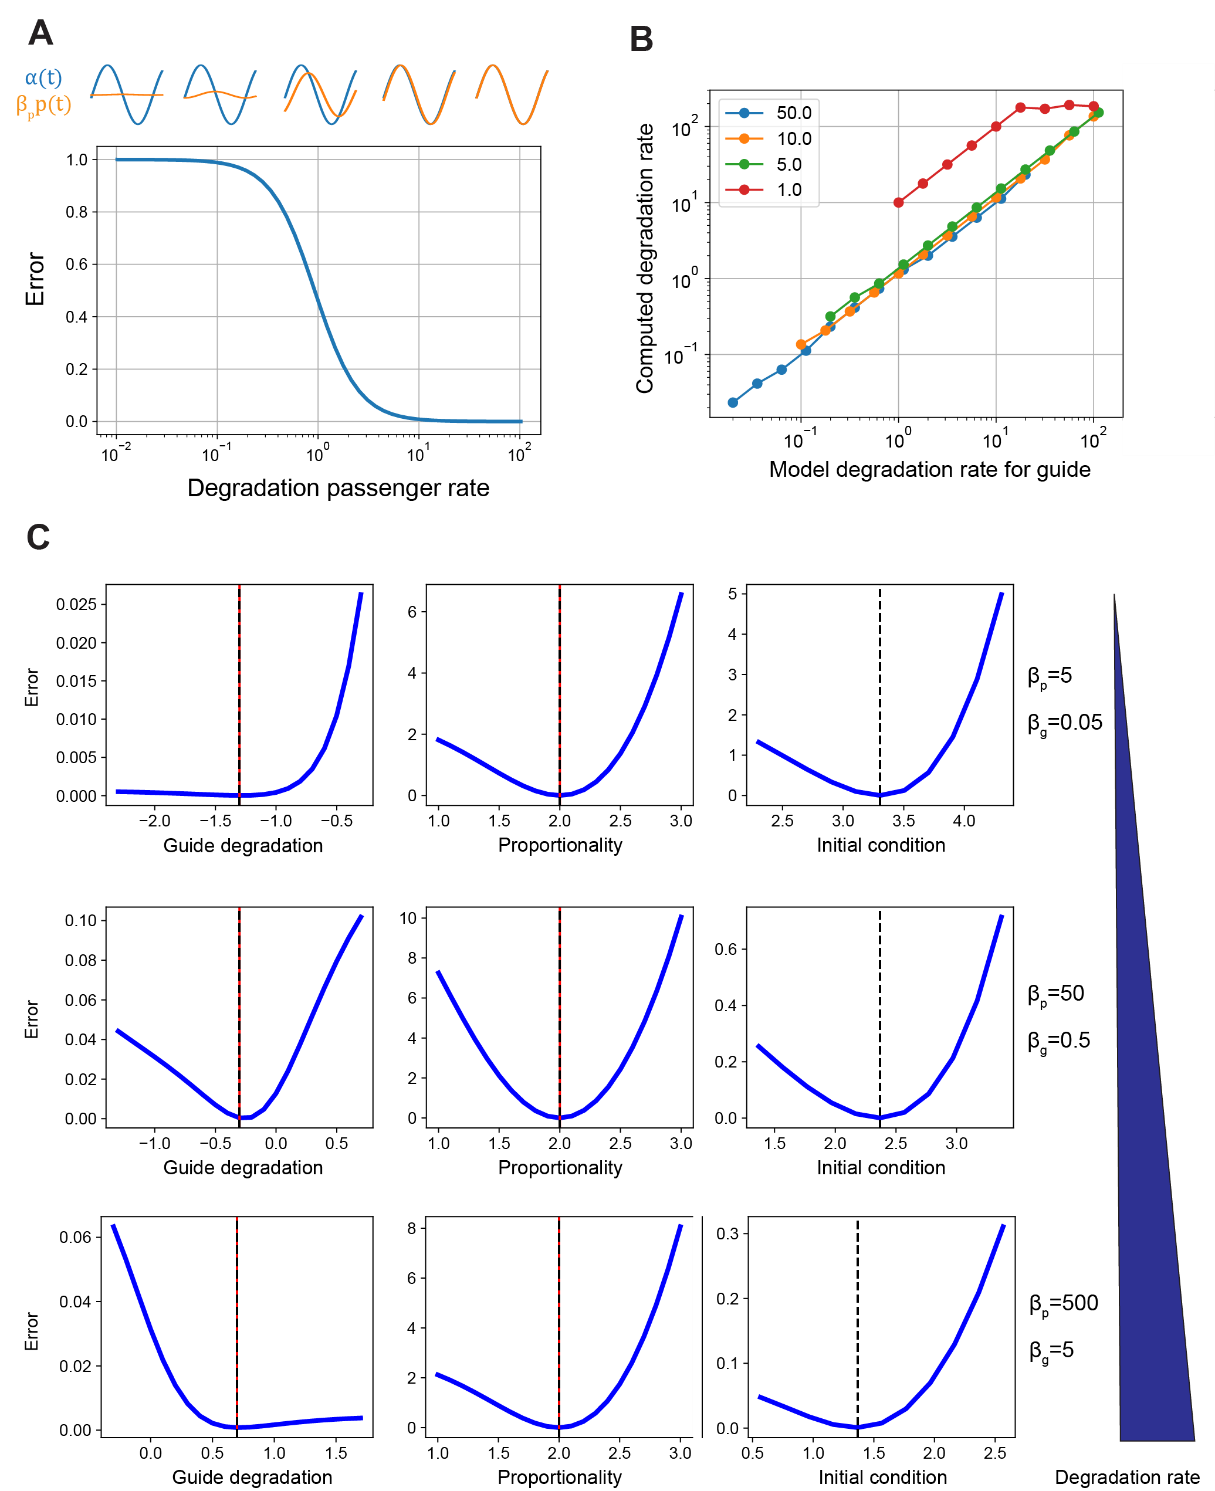

**Appendix Figure 1. Testing the QSS approach using synthetic data.**

**A)** Error (Equation S4) between the actual input function ($\alpha$) and the estimated input function from the scaled passenger strand ($\beta_{p}p$) for different values of the passenger degradation rate. Examples above the graph show the shape of the input function (blue) and the scaled passenger strand (orange) for different values of passenger degradation rate (0.01, 0.1, 1, 10, 100).

**B)** Estimated value for the guide strand using the QSS approach, using equation S6, compared to the real value of the model for different values of proportionality, shown as different colours.

**C)** Slices of the error landscape along different values of each parameter (different columns) while keeping the others fixed. Each row displays an increasing value of both degradation rates with a proportionality of $\gamma=100$. Solid red lines represent real values and dashed black lines represent estimated values. The triangle indicates increasing degradation rates from top to bottom.

*Test on real data*

To further test the validity of the quasi-steady state (QSS) assumption for the passenger strand, we pursued an alternative approach based on the estimation of the input function. To account for technical biases, the original model (Equation 2) was redefined to be

$\left\{ \begin{aligned} \frac{dp}{dt}= \alpha\left( t \right)-\beta_{g}p \\ \frac{dg}{dt}=k\alpha\left( t \right)-\beta_{g}g \end{aligned} , (S7) \right.$

where $\alpha_{p}$ and $\alpha_{g}$ are the input functions for both the passenger and the guide strands, respectively. The form for the biased differential equation can be derived if we assume that the measured value of the guide strand is some scaled value of the true value, i.e. $g=k\hat{g}$,

$\frac{dg}{dt}=k\frac{d\hat{g}}{dt}=k\left[ \alpha\left( t \right)-\beta_{g}\hat{g} \right]=k\left[ \alpha\left( t \right)-\beta_{g}\frac{g}{k} \right]=k\alpha\left( t \right)-\beta_{g}g (S8)$

Assuming that both strands come from the same precursor and that there are no additional layers of regulation, we would expect that $\alpha_{p}=\alpha_{g}$.

These input functions can be estimated based on the measured values of both strands and their derivatives, for a chosen value of parameters, i.e.

$\left\{ \begin{aligned} \alpha_{p}\left( t \right)=\frac{dp}{dt}+\beta_{p}p \\ \alpha_{g}\left( t \right)=\frac{1}{k}\left( \frac{dg}{dt}+\beta_{g}g \right) \end{aligned} , (S9) \right.$

Therefore, for a set of parameters, the difference between input functions can be used to define the following error

$E=\frac{1}{L}\int_{L} \left( \alpha_{p}\left( t \right)-\alpha_{g}\left( t \right) \right)^{2}dt, (S10)$

which can be rearranged as

$E=\frac{1}{L}\int_{L} \left( \frac{dp}{dt}+\beta_{p}p-\frac{1}{k}\left( \frac{dg}{dt}+\beta_{g}g \right) \right)^{2}dt, (S11)$

To find the optimal set of parameters, the error was minimised. To estimate the value of the derivative, the signal was differentiated using a first-order central differences method, i.e.

$\left. \frac{dx}{dt} \right|_{n}=\frac{x_{n+1}-x_{n-1}}{2\Delta n}, (S12)$

where $n$ is the chosen timepoint and $\Delta n$ is the sampling period between timepoints.

To illustrate the approach without the QSS assumption, we applied it to *lin-4*. We found a well-defined minimum for key parameters (Appendix Figure 2A,B). Yet, the relationship between the passenger degradation rate and the technical bias showed a large uncertainty due to a large correlation between parameters (Appendix Figure 2C). This supports the use of the alternative QSS approach, where both the technical bias and the passenger degradation rate are combined in a single parameter, as in Eq. 4.

The computed input functions for both strands matched to a reasonable degree of similarity (Appendix Figure 2D). Moreover, the computed input function for the passenger strand (scaled accordingly) and the experimentally observed levels for the passenger strand were highly similar (Appendix Figure 2E), showing that the assumption of $\alpha\left( t \right)\approx\beta_{p}p$ holds, thereby supporting the use of the QSS approach. Indeed, both models yield very similar estimates of µ (full model $\mu=\beta_{p}k=4.82 \left( h^{-1} \right)$, QSS approach $\mu=4.85 \left( h^{-1} \right)$, Appendix Figure 2G). Finally, a comparison of the outputs of the two models showed no significant difference for the predicted guide dynamics (Appendix Figure 2F for the full model and 2H for the QSS assumption), and a well-defined minimum was found for both the guide degradation rate and the scaling factor (Appendix Figure 2G). We conclude that the QSS is a reasonable assumption. Indeed, given that the numerical differentiation necessary for the full model introduces noise (illustrated by the observed distortions of the computed input functions in Appendix Figure 2D), we considered the QSS approach more suited to the present analyses.

**
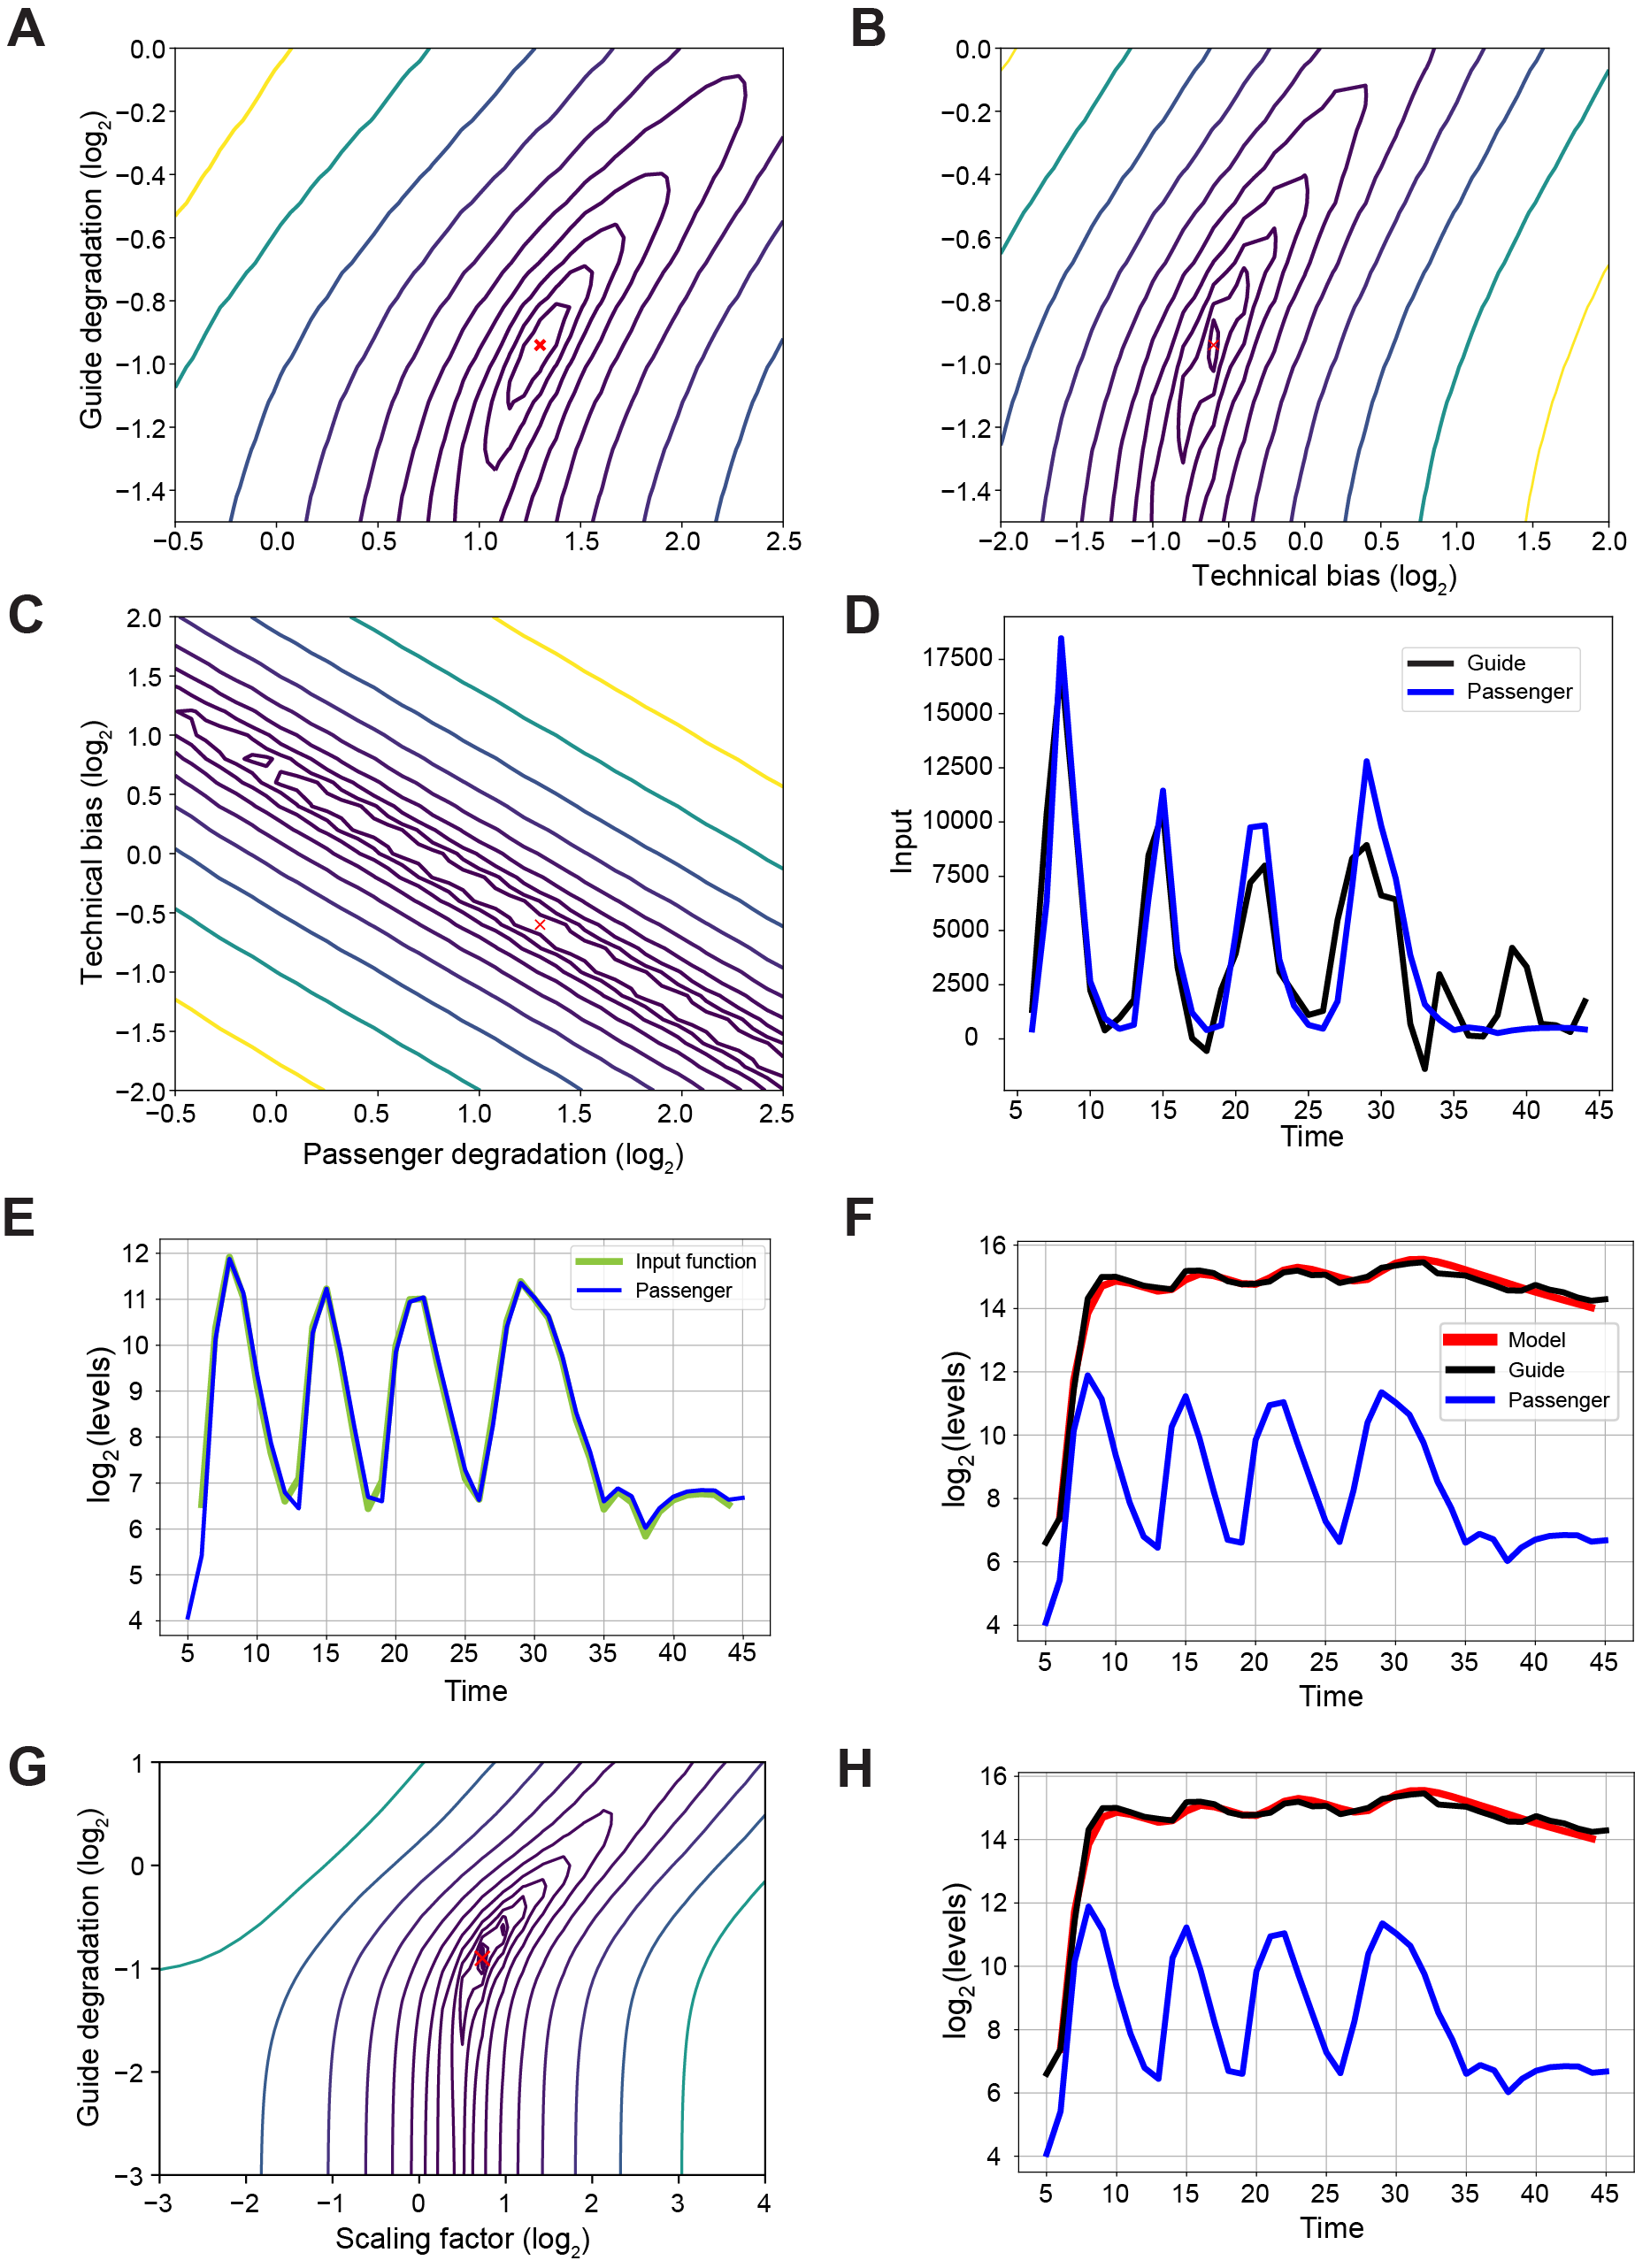
**

**Appendix Figure 2. Comparing full and QSS model on *lin-4*.**

**A)** Contour plot for the error landscape on a $\log_{2}$ scale for both the passenger (X-axis) and guide (Y-axis) degradation rates using the full model, for the minimum value of the other parameters. The red cross represents the estimated minimum.

**B)** Contour plot for the error landscape on a $\log_{2}$ scale for the guide degradation rate (X-axis) and the technical bias (Y-axis) using the full approach, for the minimum value of the other parameters. The red cross represents the estimated minimum.

**C)** Contour plot for the error landscape on a $\log_{2}$ scale for the technical bias (X-axis) and the passenger degradation rate (Y-axis) using the full approach, for the minimum value of the other parameters. The red cross represents the estimated minimum.

**D)** Estimated input functions for the guide (black) and the passenger (blue) strands using the full approach.

**E)** Estimated input function for the passenger strand (green) and passenger strand levels (blue) over time using the full approach in $\log_{2}$ scale.

**F)** Levels over time for the real passenger (blue), real guide (black) and estimated guide (red) strands using the full approach in $\log_{2}$ scale.

**G)** Contour plot for the error landscape on a $\log_{10}$ scale for the scaling factor (X-axis) and guide degradation rate (Y-axis) using the QSS approach, for the minimum value of the other parameters. The red cross represents the estimated minimum.

**H)** Levels over time for the real passenger (blue), real guide (black) and estimated guide (red) strands using the QSS approach in $\log_{10}$ scale.

*Modelling oscillatory degradation*

We explored the implications of oscillatory guide degradation under oscillatory synthesis. To do so, we defined the following model,

$\frac{d\hat{g}}{dt}=f_{\alpha}\left( t \right)-f_{\beta}\left( t \right)\cdot\hat{g}\left( t \right), (S13)$

where $f_{i}(t)$ is a periodic function representing rhythmic synthesis or degradation. If $f_{\beta}$ is non-constant, the analysis of the model becomes much more complicated, even dealing with simple sinusoidal functions. Therefore, we focused on the modelling of miR-235 using this equation to determine whether this could recapitulate the observations.

We chose a non-linear function to represent (possible) pulsatile dynamics, for both synthesis and degradation, by filtering a cosine through a normalised Gaussian function, i.e.

$\begin{matrix} f_{i}\left( t \right)=\sigma_{i}\frac{\exp\left( -\lambda_{i} h_{i}\left( t \right) \right)-exp(-\lambda_{i})}{1-exp(-\lambda_{i})}+\rho_{i}, \\ h_{i}\left( t \right)=1-2\cos\left( \omega t-\phi_{i} \right), \end{matrix} (S14)$

where $\rho$ represents basal production or degradation rate and $\sigma$the maximum value for production or degradation. The phase of the function is represented by $\phi$. Finally, the parameter $\lambda$ represents the decay rate of the Gaussian function and determines how pulse-like the oscillatory function is: for sufficiently low values $\lambda$, $f(t)$ resembles a cosine function, while larger values of $\lambda$ replicates bursts of synthesis or degradation. (These differences can be seen in Appendix Figure 3, the estimated values for the miR-235 fit in Figure 6B.)

The model was fitted to miR-235 guide dynamics in a time-window in which the period remains relatively constant for two oscillations. To ensure a reasonable minimum was found, the fitting processes was performed in several sequential steps via the *scipy* implementation in Python of the Nelder-Mead minimiser (as described in the previous section). Firstly, $f_{\alpha}$ was fitted to the passenger strand levels (in line with the QSS assumption), by minimising the squared difference between $f_{\alpha}$ and $p$. Secondly, the values of $f_{\beta}$ were fitted by integrating the equation using the computed $f_{\alpha}$ and minimising the squared difference between the predicted guide levels and the actual ones.

Finally, using the computed parameters as the starting point, the model was refined by minimising the estimated guide levels, allowing for all the parameters to be changed freely. The minimiser struggled to converge to a final solution, as iterations were exhausted. Nonetheless, all the iterations gave similar fits to the miR-235 model, showing a substantial improvement over the constant degradation model, highlighting the need of periodic degradation to fully reconstruct guide dynamics (Figure 6B). Interestingly, removal of oscillatory degradation led to phase-shifted, damped oscillations, at a higher mean level, which is in line with the miR-235 levels in *ebax-1(tm2321)* worms (Figure 6A,B).

Interestingly, the model exhibited pulsatile synthesis ($\lambda_{\alpha}\approx7$) but seemed to favour a sinusoidal degradation rate ($\lambda_{\beta}\ll0.1$) (Appendix Figure 3). Furthermore, there is a quarter of a cycle phase-shift between degradation and synthesis, in which a stage of large degradation precedes a spike in production and then is followed by a state in which levels remain relatively constant due to the lack of synthesis and degradation.

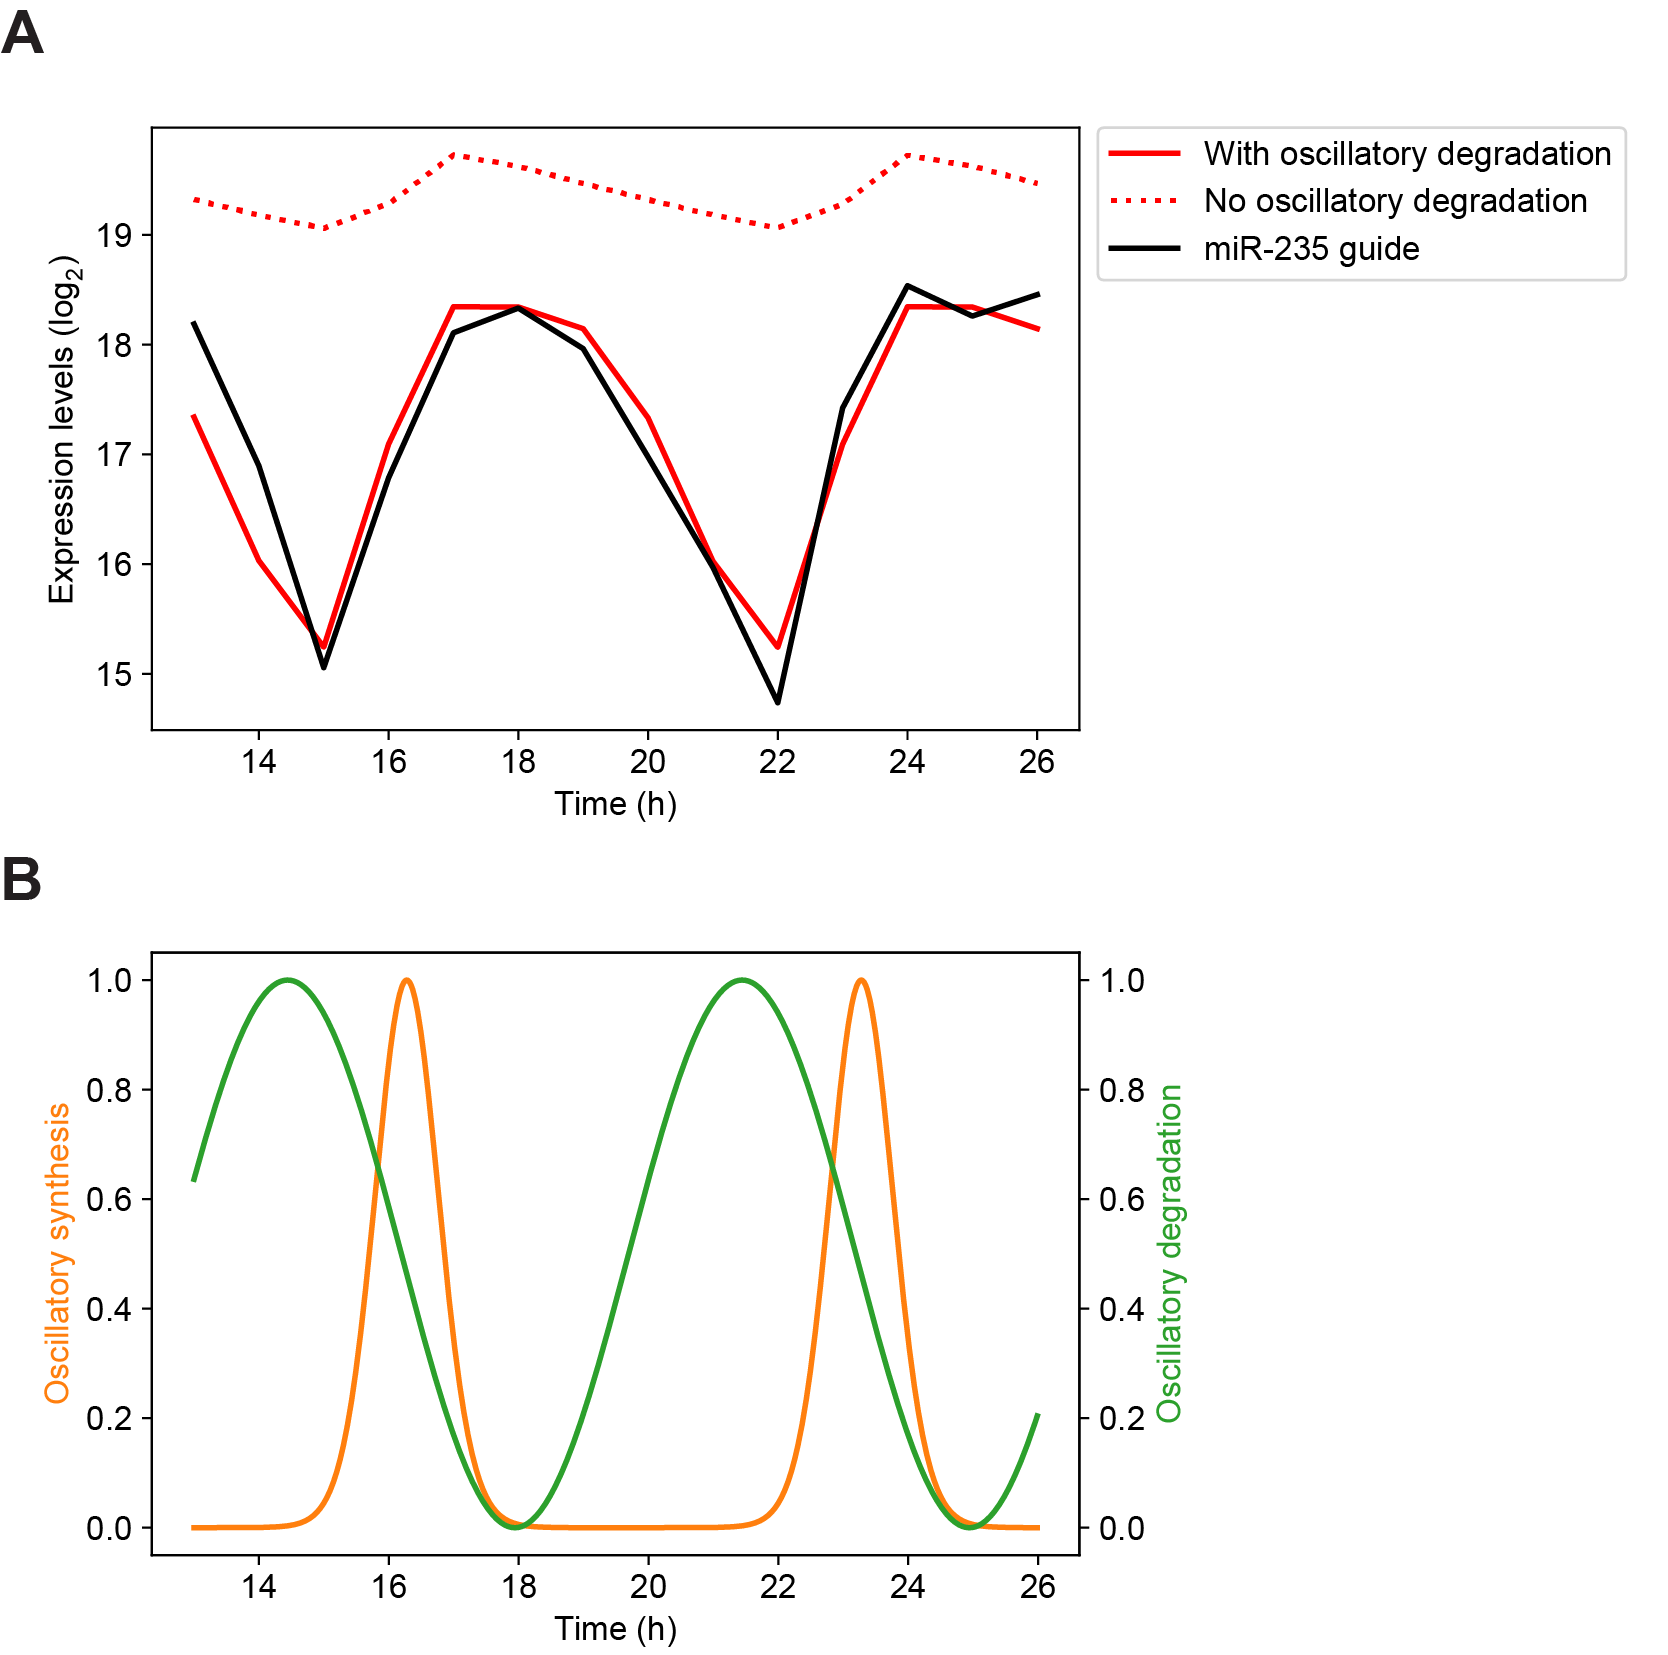

**Appendix Figure 3: Estimated predicted oscillatory synthesis (orange) and degradation (green) over time for miR-235.** Estimated values for the fit shown in Figure 6B are given. The phase shift between both functions is $\Delta\phi=\pi/2$, in which degradation precedes synthesis. Values for $\lambda$ are $\lambda_{synthesis}=0.7$ and $\lambda_{degradation}<0.1$.

# Supplementary material for: Dynamics of miRNA accumulation during C. elegans larval development
**Source:** Nucleic Acids Res. 2024 Feb 21;52(9):5336–55. doi: 10.1093/nar/gkae115
**Supplement:** gkae115_Supplemental_files

**Supplementary Table Legends**

**Table S2:** Sequences of synthetic nucleic acids used in this study.

**Table S3:** Time courses sampled and analyzed in this study

# Supplementary material for: Dynamics of miRNA accumulation during C. elegans larval development
**Source:** Nucleic Acids Res. 2024 Feb 21;52(9):5336–55. doi: 10.1093/nar/gkae115
**Supplement:** gkae115_Supplemental_files

Supplementary Information

Dynamics of miRNA accumulation during *C. elegans* larval development

Smita Nahar^{1,*}, Lucas J. Morales Moya^{1,*}, Jana Brunner^{1,2}, Gert-Jan Hendriks¹, Benjamin Towbin^{1,3}, Yannick P. Hauser^{1,2}, Giovanna Brancati^{1,2}, Dimos Gaidatzis^{1,4,5}, Helge Großhans^{1,2,5}

* Co-first authors

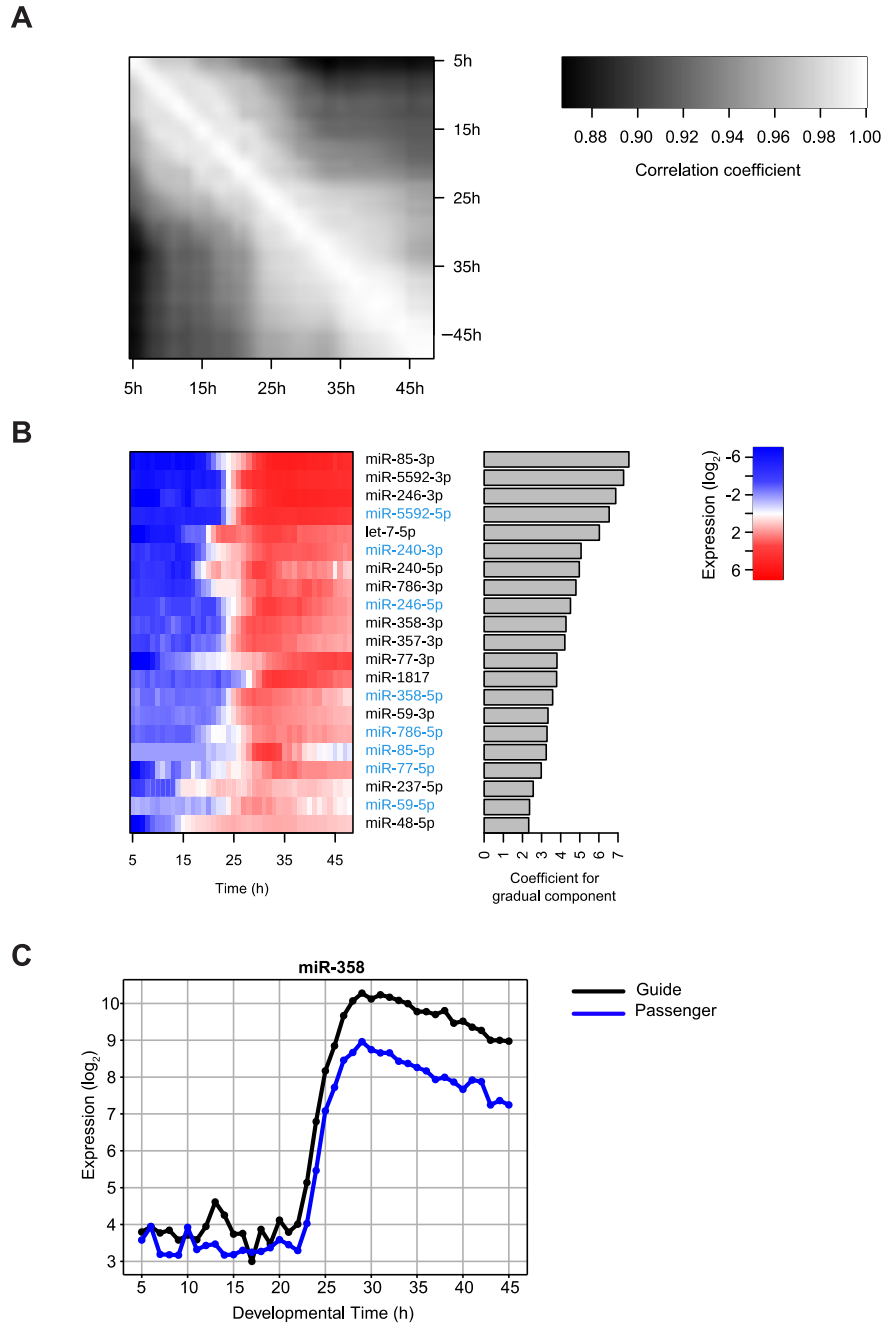

Figure S1. A) Pairwise correlation plot of $\log_2$ -transformed count data of all miRNAs sequenced from 5-48 h at 25°C. The color key visualizes the values from low correlation (black) to high correlation (white). The bright off-diagonals reveal the presence of a periodic expression signal, whereas the progressive decrease in correlation most noticeable after ~25 h indicates a gradually changing expression signal.

B) A subset of miRNAs in the *gradual* cluster increases during the L3 stage, at ~25 h. The heatmap, showing mean-normalized, $\log_2$ -transformed expression data, was sorted by the coefficients of the gradual component. Passenger strands are labelled in *light blue*, guide strands in *black*.

C) $\log_2$ -transformed expression of miR-358 guide (black) and passenger (blue) strands of the gradual cluster from 5-48 h at 25°C obtained by small-RNA sequencing illustrates massive expression changes around 25 h.

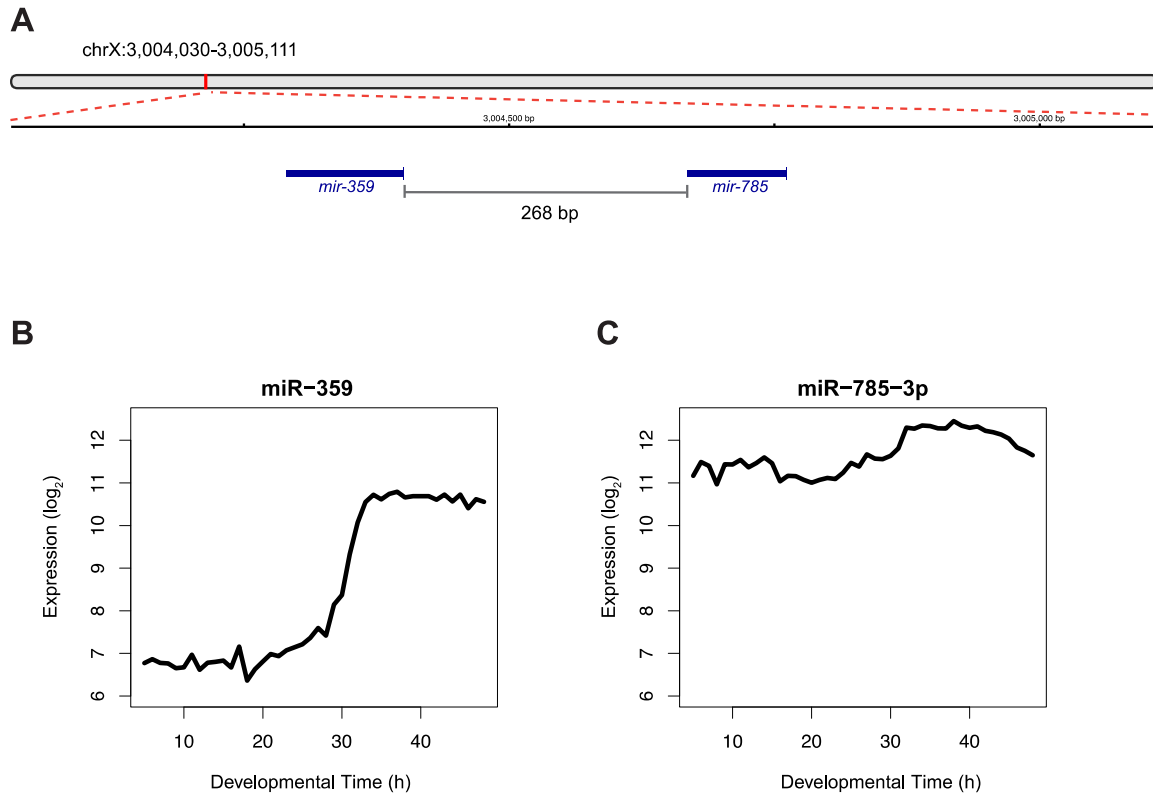

Figure S2. A) Genome browser view of the *mir-359~mir-785* locus. Although closely clustered, consistent with co-transcription, the expression patterns of B) miR-359 and C) miR-785-3p (guide), measured by small-RNA sequencing, differ greatly.

A

$$\frac{dx}{dt} = \sin\left(\frac{2\pi}{6.8}t\right) - \beta x$$

B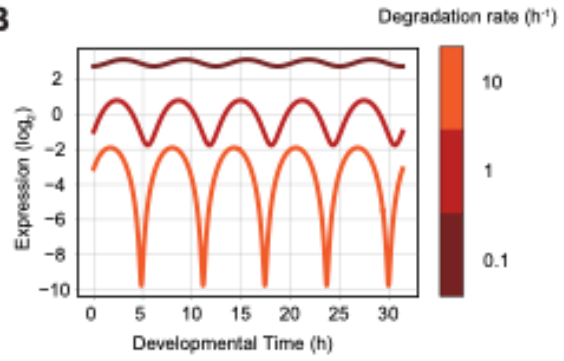**C**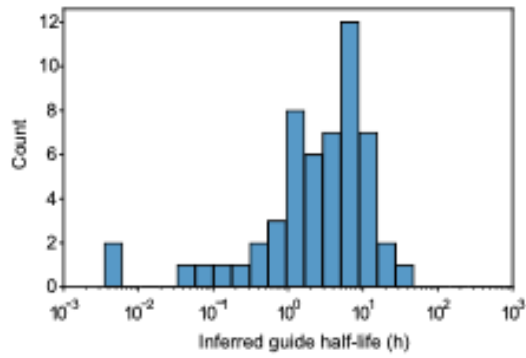

Figure S3. Increasing degradation rates increase the relative amplitude of a signal as well as decreasing average levels. A) Equation simulating RNA levels x under oscillatory gene expression with amplitude 1 and period of 6.8 h and degradation rate β . B) Expression levels over time for different degradation rates (0.1, 1, 10 h⁻¹). C) Histogram of half-lives for estimated guide strands. Numerical values can be computed from Supplementary Table S1 as $\tau_{1/2} = \ln(2) / \beta_g$. miRNAs ($n = 2$) with half-lives longer than 100 hours are excluded.

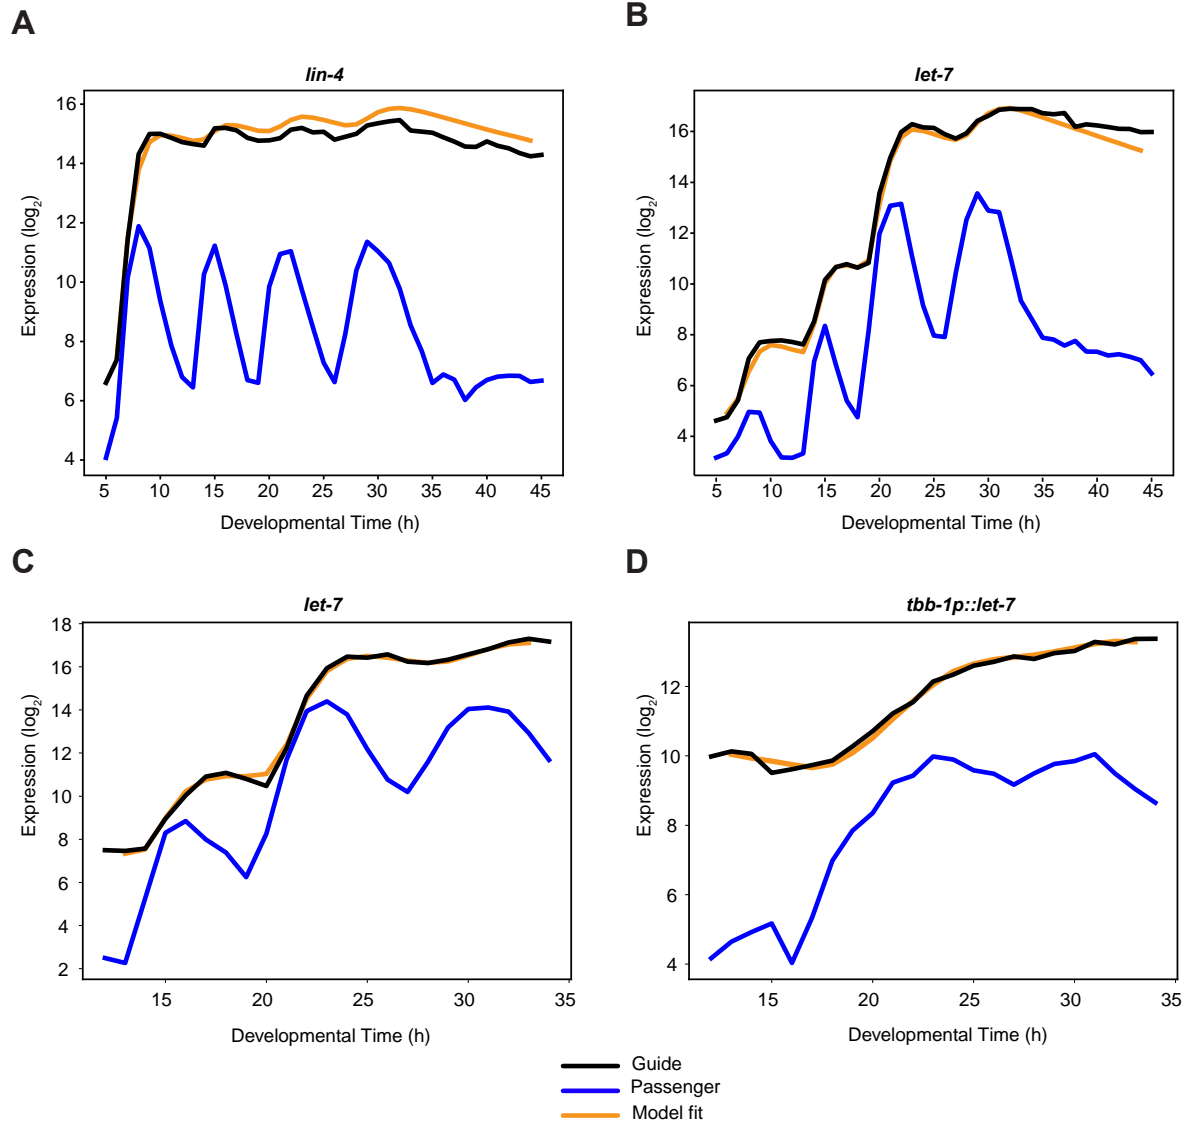

Figure S4. Modelling of A) *lin-4* and B) *let-7* guide strand dynamics using the estimated *let-7* (A) and *lin-4* (B) half-lives, respectively. Differences between guide strand dynamics are not a consequence of different half-lives, as patterns of the model fit (orange) remain qualitatively similar to the guide strand patterns (black) despite the swap of half-lives. Modelling of *let-7* guide strand dynamics using the passenger strand in C) wild-type conditions and D) under the *tbb-1* promoter in RT-qPCR time course collected hourly from 12-34 h at 25°C. Both C) and D) gave identical values for β_g (0.127 h^{-1} , corresponding to $\tau_{1/2} = 5.5 \text{ h}$), suggesting that differences arise from different passenger dynamics.

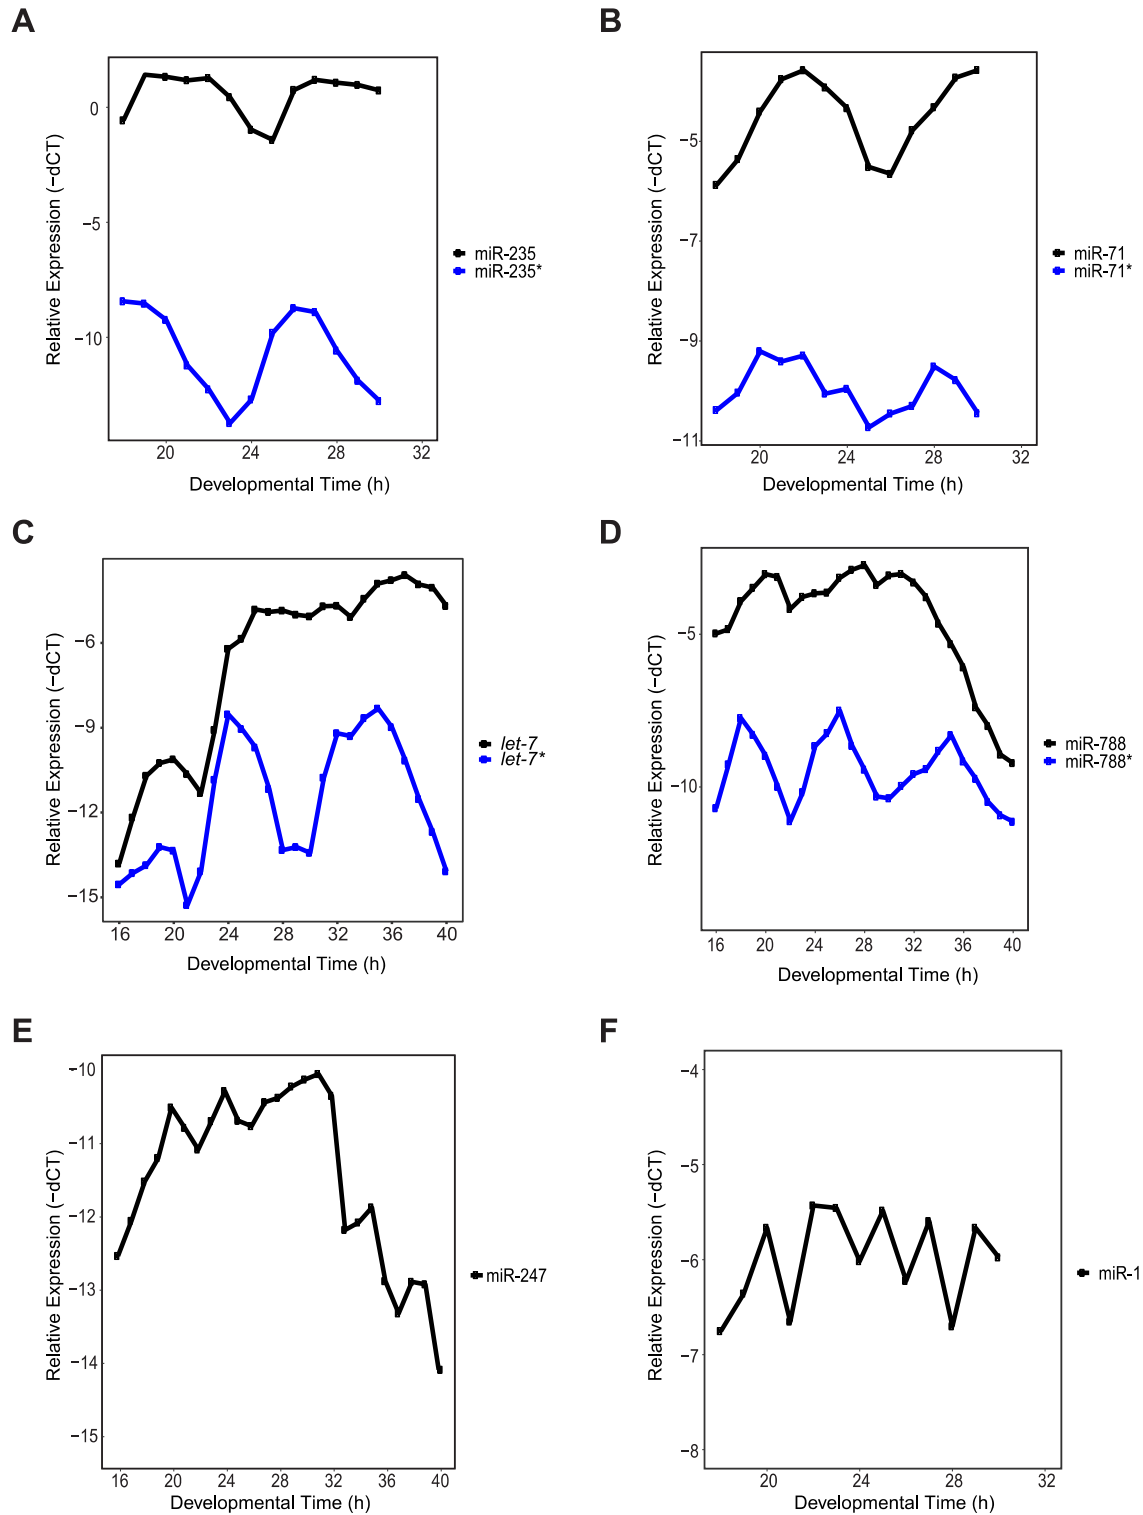

Figure S5. Independent RT-qPCR time courses were sampled hourly at 25°C to measure the levels of the indicated different miRNAs by Taqman assays. A) miR-235, B) miR-71 and F) miR-1 were measured in TC6 (sampled from 18-30 h). C) *let-7*, D) miR-788 and E) miR-247 were measured in TC8 (16-40 h). The Ct values of the respective miRNAs were normalized to the control, sn2841 RNA, by the following equation: $-dCT = - (miRNA\ CT\ values - sn2841\ CT\ values)$. miR-1 (F) is included as an example of a miRNA with largely invariant expression.

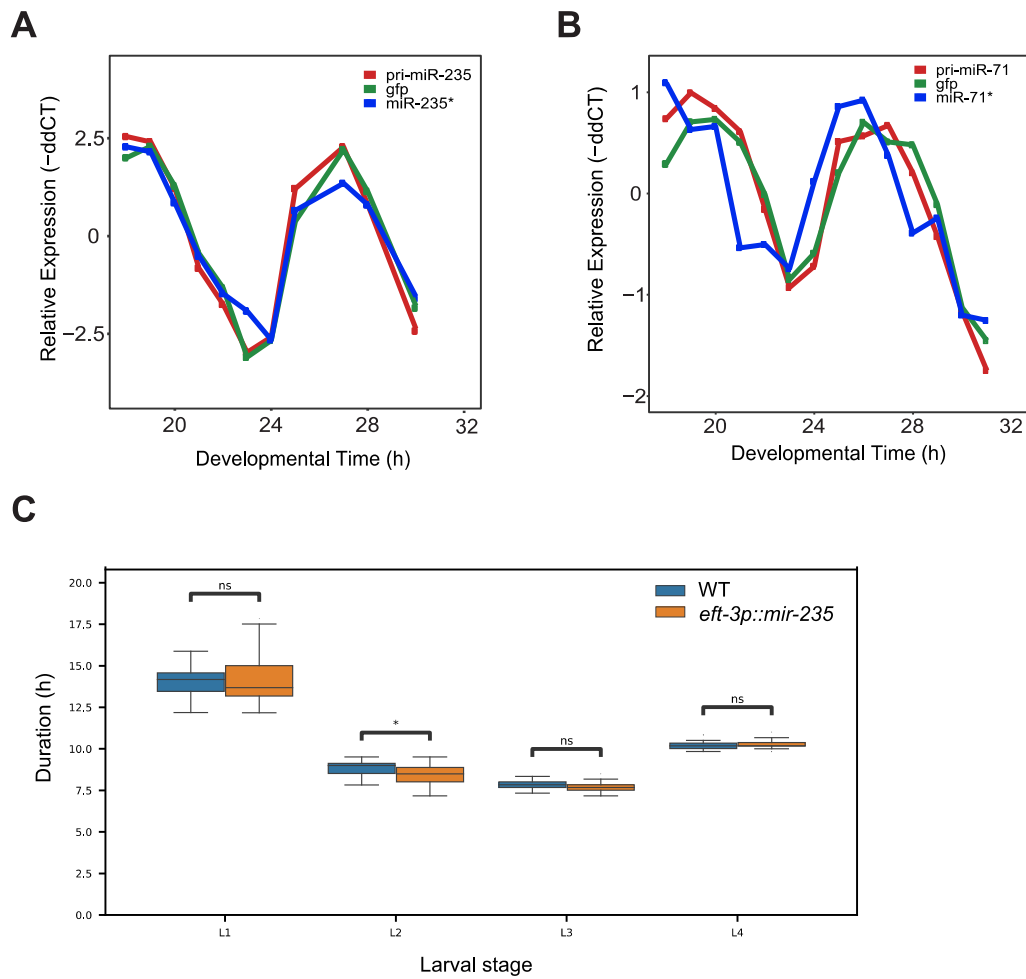

Figure S6. A)-B) Levels of endogenous primary miRNA transcript, passenger strand, and *gfp* mRNA produced from the promoter of *mir-235* (A) and *mir-71* (B). Quantification by RT-qPCR was performed on the same RNA samples for all three RNA species, collected for the strain HW2280 (A, time course TC2) and for the strain HW2770 (B, TC3), respectively. Strains were grown at 25°C and sampled hourly at the indicated timepoints. Both *gfp* transcripts recapitulate endogenous pri-miRNA oscillations, indicating that the promoter is sufficient to drive oscillations of primary transcript and passenger miRNAs.

C) Quantification of larval stage duration in WT and *eft-3p-mir-235* by luciferase assay. No obvious change in developmental synchrony and developmental speed was observed. Significance was calculated by Mann Whitney U test (* $p < 0.05$).

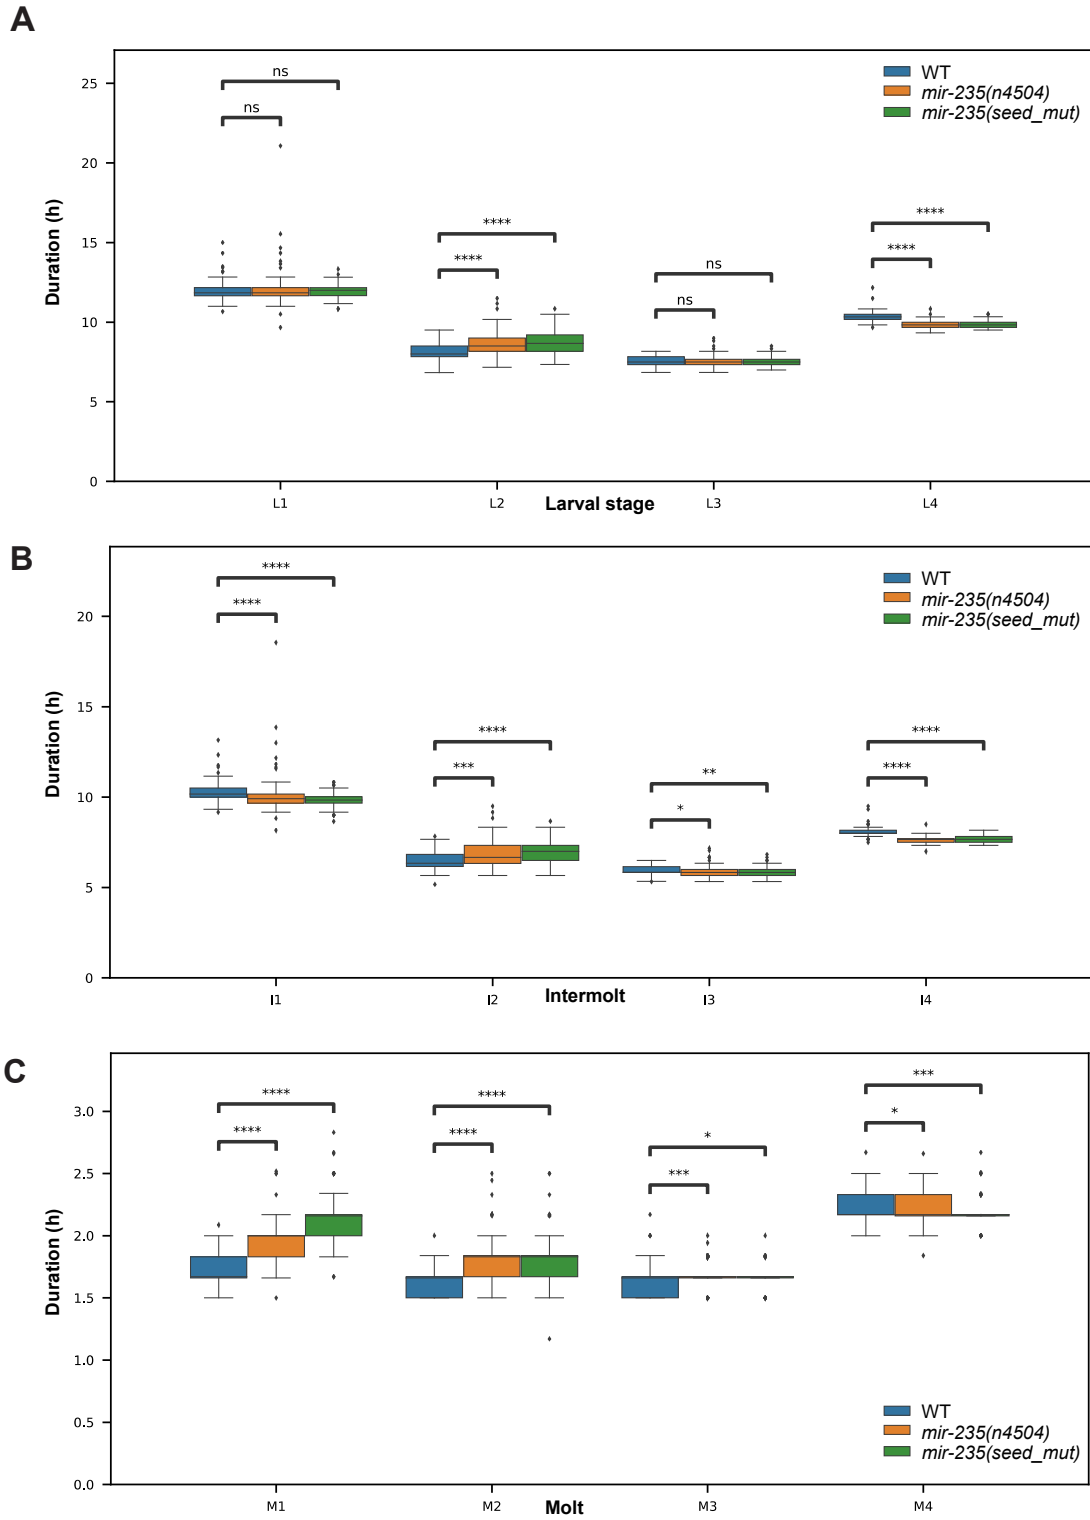

Figure S7. Quantification of A) larval stage B) intermolt and C) molt durations in wild-type (WT), *mir-235(n4504)* and *mir-235_seed mut* animals by luciferase assay. No obvious changes in developmental synchrony were observed, and changes in developmental tempo were minor. Significance was calculated by Mann Whitney U test (* $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$).

A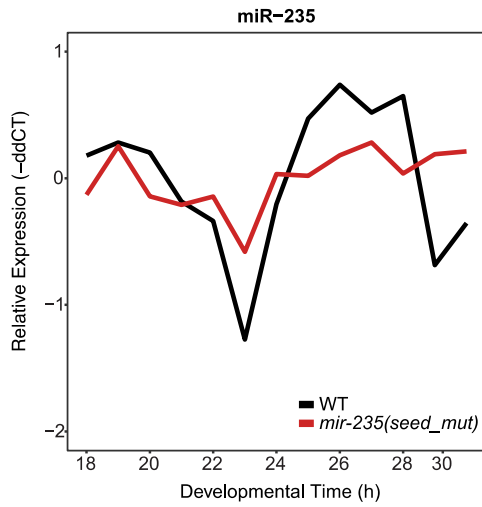**B**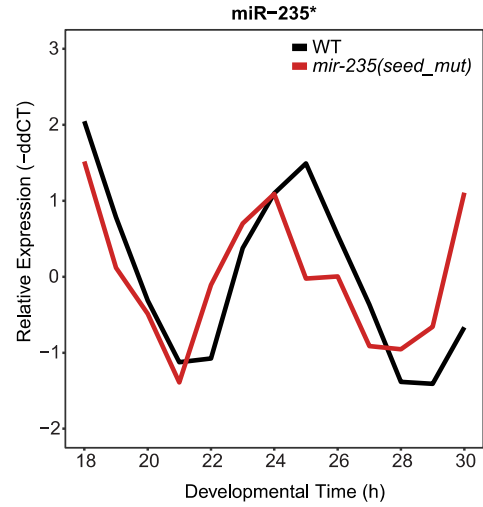

Figure S8. RT-qPCR validation of A) miR-235 and B) miR-235* in WT and *mir-235(seed_mut)* worms sampled hourly from 18-30 h at 25°C. Reactions of RT-qPCR were performed in triplicates, the values were averaged and normalized to the reference gene, by following equation: $-dCT = -(\text{miRNA Ct values} - \text{reference Ct values})$. sn2841 RNA was used as internal control for miRNA. The following equation was used to quantitate the relative expression shown in the y-axis: $-ddCT = -(dCT - dCT_{\text{mean}})$.

A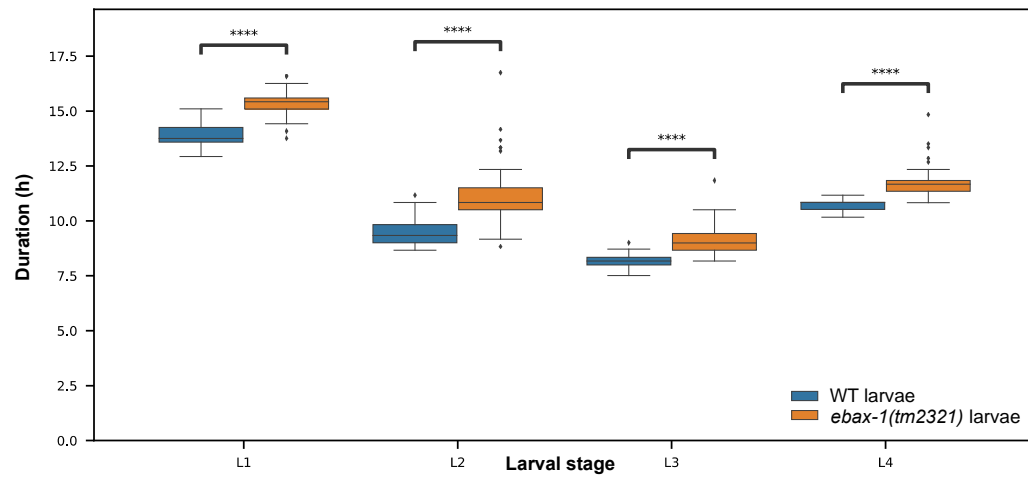**B**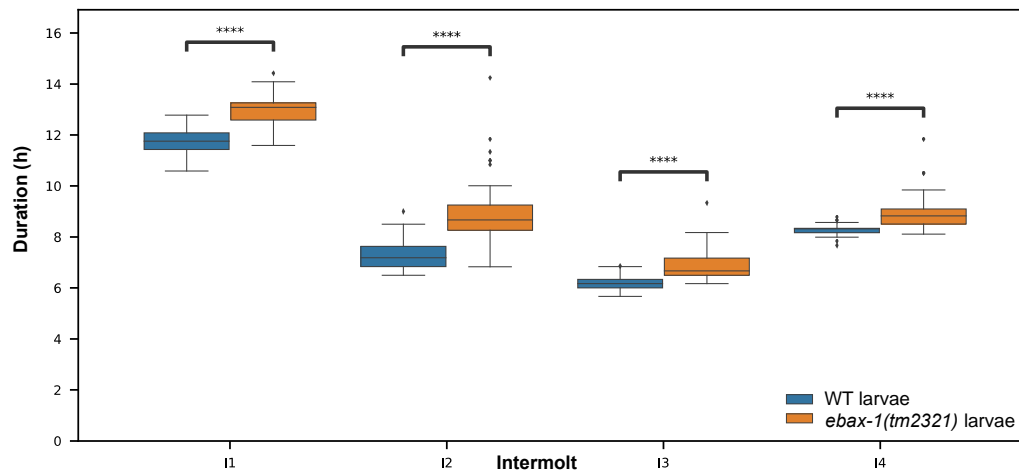**C**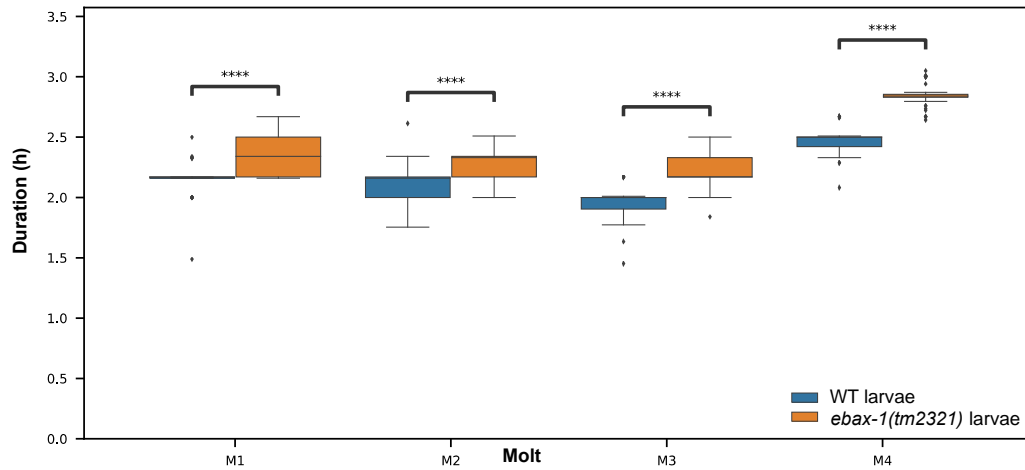

Figure S9. Quantification of A) intermolt B) molt and C) larval stage durations in WT and *ebax-1(tm2321)* larvae. Synchronized L1 larvae were examined by a luciferase assay to quantify the developmental durations. The *ebax-1(tm2321)* mutants showed extended larval development for all the larval stages. Significance was calculated by Mann Whitney U test (* $p < 0.05$, **** $p < 0.0001$).

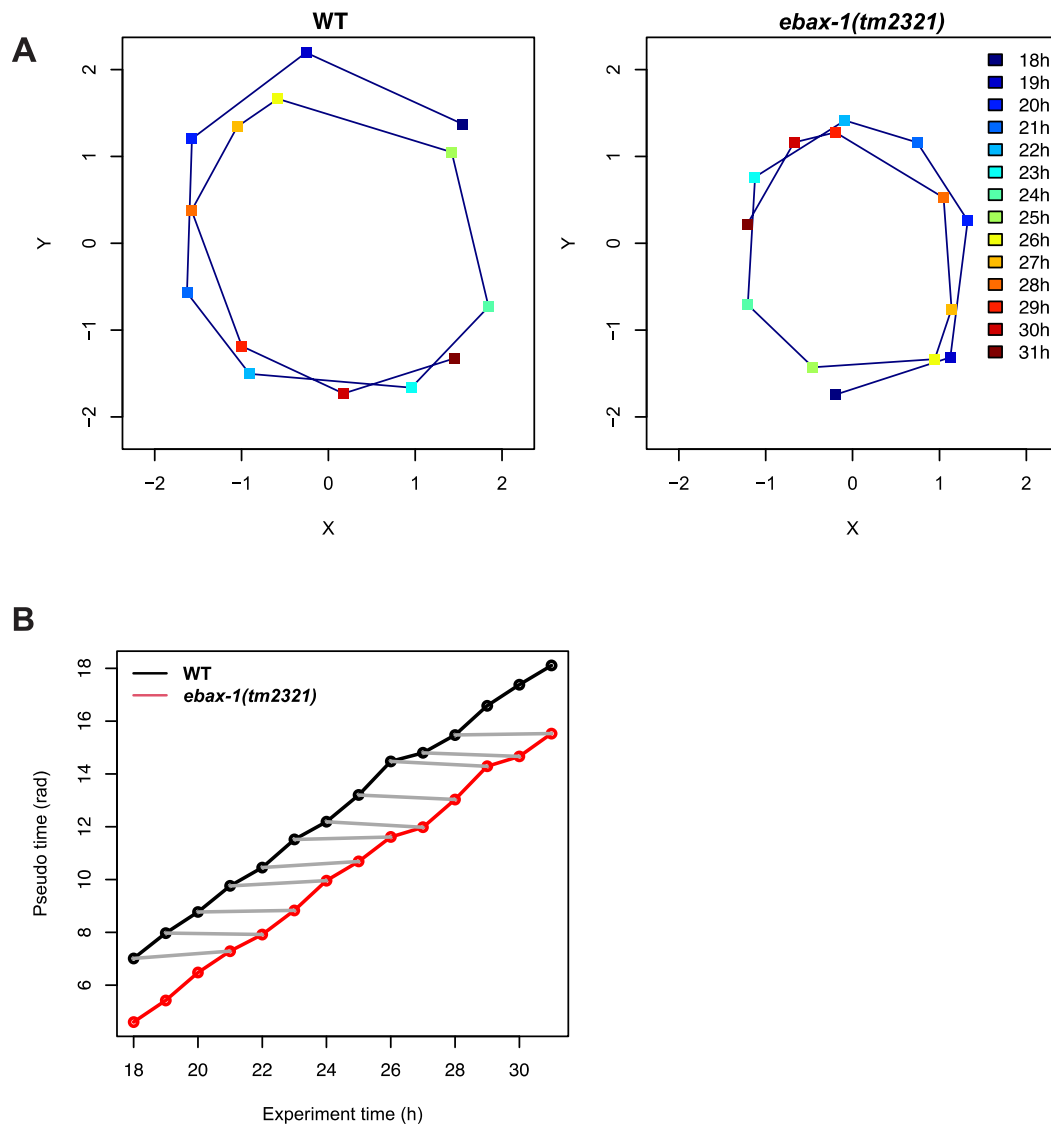

Figure S10. A) Scatter plot visualizing the extent of oscillations in the N2 and *ebax-1(tm2321)* mutant time course data. Based on prior phase information of 3,739 genes that oscillate during *C. elegans* larval development (1), we calculated the average expression of 4 gene sets (0 ± 45 , 90 ± 45 , 180 ± 45 and 270 ± 45 degrees) and subtracted the two anti-phase pairs 0:180 and 90:270 to obtain two orthogonal expression readouts X and Y (see Methods), which are depicted in the scatter plot. Synchronized worms during larval development display circular trajectories that progress in a counterclockwise direction.

B) Scatter plot comparing the experimental time (x-axis) to the inferred pseudo time (y-axis) for N2 (black line) and the *ebax-1(tm2321)* mutants (red line). The gray lines connect the pairs of N2 and the *ebax-1(tm2321)* mutants with a roughly similar pseudo time. The timepoints of 18-28 h in the wild-type with respect to timing are roughly comparable to 21-31 h in the *ebax-1(tm2321)* mutants.

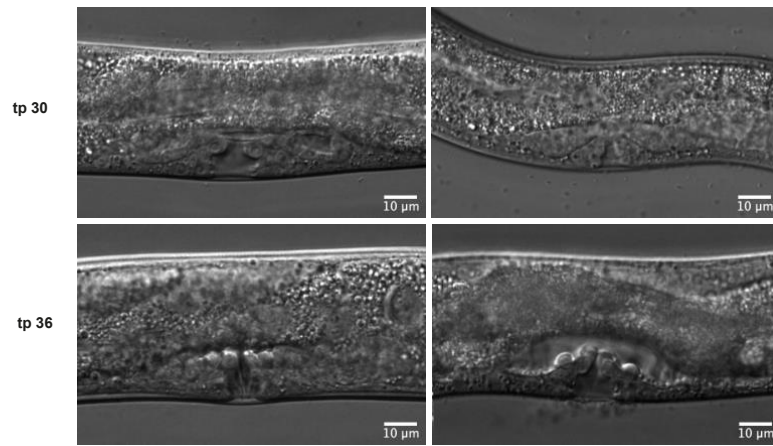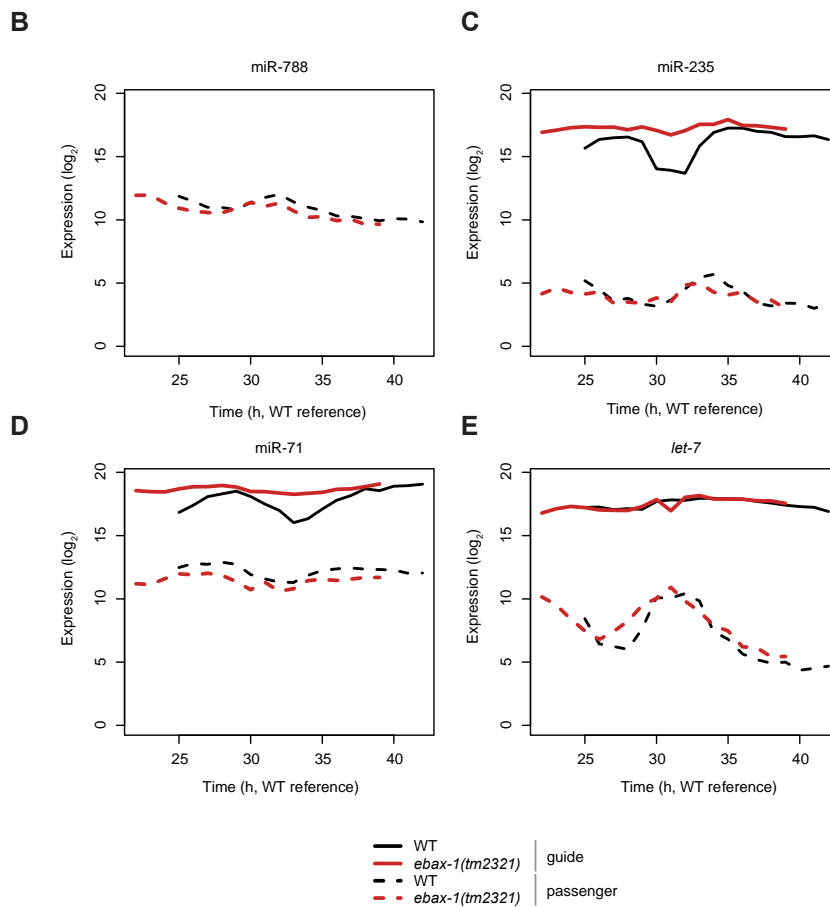

Figure S11. A) Micrographs of WT and *ebax-1(tm2321)* mutant vulvae in TC9 (Fig. 7). At timepoint (tp) 30, vulval morphology corresponds to L4.4 in WT, and L4.1 in *ebax-1(tm2321)* mutant animals. At tp 36, the WT vulva is at >L4.9, the *ebax-1(tm2321)* mutant vulva at L4.7. These data are consistent with a ~ 3 h-delay between the wild-type and the mutant animals. B)-E) Expression of miRNAs revealed by small RNA sequencing of WT and *ebax-1(tm2321)* mutant animals from TC9. Synchronized L1 larvae were plated on food at 25°C and sampled hourly between 25 h and 42 hour after plating. The time of *ebax-1* mutant samples is adjusted by -3 h to compensate for the developmental delay relative to WT.

	<i>Strand</i>	μ<br>($\frac{au}{h^{-1}}$)	β_g<br>(h^{-1})	C<br>(au)
miR-239a	5p	0.35	<0.01	1703.90
miR-250	3p	0.79	<0.01	17539.70
miR-77	3p	1.24	0.02	22.51
miR-51	5p	3.19	0.04	103841.65
miR-49	3p	0.00	0.04	7903.26
miR-52	5p	0.19	0.05	176831.02
miR-244	5p	<0.01	0.05	184560.62
miR-2	3p	1.26	0.05	69738.23
miR-57	5p	316.23	0.06	1066567.48
miR-124	3p	1.46	0.06	2085.69
miR-1022	5p	3.98	0.07	7251.44
miR-232	3p	1.80	0.07	4601.07
miR-791	5p	0.05	0.08	410.88
let-7	5p	3.54	0.08	22.34
miR-255	3p	0.37	0.08	146.12
miR-84	5p	1.73	0.09	5472.22
miR-1824	5p	0.13	0.09	127.18
miR-44	3p	31.62	0.09	510368.86
miR-4813	3p	0.68	0.10	2834.50
miR-45	3p	5.28	0.10	283233.00
miR-70	3p	79.43	0.11	36718.78
lin-4	5p	4.85	0.11	167.25
miR-228	5p	39.84	0.12	1896279.80
miR-237	5p	35.17	0.13	9699.30
miR-238	3p	19.01	0.14	37959.07
miR-235	3p	316.23	0.14	85074.00
miR-90	3p	199.53	0.16	566718.51
miR-253	3p	13.29	0.16	3730.97

	<i>Strand</i>	μ<br>($\frac{au}{h^{-1}}$)	β_g<br>(h^{-1})	C<br>(au)
miR-795	5p	0.79	0.17	3163.56
miR-230	5p	0.23	0.17	10700.14
miR-48	5p	13.21	0.17	477.32
miR-40	3p	501.19	0.26	22859.43
miR-59	3p	158.49	0.31	1662.77
miR-231	3p	3.13	0.35	4552.55
miR-41	3p	0.39	0.35	35.17
miR-43	3p	1.92	0.39	2325.10
miR-241	5p	1.99	0.40	53.57
miR-36	3p	19.21	0.42	4489.03
miR-790	5p	0.45	0.49	2609.86
miR-37	3p	18.40	0.50	4301.55
miR-42	3p	1.39	0.54	6431.36
miR-39	3p	12.78	0.55	13242.99
miR-1829b	5p	63.10	0.55	3107.66
miR-2953	5p	0.56	0.58	11.69
miR-1832a	5p	3.67	0.62	164.09
miR-35	3p	595.39	0.90	12215.73
miR-71	5p	5.04	1.22	178726.25
miR-1829c	5p	501.19	1.28	2895.67
miR-784	3p	5.88	1.32	31.95
miR-358	3p	5.33	1.75	6.89
miR-5592	3p	12.95	3.03	7.23
miR-1830	3p	13.06	4.48	187.36
miR-788	5p	90.86	8.01	2441.04
miR-797	3p	32.03	16.56	45.33
miR-240	5p	564.38	194.10	93.83
miR-247	3p	4882.12	198.93	38.34

Table S1. Computed parameter values for different miRNAs using the quasi-steady approach. Values for the scaling factor μ , the guide degradation rate β_g and the initial condition C are shown for each of the miRNAs we modelled.

References

1. Meeuse, M.W., Hauser, Y.P., Morales Moya, L.J., Hendriks, G.J., Eglinger, J., Bogaarts, G., Tsiairis, C. and Grosshans, H. (2020) Developmental function and state transitions of a gene expression oscillator in *Caenorhabditis elegans*. *Mol Syst Biol*, **16**, e9975.

How the deposited data were processed for this re-analysis (not part of the article)

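Small RNAs of whole wild-type *C. briggsae* AF16 animals were sequenced once per hour from 18 to 33 h after plating at 25°C, which gives 16 libraries and no replicates. The hour of each library was taken from the sample labels, which match the Results and Table S3. The Methods call this course TC3 and Table S3 lists it as TC5. RNA was extracted with Tri Reagent, and libraries were made with the Illumina TruSeq small RNA kit and sequenced from 1 end.

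The authors deposited counts and log2 values for 372 arms. For the counts, the authors trimmed the 3′ adapter, mapped the reads with QuasR and Bowtie with up to 100 hits per read, and counted sense reads that started within 3 bp of the annotated 5′ end of an arm. The Methods give the *C. briggsae* assembly WS225 and the MirGeneDB annotation, whereas the submitters' processing notes name ce10 and Bowtie, and the versions of the tools are not given in the sources used here. For the log2 values, the authors divided each count by the library total, multiplied it by the mean total, added a pseudocount of 8 and took log2. This was recomputed for all 5952 values, with a largest difference of 0.0005. No genome was used here, so no coordinates or sequences of the arms are given.

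The total count per library was 9588599 to 15866144. Of the 372 rows, 371 had a count in any library, and 311 had at least 10 counts in at least 8 libraries and entered the tests. Intervals of counts and of their ratios are exact at 95% and cover counting error only, since the reads carry no molecular identifiers. The 16 rows named -v2 repeat the counts of the -v1 row of the same hairpin, exactly or nearly, and 28 of the 254 tested arms with a mean count of at least 100 have another row within 0.1 (log2) in every library, so such pairs are the same reads or cannot be told apart by counting.

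Rhythm and trend were computed with edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3) on the deposited counts, with the library total as the library size, a linear term, and cosine and sine terms at 7 h. The cosine and sine terms were tested together, the linear term alone, and p-values were adjusted by Benjamini-Hochberg over the 311 arms at a threshold of 0.05. On simulated counts at the depth of these libraries, edgeR called 100 of 100 arms with an amplitude of 1 (log2), 70 of 100 with an amplitude of 0.5 and 5 of 111 with none. The simulated hours were independent and without a time trend, and most of the simulated arms were rhythmic. Many real arms trend with time and their neighbouring hours are not independent, so these rates need not hold for them. The best period of each of the 4 arms of Figure 5B was found by least squares over 4 to 12 h in steps of 0.1 h, and its largest F was compared with 100000 permutations of the detrended values and with 100000 series of first-order autoregressive noise (n = 16 libraries). An arm counted as rhythmic in the scan where both p-values were below 0.05. The lag-1 correlation of this noise was that of the detrended arm, with any rhythm still in it. On 100 simulated series with a lag-1 correlation of 0.5 and no rhythm, permutation called 21 and autoregressive noise 6. With independent noise and a 6 h rhythm of an amplitude of 2 noise standard deviations, permutation called 95 of 100 and autoregressive noise 86. Time lags came from fits at a shared period with 10000 residual bootstraps, which treat the hours as independent and so likely give too narrow intervals. Peaks and troughs are local extremes with a prominence of at least 0.5 (log2), the first and last hour excluded. Correlations used 100000 permutations over 4 pairs of arms, which treat the hours as independent, so their p-values are too small. The constant-decay model of the paper (Eq. 4) was fitted to 127 hairpins with both arms tested, with the guide taken as the more abundant arm. For 4 of them this arm carries the asterisk in the deposited table. Decay rates from 0.001 to 100 per h were tried. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

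The designs, the alternatives and the rule for named arms were fixed before the data were examined, but after Figure 5B had been seen. The rule takes the 4 arms of Figure 5B, up to 4 examples of each of the miRNA families listed below, the 10 largest amplitudes among rhythmic arms and the 5 largest rises and 5 largest falls, each with a mean count of at least 100, and the 10 most abundant arms. The families were Let-7, Mir-10, Mir-36, Mir-71, Mir-788, Mir-1, Mir-124, Mir-785, Mir-358, Mir-357, Mir-85, Bantam and Mir-2, with passenger and guide strands as further lists. The examples of a family are those with the largest amplitude or the largest change over a part of the course, a scale set after the data had been seen. The tokens Mir-35, Lin-4, Mir-247, Mir-359, Mir-240, Mir-786 and Mir-239 matched no row. This was a match of names only, and arms of the miR-35 family carry the name Mir-36 here. A token without a row therefore does not show that the miRNA is absent. The alternatives were periods of 6, 6.5 and 8 h, TMM and median-of-ratios factors, other filters, DESeq2 1.42.0, limma 3.58.1 at pseudocounts of 8 and 1, a quadratic or no trend, 18 to 29 h only, and each hour left out. The removal of -v2 rows, and a period of 6 h together with 18 to 29 h, were added after the data had been seen. Also chosen then were the requirement of both p-values in the period scan, the lag between the passenger strands, the hourly changes of the other guide strands, the distance of each library from its neighbours and the search for near-identical rows.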

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

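The paper reports 4 arms of this course. Of the tests in this part, the 100 random orderings of the hours were planned, but how their count would be read was written only after it had been seen. At a period of 7 h, edgeR called 22 further arms rhythmic at an adjusted p under 0.05, which the paper does not discuss for *C. briggsae*. The count of 23 with Cbr_miR-92-o67_5p was 14 without the 22 h library, and 18 without the 21 h library, which lay farthest from its neighbours. Both arms of Mir-71 are among them. The paper describes miR-71 as rhythmic in *C. elegans*. Cbr-Mir-71_5p had an amplitude of 0.84 on the log2 scale (standard error 0.15, adjusted p = 0.014 from edgeR) and stood at 47492 normalized counts at 21 h, 117020 at 24 h, 25270 at 28 h and 159462 at 33 h. Cbr-Mir-71_3p had an amplitude of 0.73 (standard error 0.14, adjusted p = 0.015 from edgeR), with low points at 21 h (6176 normalized counts) and 27 h (7411). Neither arm was called at a period of 6 h (adjusted p = 0.29 and 0.075 from edgeR) or 8 h (0.061 and 0.18). Among the arms called rhythmic, the largest amplitude after that of Cbr_miR-92-o67_5p was that of Cbr-Mir-10-P3n_3p*, a passenger strand, at 1.20 (standard error 0.24, adjusted p = 0.018), with 59464 normalized counts at 20 h, 5811 at 23 h, 46580 at 26 h and 6538 at 29 h. It was not called at 8 h (adjusted p = 0.22 from edgeR), with no trend term (0.056), for 18 to 29 h only (0.09), or without the 22 h, the 23 h or the 29 h library (0.055, 0.056 and 0.05). The near relatives, Cbr-Mir-279-o7_5p*, Cbr-Mir-279-o8a_5p* and Cbr-Mir-279-o8b_5p*, had amplitudes of 0.89, 0.87 and 0.71 and fell with time by 0.26, 0.25 and 0.16 per h. None of the 3 was called at 6 h (adjusted p = 0.2, 0.29 and 0.35 from edgeR) or with no trend term (0.75, 0.77 and 0.75), Cbr-Mir-279-o8a_5p* and Cbr-Mir-279-o8b_5p* were not at 6.5 h (0.056 each), and Cbr-Mir-279-o8a_5p* was not without the 22 h or the 29 h library (0.053 and 0.051). Cbr-Mir-54-P2_5p* had an amplitude of 0.54 (adjusted p = 0.012), not called at 6 h (0.37, adjusted p = 0.35 from edgeR) or at the added 6 h for 18 to 29 h (adjusted p = 0.12). Cbr-Mir-788-v1_3p, whose counts are nearly those of its -v2 row, had an amplitude of 0.62 (adjusted p = 0.047), called only without the 19 h, the 26 h, the 29 h or the 33 h library when 1 hour was left out, and otherwise at an adjusted p of 0.059 to 0.12. It was also not called at 6 h (adjusted p = 0.068 from edgeR), at 8 h (0.32), with no low-count filter (0.054), with limma (0.053 and 0.056 at pseudocounts of 8 and 1), with no trend term (0.21) or for 18 to 29 h only (0.12).

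In 4 of 101 orderings of the hours, the real one included, at least 23 arms were called. The 3 random orderings among them gave 82, 29 and 28 arms, and 94 of 100 gave 0. Shuffling removes the correlation between neighbouring hours, so a count raised by smooth change without rhythm is not excluded. In the period scan, a different test on single series, permutation called 21 of 100 simulated series with a lag-1 correlation of 0.5 and no rhythm. The shuffled counts also still held the trends of the 84 rising and 129 falling arms. Once the hours are shuffled the linear term no longer absorbs these trends, so 4 of 101 is not a clean measure of chance. The ordering with 82 arms may reflect these trends or another structure of the samples, which was not examined. Rows named -v1 and -v2 hold the same or nearly the same counts, and without the -v2 rows the count was 21. With every set of rows of the same family and similar counts taken once, 19 of the 23 remain. Within these sets the chi-square over degrees of freedom was at most 1.67. This grouping was chosen after seeing the data and joins further rows such as Cbr-Mir-279-o7_5p* and Cbr-Mir-279-o8a_5p* (1.49).

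Beside the rhythm, edgeR called 84 arms rising and 129 falling with time. With median-of-ratios size factors the split was 110 rising and 108 falling, and with TMM factors 99 and 119. The median arm changed by -0.44 (log2) over 15 h when scaled by the total, by -0.24 with TMM factors and by -0.11 with median-of-ratios size factors.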

How the results depend on the processing

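The rhythm count of 23 arms was 3 at a period of 6 h, 12 at 8 h, 39 with DESeq2, 55 with a quadratic trend, 5 with no trend term and 14 to 29 with each hour left out. It was lowest, at 14, without the 22 h library. The rising count of 84 stayed within 1.5 times of itself in every setting in which it was counted, which leaves out the quadratic and the absent trend, and the falling count of 129 was 72 for 18 to 29 h only, at 7 h and at the added 6 h alike. Adjusted p for Cbr_miR-92-o67_3p (0.19) was 0.0041 with a quadratic trend, and for Cbr_miR-92-o68_3p (0.25) it was 0.018. At a period of 6 h and 18 to 29 h only, chosen after seeing the data, these were 0.001 and 0.021. Leaving out each hour gave 0.087 to 0.34 and 0.053 to 0.4. For Cbr_miR-92-o67_5p (0.012) it was 0.071 at 8 h, 0.075 for 18 to 29 h only and 0.0026 to 0.028 with each hour left out. For Cbr_miR-92-o68_5p (0.071) it was 0.038 at 6.5 h, 0.02 with TMM factors, 0.024 with median-of-ratios size factors, 0.013 with DESeq2 and 0.028 to 0.15 with each hour left out, below 0.05 without the 21 h or the 27 h library. The best period of Cbr_miR-92-o67_3p passed both nulls at 6.4 h with a quadratic trend and at 5.9 h for 18 to 29 h only. That of Cbr_miR-92-o67_5p (6.5 h) did not with a quadratic trend (6.5 h), nor without the 25 h or the 28 h library, and ranged from 6.2 to 6.9 h with each hour left out. That of Cbr_miR-92-o68_5p ranged from 6 to 6.5 h, and passed without the 27 h or the 33 h library. The lag of 1.35 h between guide and passenger of Cbr_miR-92-o67 stayed between 1.15 and 1.58 h with each hour left out. Cbr_miR-92-o68_3p had 5 peaks and troughs instead of 3 at a prominence of 0.25, and Cbr_miR-92-o68_5p 0 at a prominence of 1. The correlation of the passengers (0.45) was 0.84 with the linear trend removed. The odds ratio of passengers among rhythmic arms (1.99) was 3.05 at a mean count of at least 100. At 6 h it has no finite value (3 passengers, 0 guides). The cause of these changes was not tested. For single arms named by the rule, 1278 comparisons with a planned or added setting kept their side of the threshold, 62 lost the call, 47 gained it and 1 reversed, the trend of Cbr-Mir-10-P3m_3p*, at 0.076 per h for a period of 6 h and 18 to 29 h only. In 12 further comparisons a trend that passed in neither setting changed sign. With 1 hour left out these counts were 1591, 30, 11 and 0. Depth limits the passenger strand Cbr_miR-92-o67_5p, with 12 counts at its lowest, more than the guides, with at least 14068.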

Differences from the paper's values

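The paper gives no numbers for this course in its text. The hours of the guides' low points and of the peaks of Cbr_miR-92-o67_5p, read by eye from Fig. 5B, match those found here.

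The paper describes both guides as rhythmic. At the 7 h period that it uses for *C. elegans*, the joint test of cosine and sine terms did not call them (adjusted p = 0.19 and 0.25 from edgeR). The paper states no test and no period for these arms, so this is not a like comparison with its reading of Fig. 5B. The period that fitted both guides best here was 5.8 h. The alternative with a quadratic trend called both (0.0041 and 0.018), and so did a period of 6 h with 18 to 29 h only (0.001 and 0.021), which was chosen after seeing the values and drops 0 of the 3 arms that the paper calls rhythmic (0.00093 for Cbr_miR-92-o67_5p). Adjusted over the 4 arms of Figure 5B alone, p was 0.049 and 0.06. The period scan called Cbr_miR-92-o67_3p with a quadratic trend (6.4 h) and for 18 to 29 h only (5.9 h). The other alternatives of the 7 h test set before the data were examined called neither guide. The low points at 20 h and 26 h and the correlation of 0.96 between the guides go the same way as the paper's statement.

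The paper describes Cbr_miR-92-o67_5p as close to antiphase with its guide. Here the guide followed the passenger by 1.35 h (95% bootstrap interval 0.57 to 2.01 h) at a shared period of 6.4 h, or 21% of the period, where antiphase is 3.2 h. The interval treats neighbouring hours as independent and is likely too narrow. The lag was 1.34 h with TMM-scaled values, 1.33 h with a pseudocount of 1, 1.08 h with a quadratic trend and 1.13 h for 18 to 29 h only, 1.15 to 1.58 h with each hour left out, and no setting reached 3.2 h. The correlation between these strands was -0.16 (permutation p = 0.56, n = 16), and 0.01 with the linear trend removed (permutation p = 0.98, n = 16).

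The paper sees no evident rhythm in Cbr_miR-92-o68_5p. The edgeR test did not call it (adjusted p = 0.071). The alternatives at 6.5 h (0.038), with TMM factors (0.02), with median-of-ratios size factors (0.024) and with DESeq2 (0.013) did, and so did the adjustment over the 4 arms alone (0.011) and the fits without the 21 h or the 27 h library (0.044 and 0.028). Its levels correlated with those of Cbr_miR-92-o67_5p with r = 0.45 (permutation p = 0.081, adjusted p = 0.16 over 4 pairs, n = 16), and with 0.28 without the 22 h and 28 h libraries (permutation p = 0.33). After removal of the linear trend r was 0.84 (permutation p = 0.00014, adjusted p = 0.00028 over 4 pairs, n = 16) and rho 0.73 (permutation p = 0.0019). Without the 27 h and 28 h libraries these were 0.74 (permutation p = 0.0029) and 0.59 (permutation p = 0.028, n = 14). Neighbouring hours are not independent, which makes these p-values too small. Reads counted for both passenger strands, described below, could also raise this correlation.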

Other observations

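The largest gradual changes of the course were in arms that the paper does not discuss for *C. briggsae*. Cbr-Mir-1817_5p rose by 0.89 per h on the log2 scale (standard error 0.06, adjusted p = 1e-07 from edgeR), from 4 normalized counts at 20 h to 5993 at 30 h. Both arms of Mir-85 rose, and Cbr-Mir-85_3p went from 73 normalized counts at 18 h to 41765 at 29 h (0.76 per h, adjusted p = 1.6e-06). Cbr-Mir-246_3p rose by 0.55 per h and Cbr-Mir-193-P1-v1_3p by 0.45 per h, the latter from 199 normalized counts at 18 h to 20805 at 29 h. The largest falls were those of the passenger strands Cbr-Mir-2-o4_5p*, Cbr-Mir-788-v1_5p*, Cbr-Let-7-P5_3p* and Cbr-Mir-279-o7_5p*, by 0.28, 0.28, 0.26 and 0.26 per h. For 18 to 29 h only, Cbr-Mir-2-o4_5p*, Cbr-Mir-788-v1_5p* and Cbr-Let-7-P5_3p* were not called (adjusted p = 0.096, 0.096 and 0.55 from edgeR). The paper reports a drop of the miR-788 guide strand in *C. elegans* L4 larvae, about 30 h after plating. In *C. briggsae* both arms of Mir-788 fell with time. The guide in this course, Cbr-Mir-788-v1_3p, is the opposite arm to the *C. elegans* guide. It went from 117197 normalized counts at 21 h to 16265 at 33 h (adjusted p = 0.0018 from edgeR, and 0.16 for 18 to 29 h only). Most of this fall came before 30 h, with 33821 at 24 h, 58492 at 27 h and 21825 at 30 h. Whether it corresponds to the drop in *C. elegans* was not tested. The 10 most abundant arms included Cbr-Bantam-P1a_3p with 10.6% of all counts, Cbr-Bantam-P3_3p with 8.35%, Cbr-Mir-54-P3_3p with 7.17% and Cbr-Mir-96-P3_5p with 7% on average over libraries. Cbr-Mir-90-P1_3p and Cbr-Mir-96-P3_5p fell by 0.07 and 0.08 per h, and Cbr-Bantam-P2_3p and Cbr-Bantam-P4_3p rose by 0.06 and 0.08 per h.

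Among the families listed beforehand, 40 of 60 arms of Mir-36, the miR-35 family that is abundant in embryos, were tested, of which 12 rose, 6 fell and 22 did not pass (12 and 5 adjusted over the list alone). Of the 22, 13 rows with mean counts of 207.8 to 218.4 and 3 with 115.6 to 118.9 followed the same course with similar counts (chi-square over degrees of freedom of 1.01 and 1.67, a comparison chosen after seeing the data), so the tally is not one of independent arms. Cbr-Mir-36-o19_3p stood at 3584 normalized counts at 19 h and at 108774 at 33 h, and Cbr-Mir-36-o13_5p* at 503 at 18 h and at 19561 at 33 h. Of 8 Let-7 arms, the heterochronic family, 2 rose and 4 fell, and 1 was rhythmic (2, 4 and 3 adjusted over the list alone). The rhythmic arm was the passenger strand Cbr-Let-7-P8_3p*, which the rule for named arms does not take. Its amplitude was 0.40 (standard error 0.05, adjusted p = 0.0025 from edgeR). The guide Cbr-Let-7-P5_5p stood at 12328 normalized counts at 18 h and at 180206 at 27 h (adjusted p = 0.016, and 0.057 without the 19 h library). Its passenger Cbr-Let-7-P5_3p* stood at 8723 at 20 h, 793 at 23 h and 6530 at 26 h, with an amplitude of 1.47 at 7 h that was not called (adjusted p = 0.12). This rhythm was called with DESeq2 (0.019), with a quadratic trend (0.00018), for 18 to 29 h only (0.037), at the added 6 h for 18 to 29 h (1.7e-05) and without the 33 h library (0.031). Of 8 Mir-10 arms 2 rose, 4 fell and 2 were rhythmic (2, 4 and 3 adjusted over the list alone), and with either other scaling 3 fell. Besides Cbr-Mir-10-P3n_3p* the rhythmic arm was Cbr-Mir-10-P2_3p*. It was not called at 6 h (adjusted p = 0.099 from edgeR), at 8 h (0.12), with no trend term (0.99) or for 18 to 29 h only (0.082). Both arms of Mir-71 were rhythmic and neither passed for the trend, over the list alone as well. Of the 9 tested Bantam arms 7 rose and 1 fell, the same adjusted over the list alone, and with TMM or median-of-ratios factors 8 rose and 0 fell. Of 6 Mir-2 arms 1 rose and 4 fell, the same adjusted over the list alone, which calls 1 of them rhythmic. Of the muscle miRNA Mir-1, Cbr-Mir-1_3p rose by 0.04 per h and Cbr-Mir-1_5p* fell by 0.03 per h, a fall not called with median-of-ratios factors. For 18 to 29 h only neither was called (adjusted p = 0.076 and 0.59 from edgeR). All 3 tested arms of Mir-124, a neuronal miRNA, fell, under all 3 scalings and over the list alone. All 4 rows of Mir-788 fell under all 3 scalings, and the -v2 rows repeat the -v1 rows exactly or nearly. Of 3 Mir-785 arms 1 rose and 1 fell, the latter not with TMM or median-of-ratios factors, at 6 h or for 18 to 29 h only. Of 4 Mir-358 rows 2 rose (4 adjusted over the list alone and 4 with either other scaling). The 2 are the -v1 and -v2 rows of the 5p arm, which hold the same counts. Their mean count was 12.6, and that of the 3p rows was 33.1, both low. Of 2 Mir-357 arms, with low mean counts of 14 and 40.7, 0 passed, and 1 rose with median-of-ratios factors.

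Of the tests that follow, the ones on the odd library, on shared reads and on TMM factors were chosen after the values had been seen. For the joint fall of both guides from 19 to 20 h and from 25 to 26 h, the tables argue against library composition acting through the total, since the lower of the median log2 changes of the other 122 guide strands over these hours was -0.06. They also argue against a single odd library at each low point, since the 21 h and 27 h libraries still lay at least 0.83 (log2) below the lower flanking maximum in both guides, although the 21 h library stands apart, with a median distance of 0.214 (log2) from the mean of its neighbours over 156 arms against 0.041 to 0.141 for the other hours. Production that follows the passenger strand with constant decay of the guide was to explain at least 75% of the variance of both guides, or less than 50% of both, to be decided, and it explained 57.5% for Cbr_miR-92-o67_3p and 47.5% for Cbr_miR-92-o68_3p, against a median of 71% over 127 hairpins. With the error on the log2 scale it explained 39.8% and 35.2%, both below that lower level, with TMM-scaled values 62.4% and 59.8%, and for 18 to 29 h only 85% and 33.6%, so it stays open. The fitted decay rates were 0.022 and 0.42 per h, and at most 0.63 and 0.75 per h in these alternatives, from a search up to 100 per h. These lie below the 0.88 and 0.779 per h to which the guides' step from 25 to 26 h corresponds with production set to 0. No fitted curve therefore falls as steeply in that hour as the counts, which rest on 1 library per hour.

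The passenger Cbr_miR-92-o68_5p has its peaks at 22 h and 28 h, the hours of the peaks of Cbr_miR-92-o67_5p. Library composition is argued against, since its amplitude was 0.41 with TMM factors and 0.40 without. A candidate explanation is that reads of Cbr_miR-92-o67_5p are counted for both arms: a fit of a straight line plus a fixed share of the counts of Cbr_miR-92-o67_5p gave a share of 52.8% (standard error 10.3%) and a chi-square over degrees of freedom of 2.2, between the levels of 1.5 set for sharing and 3 set against it. The first form of this test, with counting noise alone, gave 5.06 and would have argued against sharing, but was replaced after that value was seen, since counting noise understates the spread between libraries. Shared reads and a common rhythm cannot be told apart, as the sequences were not used.

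For *C. elegans* the paper reports more rhythm among passenger strands, by empirical cut-offs on its fit. A like hypothesis was tested here, with rhythm called by adjusted p. Of 127 hairpins, 15 passenger and 8 guide strands were rhythmic, an odds ratio of 1.99 (Fisher's exact test, 2-sided, p = 0.19), so it stays undecided (18 passengers and 6 guides adjusted over the list alone). At a mean count of at least 100 it was 16 and 6 of 86 hairpins, an odds ratio of 3.05 (p = 0.038, exact). With the second rows of -v1 and -v2 pairs removed, a setting chosen after seeing the data, it was 15 and 6 of 120 hairpins, an odds ratio of 2.71 (p = 0.065, exact). Equal rows of paralogues, of Mir-77 and Mir-279, remain in this setting and add to the passengers. Fisher's exact test treats all arms as independent, whereas each passenger strand is paired with the guide of its hairpin. The p-values above do not account for this pairing. For the trend, 35 passenger strands rose and 51 fell, and 40 guide strands rose and 52 fell, the same adjusted over the list alone, whereas with TMM factors 53 guide strands rose and 45 fell, and with median-of-ratios factors 58 and 41.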
